# The heart is a resident tissue for hematopoietic stem and progenitor cells in zebrafish

**DOI:** 10.1038/s41467-024-51920-7

**Published:** 2024-08-31

**Authors:** Dorothee Bornhorst, Amulya V. Hejjaji, Lena Steuter, Nicole M. Woodhead, Paul Maier, Alessandra Gentile, Alice Alhajkadour, Octavia Santis Larrain, Michael Weber, Khrievono Kikhi, Stefan Guenther, Jan Huisken, Owen J. Tamplin, Didier Y. R. Stainier, Felix Gunawan

**Keywords:** Heart stem cells, Haematopoietic stem cells, Heart development

## Abstract

The contribution of endocardial cells (EdCs) to the hematopoietic lineages has been strongly debated. Here, we provide evidence that in zebrafish, the endocardium gives rise to and maintains a stable population of hematopoietic cells. Using single-cell sequencing, we identify an endocardial subpopulation expressing enriched levels of hematopoietic-promoting genes. High-resolution microscopy and photoconversion tracing experiments uncover hematopoietic cells, mainly hematopoietic stem and progenitor cells (HSPCs)/megakaryocyte-erythroid precursors (MEPs), derived from EdCs as well as the dorsal aorta stably attached to the endocardium. Emergence of HSPCs/MEPs in hearts cultured ex vivo without external hematopoietic sources, as well as longitudinal imaging of the beating heart using light sheet microscopy, support endocardial contribution to hematopoiesis. Maintenance of these hematopoietic cells depends on the adhesion factors Integrin α4 and Vcam1 but is at least partly independent of cardiac trabeculation or shear stress. Finally, blocking primitive erythropoiesis increases cardiac-residing hematopoietic cells, suggesting that the endocardium is a hematopoietic reservoir. Altogether, these studies uncover the endocardium as a resident tissue for HSPCs/MEPs and a de novo source of hematopoietic cells.

## Abstract (web summary)

The endocardium lines the interior of the heart chambers and has been debated as a source of hematopoietic lineages. Here they show that the endocardium may act as a source of, and resident tissue for, hematopoietic stem and progenitor cells in zebrafish, providing evidence for diversity in origins and residences of hematopoietic cells.

## Introduction

A specialized subset of endothelial cells undergoes endothelial-to-hematopoietic transition (EHT) to give rise to hematopoietic stem and progenitor cells (HSPCs)^1–5^. EHT occurs in 1-3% of endothelial cells in the aorta-gonad-mesonephros (AGM) in mammals, the first vascular source of hematopoiesis^1–5^. These hemogenic endothelial cells upregulate factors critical to promote hematopoiesis, including the transcription factors Runx1, Gata2, and cMyb, the receptor Integrin αIIb/CD41, and members of the Notch, BMP, and Wnt signaling pathways^6–8^. The HSPCs then migrate into intermediary niches where the hematopoietic population expands before residing in their final niche, the bone marrow in mammals. HSPCs constitute only ∼1 in 10,000 bone marrow cells^9^, but continuously sustain blood production^10–12^. HSPCs can differentiate into common myeloid precursors and megakaryocyte-erythroid precursors (MEPs), the latter of which give rise to platelets and erythrocytes^13^. Extensive research has mostly been directed towards understanding how the endothelial cells at the first hematopoietic sites give rise to HSPCs^4,5,14^. However, increasing evidence has pointed to the capacity of endothelial cells in tissues outside of the AGM, such as the lung^15,16^ and the head^17^, to undergo EHT.

In hematopoietic niches, endothelial cells also play crucial roles in regulating HSPC maintenance and pluripotency^18,19^. Endothelial cells in the intermediary niches (the fetal liver in mammals and the caudal hematopoietic tissue (CHT) in zebrafish) and the bone marrow secrete angiocrine factors that sustain HSPC quiescence and self-renewal^20^. Endothelial-specific deletion of factors required for survival of endothelial cells or maintenance of HSPCs leads to loss of HSPCs^18,20,21^, highlighting the importance of endothelial-HSPC communications in the niche. Whether endothelial cells can support the maintenance of HSPCs in organs other than the well-studied intermediary niches^14,22^ and the bone marrow remains poorly understood. This knowledge gap limits our understanding of how differences in the locations where hematopoietic cells reside contribute to heterogeneity in HSPC characteristics^23,24^.

One subpopulation of endothelial cells proposed to undergo EHT is the endocardial cells (EdCs), which form the endothelial lining of the heart. The endocardium and the contractile myocardium, which consists of cardiomyocytes (CMs), compose the first layers of the developing heart^25,26^. EdCs possess a distinct molecular profile compared with other endothelial cells^27–29^ and a degree of plasticity to differentiate into other cells^30^, including valve mesenchymal cells and coronary vessels^31–34^. There are also surprising findings regarding the contribution of EdCs to CM^35,36^ or mural cell^37^ populations.

Research concerning endocardial contribution to the hematopoietic lineage is contentious. In mouse, several studies have reported a subset of early-stage EdCs differentiating into hematopoietic cells of erythroid, myeloid, and macrophage identities^38–42^. The function of EdCs in giving rise to macrophages has been proposed to be particularly relevant, with cardiac valves being hyperplastic in the absence of endocardial-derived macrophages^39^. These studies also reported higher phagocytic activities in endocardial-derived macrophages compared with other macrophages^30^, suggesting that cardiac-derived macrophages are functionally distinct from others^39^. However, other recent studies that developed endocardial-specific Cre lines performed careful lineage tracing of EdCs during development and reported an almost complete absence of endocardial-derived macrophages or circulating hematopoietic cells in mouse embryos^43,44^. Thus, the prevalence of endocardial-to-hematopoietic transition in mouse remains elusive. Reliance on using fixed and sectioned cardiac tissues for imaging, coupled with potential challenges with the specificity of Cre expression in the existing transgenic lines, have also raised difficult obstacles in addressing this intriguing question in mouse.

In this work, we use zebrafish as a model to longitudinally image the heart at high resolution and manipulate cardiac and hematopoietic development. The cardiovascular and hematopoietic systems share many similarities between zebrafish and mammals^45,46^, with endothelial cells in the dorsal aorta (DA; first site of hematopoiesis) undergoing EHT^47^, migrating into the CHT (intermediary niche)^48^, and finally into the kidney (presumptive adult niche)^48^. A recent study uncovered a potential for EdCs to undergo EHT prior to 24 hpf, with most endocardial-derived cells fated to become neutrophils^49^. In our study, combining high-resolution imaging in live animals and single-cell transcriptomic analysis, we provide several lines of evidence that the endocardium can not only give rise to hematopoietic cells but also maintain a stable population of hematopoietic cells, which consists mainly of HSPCs/MEPs.

## Results

### A subset of endocardial cells expresses enriched levels of hematopoietic genes

The endocardium has emerged as a dynamic tissue showing remarkable plasticity^30^. Most studies on endocardial morphogenesis focus on specification and patterning of the valve^50–53^, but the involvement of non-valve EdCs in driving endocardial tissue morphogenesis remains largely unexplored. 

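Nuclear mCherry under the *kdrl* promoter marks endothelial and endocardial nuclei, so sorting on it enriches EdCs from dissociated hearts. In droplet sequencing, each cell's transcripts carry a shared barcode, and each captured molecule carries a unique molecular identifier (UMI), so that counting UMIs counts molecules. The authors deposited raw UMI counts per gene and cell, with no normalization, from 1 library at 48 hpf (2665 cells) and 1 at 72 hpf (4125 cells). The median depth was 10411 UMIs per cell at 48 hpf and 6316 at 72 hpf. The paper refers to ref. 84 for its single-cell analysis, and its text names no aligner, genome build or clustering method. All 6790 cells were used here. They were clustered again with the Leiden method on variable genes, leaving out the 32 genes that the paper names, so that these could be read without having shaped the clusters.

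Each cluster was named by marker genes, mostly from Supplementary Table 1, and the suffix "-like" marks a name given in this way. The rebuilt names can differ from those of the study. With 1 library per time point there are no biological replicates. No significance test was therefore run, and each 95% interval covers the error of counting cells or UMIs alone. Shares of cells with a UMI depend on depth. They are therefore also given after thinning each cell to 2000 UMIs, a random draw of that many of its UMIs, and levels are given as CPM: the UMIs of a gene per 1000000 UMIs of the pooled cells of a group. The doublet caller Scrublet marked 7 cells at 48 hpf and 2 at 72 hpf, against 57 and 136 expected at an assumed rate of 0.8% per 1000 cells. It has therefore not worked on these libraries, and doublets were left in.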

To uncover other endocardial subpopulations, we performed single-cell RNA sequencing from EdCs isolated by fluorescence-activated cell sorting (FACS) of *Tg(kdrl:*nls-mCherry)-positive cells from dissected hearts (Fig. S1A). We focused on two developmental time points, 48 and 72 hpf, to identify morphogenetic processes that pattern the endocardium as the heart continues to loop and grow, valves take shape, and trabecular networks start to form^54^.

From this dataset, we classified 11 clusters of EdCs with distinct enriched gene signatures (Fig. 1A, S1B, Supplementary Table 1). 

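The Leiden clustering gave 20 clusters, of which 17 could be named. In 18 clusters, holding 6626 of the cells, at least 90% of the cells came from 1 library, so a cluster can stand for a library as well as for a cell type. Clustered on its own, the 48 hpf library gave 11 clusters and the 72 hpf library 16. Among the alternatives, a resolution of 0.3 in place of 0.6 moved the number most, to 12 clusters. The unnamed clusters, under naming thresholds set after the data were seen, held 43.5% of the cells at 48 hpf and 14.8% at 72 hpf.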

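Valve endocardial-like clusters held 743 cells at 48 hpf (27.9% of the library) and 385 at 72 hpf (9.33%). The gene *alcama* (ENSDARG00000026531) stood at 812 CPM in those cells at 72 hpf, against 4.92 in the 988 quiescent ventricular endocardial-like cells of the same library. It had a UMI in 94.8% of the valve endocardial-like cells (median depth 6249 UMIs) and in 1.82% of the quiescent ones (median depth 5120.5). Thinned, the shares were 77.4% and 0.810%. The level of *has2* (ENSDARG00000036987) was 285 against 1.28 CPM in the same groups, and that of *hey2* (ENSDARG00000013441) was 457 against 24.8. At 48 hpf these 3 genes were at 1066, 287 and 379 CPM in the valve endocardial-like cells. The leading genes, ranked by their ratio to all other cells, were *wnt9b* (ENSDARG00000037889), *her15.1* (ENSDARG00000054562), *aldh1a2* (ENSDARG00000053493) and *pcdh18a* (ENSDARG00000089805) in the 48 hpf cluster. In the 72 hpf cluster they were *spp1* (ENSDARG00000044276), *crip1* (ENSDARG00000053858), *folr* (ENSDARG00000102442) and *alpk3b* (ENSDARG00000105630).

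A valve interstitial-like cluster held 306 cells at 72 hpf (7.42% of the library) and 2 at 48 hpf. Its leading genes were *angptl7* (ENSDARG00000027582), *tfa* (ENSDARG00000016771), *pcolcea* (ENSDARG00000056913) and *rspo1* (ENSDARG00000104340). The fibrillar collagen gene *col1a2* (ENSDARG00000020007) was at 2925 CPM there and at 954 in the valve endocardial-like cells at 72 hpf. For *col1a1a* (ENSDARG00000012405) these levels were 1091 and 476, and for *col1a1b* (ENSDARG00000035809) 1127 and 238. The gene *postnb* (ENSDARG00000104267) separated them most, with 411 against 0.730 CPM, and *twist1b* (ENSDARG00000076010) stood at 376 against 42.3.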

We identified two clusters that exhibit enrichment of genes involved in valve development^53,55,56^, with one cluster composed of 1830 cells being consistent with valve EdCs (*alcama*, *has2*, *hey2*) and the other composed of 359 cells consistent with fibroblast-like valve interstitial cells (*col1* genes, *postnb*, *twist1b*) (Fig. 1A, S1B, Supplementary Table 1). The largest cluster is composed mostly of 2274 non-valve quiescent EdCs in the G1 phase (Fig. 1A, S1D). 

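The quiescent ventricular endocardial-like cluster lay almost wholly in the 72 hpf library, where it made up 24.0% of the cells (95% interval 22.7 to 25.3), and held 5 cells at 48 hpf. By cell cycle scores from the Tirosh gene lists, 80.7% of its cells were in G1 (64.7% thinned). Its leading genes were *sat1a.1* (ENSDARG00000035652), *vcam1b* (ENSDARG00000062479), *basp1* (ENSDARG00000053358) and *loxl1* (ENSDARG00000054451).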

Two other clusters are primarily composed of non-valve EdCs that were undergoing DNA synthesis (620 cells in the S phase) or dividing (657 cells in the G2/M phase) (Fig. 1A, S1D). 

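An S-phase endocardial-like cluster held 377 cells at 72 hpf and 2 at 48 hpf, and 83.9% of its cells scored as S phase (70.2% thinned). The G2/M endocardial-like clusters held 485 cells at 48 hpf and 303 at 72 hpf, which is 18.2% and 7.35% of the libraries. Of these cells, 85.0% scored as G2/M (84.6% thinned). At 48 hpf, S-phase cells lay mainly in a cluster without a name: 857 of the 2665 cells scored as S phase, and 573 of these were in the unnamed cluster of 1156 cells. Its 10 leading genes within the library held 5 S-phase markers, *mcm5* (ENSDARG00000019507), *mcm2* (ENSDARG00000102798), *mcm6* (ENSDARG00000057683), *mcm4* (ENSDARG00000040041) and *mcm3* (ENSDARG00000024204). At log2 ratios of 1.38 to 1.64, only 2 of them passed the minimum for naming. Cell cycle genes were part of the clustering and of the naming markers, so these shares partly follow from the names. The S-phase cluster was led by *hells* (ENSDARG00000057738), *fabp11a* (ENSDARG00000017299), *basp1* (ENSDARG00000053358) and *vcam1b* (ENSDARG00000062479). The G2/M clusters were led by *rrm2* (ENSDARG00000078069), *spc24* (ENSDARG00000093622), *birc5a* (ENSDARG00000075621) and *ube2c* (ENSDARG00000114670) at 48 hpf and by *fbxo5* (ENSDARG00000039020), *zgc:194627* (ENSDARG00000102594), *pif1* (ENSDARG00000020289) and *fam83d* (ENSDARG00000077883) at 72 hpf.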

A small cluster of 299 cells expresses genes consistent with lymphatic endothelial cells (*lyve1a*/*b*, *flt4, mafbb*; Fig. 1A, S1B, Supplementary Table 1). 

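Lymphatic endothelial-like clusters held 128 cells at 48 hpf (4.80% of the library, 95% interval 4.02 to 5.68) and 116 at 72 hpf (2.81%, 2.33 to 3.36). The paralogs *lyve1a* (ENSDARG00000075833) and *lyve1b* (ENSDARG00000062483) differed between the libraries. No UMI of *lyve1a* was found in the cells at 48 hpf (upper limit 2.94 CPM), and 74 of the 116 cells at 72 hpf had one (3539.7 CPM). For *lyve1b* the levels were 462 and 954 CPM. The gene *flt4* (ENSDARG00000104453) was at 69.4 and 93.7 CPM, against 7.11 in the quiescent ventricular endocardial-like cells at 72 hpf. For *mafbb* (ENSDARG00000070542) the levels were 192 and 201, against 31.0 in the quiescent cells. It was higher still, at 469, in macrophage-like cells. Leading genes were *lrmp* (ENSDARG00000045574), *gpm6ab* (ENSDARG00000004621), *si:dkey-28n18.9* (ENSDARG00000097193) and *lyve1b* (ENSDARG00000062483) at 48 hpf and *lyve1a* (ENSDARG00000075833), *plvapb* (ENSDARG00000045003), *hoxb5a* (ENSDARG00000013057) and *lyve1b* (ENSDARG00000062483) at 72 hpf.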

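Markers of the clusters listed as unknown in Supplementary Table 1 named 4 further clusters. Unknown 9-like cells, led by *lhx8a* (ENSDARG00000002330), *cxcr4a* (ENSDARG00000057633), *zgc:153311* (ENSDARG00000015964) and *oaz2b* (ENSDARG00000059815), were split most evenly between the libraries of all clusters, with 62 cells at 48 hpf and 75 at 72 hpf. Unknown 11-like cells numbered 60 at 48 hpf and 1 at 72 hpf and were led by *tlx2* (ENSDARG00000011273), *her12* (ENSDARG00000032963), *stab2* (ENSDARG00000045748) and *cxcl12b* (ENSDARG00000055100). An unknown 8-like cluster of 168 cells at 72 hpf and 1 at 48 hpf was led by *cfd* (ENSDARG00000039579), *BX663503.3* (ENSDARG00000099137), *c2cd4a* (ENSDARG00000061416) and *emid1* (ENSDARG00000076119). A cluster of 411 cells at 72 hpf and 4 at 48 hpf also took the name unknown 8, from 5 markers among its 50 leading genes. This name is uncertain, because its 10 leading genes within the 72 hpf library held 0 markers of unknown 8 and 1 of unknown 11 (*bcl6b*). It was led by *gstm.3* (ENSDARG00000088116), *cdh4* (ENSDARG00000015002), *esr1* (ENSDARG00000004111) and *postna* (ENSDARG00000043806). Of the unnamed clusters, one held 1156 cells, all at 48 hpf, with *fstl1a* (ENSDARG00000015559), *esm1* (ENSDARG00000104370), *calcrla* (ENSDARG00000011473) and *blk* (ENSDARG00000007783) at its head. Another held 586 of its 588 cells at 72 hpf and was led by *wnt5b* (ENSDARG00000102464), *aqp8a.1* (ENSDARG00000045141), *gpd1b* (ENSDARG00000043180) and *si:ch211-286o17.1* (ENSDARG00000100446). The smallest held 25 cells at 72 hpf and was led by *rbp4* (ENSDARG00000101199), *fbln5* (ENSDARG00000039273), *ifitm1* (ENSDARG00000093303) and *fn1b* (ENSDARG00000006526).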

The remaining clusters were not as clearly defined in their transcriptomic signatures, suggesting that they are previously unidentified endocardial subpopulations with currently unknown functions.

**Fig. 1:**
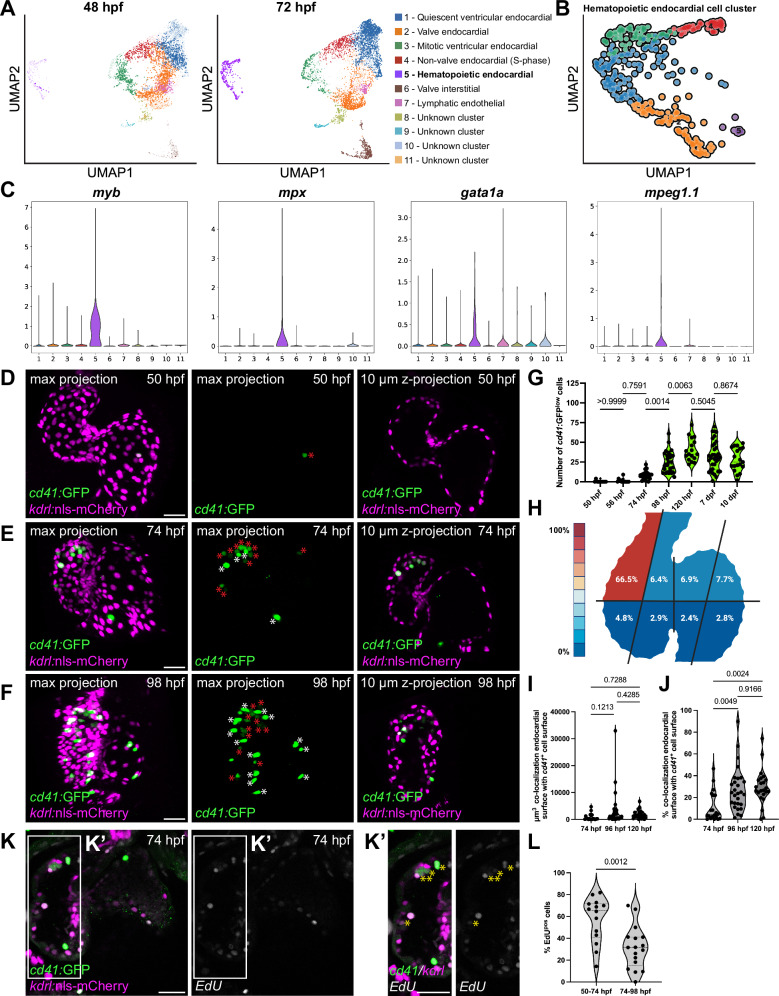
Hematopoietic cells are stably maintained and grow in numbers on the endocardium. **A** Single-cell RNA sequencing analysis of EdCs sorted by FACS for *Tg(kdrl:*nls-mCherry) expression at 48 and 72 hpf. The UMAPs reveal a subcluster of 390 cells that expresses genes affiliated with hematopoietic differentiation mostly at 72 hpf. **B** UMAP of the hematopoietic endocardial cell cluster indicates 5 subclusters. **C** Violin plots showing that genes enriched in hematopoietic cells at 72 hpf, such as *myb* (HSPCs/MEPs), *mpx* (neutrophils), *gata1* (erythrocytes), and *mpeg1.1* (macrophages), are enriched in this endocardial hematopoietic cluster, with HSPCs/MEPs and erythrocytes being the predominant cell types. **D**–**F** Representative confocal images of *Tg(cd41:*GFP) expression labeling HSPCs (low GFP; red asterisks) and platelets (high GFP; white asterisks) attached to the endocardium marked by *Tg(kdrl:*nls-mCherry*)* expression. **D** At 50 hpf, *cd41:*GFP^+^ cells are almost absent in the heart. **E**, **F** From 74 hpf onwards, *cd41:*GFP^+^ cells are attached to the endocardium. **G** HSPC (*cd41:*GFP^low+^) numbers progressively increase from 56 hpf and remain until at least 10 dpf. *n* = 10 (50 hpf), 13 (56 hpf), 19 (74 hpf), 27 (98 hpf), 17 (120 hpf), 33 (7 dpf), and 19 (10 dpf) hearts. **H** Schematic heat map representing the positional mapping of *cd41:*GFP^+^ cells, the majority of which (66.5%) attaches to the outer curvature of the ventricle. *n* = 20 hearts. **(I, J)** Quantification of co-surface localization of *cd41:*GFP^+^ cells and endocardium labeled by *Tg(kdrl:*BFP-CAAX) expression in the ventricle. HSPCs share 11%, 27.4%, and 29.3% of surface areas with the ventricular endocardium at 74, 96, and 120 hpf, respectively. *n* = 20 (74 hpf), 28 (96 hpf), and 23 (120 hpf) hearts, respectively. **K**, **K’** Representative confocal images of EdU pulse labeling assays (50–74 hpf) in *Tg(cd41:GFP), Tg(kdrl:nls-mCherry)* larvae. Most *cd41:*GFP^+^ cells attached to the heart are EdU-positive at 74 hpf (yellow asterisks). **L** Quantification of the proportions of *cd41*:GFP^+^ cells positive for EdU after a pulse assay between 50–74 and 74–98 hpf. *n* = 14 (50–74 hpf) and 17 (74–96 hpf) hearts. One-way ANOVA with Tukey’s multiple comparison test (**G**, **I**, **J**) or Unpaired, two-tailed *t* test (**L**) was used. Scale bars, 30 µm (**D**–**F**, **K**). Source data are provided as a Source Data file.

Interestingly, one cluster most distinct from the other clusters and found almost exclusively at 72 hpf (14 cells at 48 hpf and 376 cells at 72 hpf) exhibits an enrichment of genes that promote hematopoiesis or are expressed in differentiated hematopoietic cells (Fig. 1A, B; “endocardial-hematopoietic cluster” or EHC). 

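Of the clusters, 4 were named hematopoietic-like from blood markers, several of them written from general knowledge. Together they stand for the EHC here and held 15 cells at 48 hpf (0.563% of the library, 95% interval 0.315 to 0.927) and 384 at 72 hpf. The number at 48 hpf moved most when cells were classed one by one, by UMIs of at least 3 of 12 general blood genes, which gave 49 cells. The 399 hematopoietic-like cells had a median depth of 18472 UMIs, against 7935 in the 6391 other cells. In 1 cluster of 208 cells the leading genes were *hbbe1.3* (ENSDARG00000087390), *slc4a1a* (ENSDARG00000012881), *hbbe1.2* (ENSDARG00000115405) and *hbae1.3* (ENSDARG00000089124). A cluster of 92 cells was led by *si:ch211-161c3.6* (ENSDARG00000078781), *cd7al* (ENSDARG00000098787), *coro1a* (ENSDARG00000054610) and *ccr9a* (ENSDARG00000055186), and one of 72 cells by *itga2b* (ENSDARG00000018687), *mpl* (ENSDARG00000039222), *hbegfb* (ENSDARG00000031246) and *plac8l1* (ENSDARG00000069031). In the smallest, of 27 cells, they were *MFAP4* (ENSDARG00000088745), *mfap4* (ENSDARG00000090783), *si:dkey-5n18.1* (ENSDARG00000043436) and *ctsl.1* (ENSDARG00000003902).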

At 72 hpf, the EHC accounts for 9.1% of total EdCs (376 out of 4,125 cells). 

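At 72 hpf the hematopoietic-like cells made up 9.31% of the library (95% interval 8.44 to 10.2). Across the alternatives, their number at this time point ranged from 368 to 388, and the lowest came from removing the cells with the highest doublet scores, a step chosen after seeing the data. The share also depends on how many double-positive cells were sorted into the library, since sorted groups were combined before loading.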

Within the EHC, the majority of cells express high levels of genes known to be involved in promoting HSPC fate in the CHT^57^, including *myb, drl, drll.2, hdr, ikzf1*, and *gata2b* (Fig. 1B, C, S1C, S2A–E). 

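Transcripts of *myb* (ENSDARG00000053666) were found in 277 of the 399 hematopoietic-like cells, or 69.4% (95% interval 64.6 to 73.9), against 0.563% of the other cells. Thinned to equal depth, the shares were 31.1% and 0.125%. Pooled levels were 259 and 0.826 CPM. The gene *hdr* (ENSDARG00000004392) followed with 68.2% against 2.71% of the cells (34.1% against 0.532% thinned). Next came *drll.2* (ENSDARG00000035150) with 55.1% against 1.67% (16.0% and 0.391% thinned). Fewer cells had a UMI of *drl* (ENSDARG00000078004), with 48.6% against 0.282% (11.8% and 0.0626% thinned). For *ikzf1* (ENSDARG00000013539) the shares were 31.8% and 0.845% (5.01% and 0.25% thinned). The 57 cells with *gata2b* (ENSDARG00000009094) all lay at 72 hpf and made up 14.3% of the hematopoietic-like cells (5.26% thinned), against 0.141% of the others. In CPM the genes from *hdr* on stood at 297, 103, 82.3, 31.5 and 25.9.

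**Figure D1:**
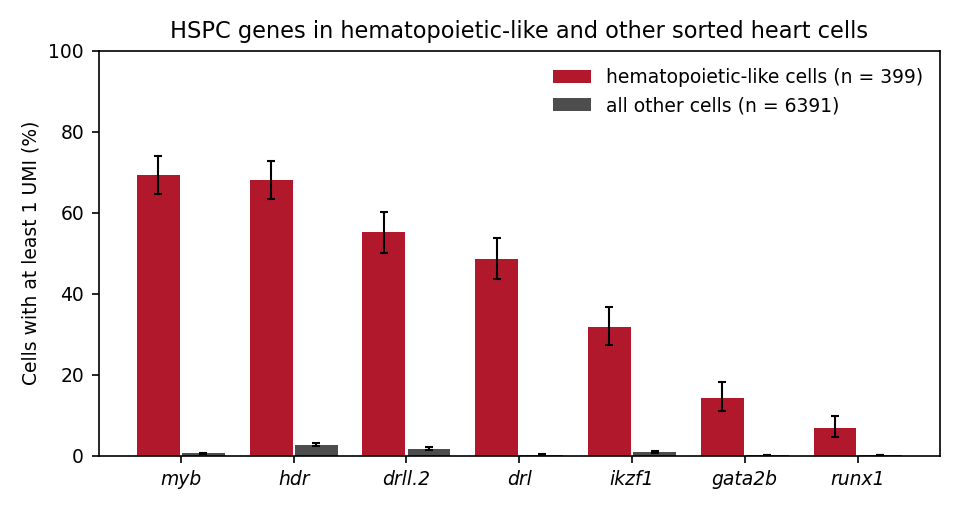
Percent of cells with at least 1 UMI (vertical axis) of each gene (horizontal axis) in the 399 hematopoietic-like cells and the 6391 other cells of both libraries; error bars are exact 95% binomial intervals. The share falls from 69.4% for *myb* to 6.77% for *runx1* in the hematopoietic-like cells.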

Many EHC cells also express genes involved in erythrocyte differentiation, including *gata1a* and *hbae3* (Fig. 1C, S1C, S2G). 

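In the hematopoietic-like cells, *gata1a* (ENSDARG00000013477) was found in 146 cells, or 36.6% (95% interval 31.9 to 41.5), against 0.814% of the other cells (9.77% against 0.329% thinned). They were concentrated in the erythroid-like cluster (106 of 208 cells) and the thrombocyte-like cluster (38 of 72 cells). The globin gene *hbae3* (ENSDARG00000079305) had a UMI in 8.77% of the hematopoietic-like cells and 2.69% of the others (4.01% and 0.642% thinned). Its level, pooled over both libraries, was 3459 against 5.49 CPM. The 15 hematopoietic-like cells at 48 hpf held 8818 of its UMIs and the 384 at 72 hpf held 17397. Among the other embryonic globin genes of a list written from general knowledge, *hbae1.1* (ENSDARG00000089475) had a UMI in 81.2% of the hematopoietic-like cells. *hbae1.3* had one in 80.7%, counted over both of its Ensembl genes. The shares for *hbbe1.1*, *hbbe1.3*, *hbbe2* and *hbbe3* were 12.5%, 22.8%, 16.5% and 1.00%. These globin shares are given without thinning. In level, all of these genes were higher in the hematopoietic-like cells than in the other cells of each library. The smallest log2 ratio was 3.40 (95% interval 2.45 to 4.43), for *hbbe3* at 72 hpf. Globin genes were not kept out of the clustering.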

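A thrombocyte-like cluster held 72 cells, all at 72 hpf. The thrombopoietin receptor gene *mpl* (ENSDARG00000039222) had a UMI in 70 of them (927 CPM) and in 28 of the 92 cells of the hematopoietic-like cluster without a lineage name (21.6). In the erythroid-like cluster 6 cells had one (4.96 CPM). The gene *nfe2* (ENSDARG00000020606) was spread more widely, with 58 of the thrombocyte-like cells (282 CPM) and 81 of the erythroid-like ones (22.9). Over all hematopoietic-like cells it was found in 168, or 42.1% (95% interval 37.2 to 47.1), against 0.313% of the other cells (11.5% and 0.0626% thinned). For *mpl* the shares were 26.3% and 1.64% (14.5% and 0.313% thinned).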

Two additional subclusters express high levels of platelet-promoting genes^58^, including *mpl* and *nfe2* (Fig. 1B, S2I, 165 cells). Together, the cells expressing genes enriched in HSPCs, erythrocytes, and platelets constitute 360 out of the 390 cells (Fig. 1C, S2A–E, G, I), suggesting that most cells within the EHC are HSPC/MEPs. 

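At least 1 UMI of *myb*, *drl* or *runx1* (ENSDARG00000087646) was found in 290 of the 399 hematopoietic-like cells, or 72.7% (95% interval 68.0 to 77.0), against 0.939% of the other cells. With *gata1a* and *nfe2* added, the number was 338 cells, or 84.7% (80.8 to 88.1), against 2.00%. Thinning moved these shares most among the alternatives: to 38.1% for the 3 genes and 50.1% for the 5. Among the other cells the thinned shares were 0.235% and 0.610%. Of the 15 hematopoietic-like cells at 48 hpf, 10 had a UMI of the 3 genes. Among the same 15 cells, 7 had both neutrophil genes *mpx* and *lyz*, and 4 were macrophage-like. A UMI of the 3 genes therefore does not show that these 10 cells are HSPCs.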

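The myeloperoxidase gene *mpx* (ENSDARG00000019521) had at least 1 UMI in 65 hematopoietic-like cells, 8 of 15 at 48 hpf and 57 of 384 at 72 hpf, against 0.110% of the other cells. At the thinned depth the number was 35 cells. Its level was 3297 CPM in the hematopoietic-like cells at 48 hpf and 82.9 at 72 hpf. The lysozyme gene *lyz* (ENSDARG00000057789) was found in 7 hematopoietic-like cells at 48 hpf and 2 at 72 hpf. It also had a UMI in 5.51% of the other cells at 48 hpf, at like low levels in every cluster of that library, and in 1 of the 3741 others at 72 hpf. All 7 cells with both genes lay at 48 hpf. At 72 hpf none of the hematopoietic-like cells had both (upper limit 0.956%).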

Although it has recently been reported that hematopoietic cells derived from the endocardium at 24 hpf are primarily neutrophils^49^, we found only a small subset of cells (15 cells) among 72 hpf EdCs expressing high levels of neutrophil markers (*mpx* and *lyz*) within subcluster 2 (Fig. 1C, S2A, F). Another small subcluster of 24 cells expresses macrophage-enriched markers (*mpeg1.1*, *mpeg1.2*, and *irf8*) (Fig. 1C, S2A, H). However, we could not detect any cell differentiation trajectories that uncover populations of EdCs in the process of EHT, likely due to low numbers of EdCs actively undergoing EHT at the timepoint of cell isolation. 

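A macrophage-like cluster held 27 cells. The gene *mpeg1.1* (ENSDARG00000055290) had a UMI in all of them and in 29 hematopoietic-like cells altogether, or 7.27% (95% interval 4.92 to 10.3), against 0.0782% of the other cells (5.01% of the hematopoietic-like cells thinned). Its level in the macrophage-like cells was 933 CPM. The gene *irf8* (ENSDARG00000056407) was found in 21 of the macrophage-like cells and in none of the 372 other hematopoietic-like cells (upper limit 0.987%). In valve interstitial-like cells at 72 hpf, 23.9% also had an *irf8* UMI. The paralog *mpeg1.2* (ENSDARG00000043093) was found in 22 hematopoietic-like cells, or 5.51%. Its share was higher in the other cells, at 35.4%, and 55.6% of the macrophage-like cells had a UMI of it. A UMI of *mpeg1.2* alone therefore does not set macrophage-like cells apart in these libraries.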

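Cells with UMIs of at least 3 of 8 endothelial genes and at least 3 of 12 pan-hematopoietic genes numbered 75. Both lists were written from general knowledge. Of these cells, 35 lay at 48 hpf, with 1 in the hematopoietic-like clusters, and 40 at 72 hpf, with 23 in those clusters. Pairs of cells drawn at random from each library gave an expected 25.8 such doublets (95% range 17 to 35), under the assumed doublet rate. Requiring 4 genes of each list gave 27 cells, and thinning, which moved the number most, gave 6. The other cells express some of the listed blood genes themselves: *tal1* had a UMI in 46.5% of them at 48 hpf and 29.9% at 72 hpf. The hematopoietic-like cells at 72 hpf had a median of 1 endothelial and 6 hematopoietic genes, and the other cells a median of 6 and 0.

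**Figure D2:**
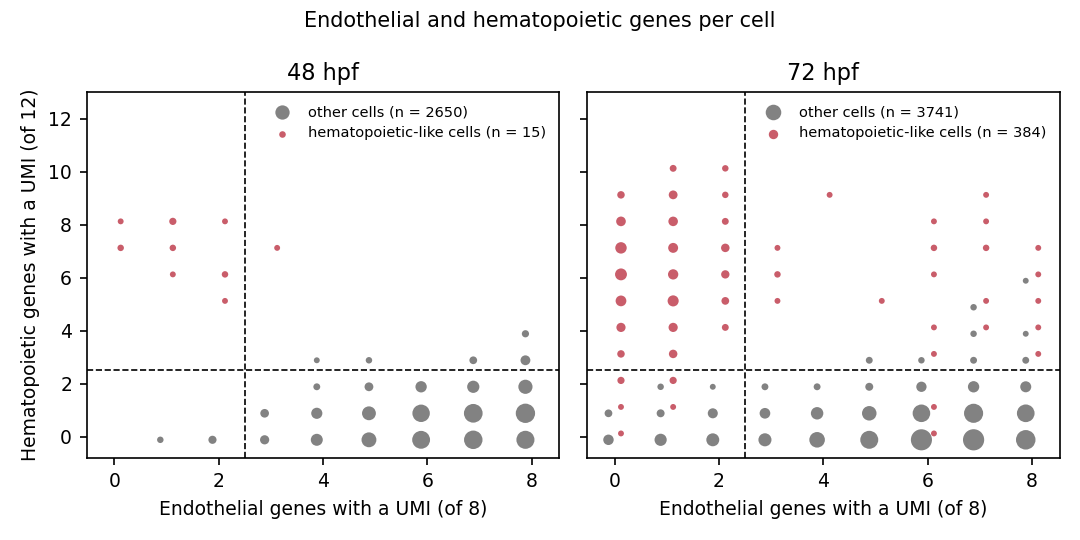
Number of the 8 endothelial genes (horizontal axis) and of the 12 hematopoietic genes (vertical axis) with a UMI in each cell, in hematopoietic-like and other cells of each library. The area of a dot grows with its number of cells, and dashed lines mark the minimum of 3 genes. Few cells lie above both lines.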

In conclusion, our single-cell transcriptomic dataset uncovers a previously unknown subgroup of EdCs with a hematopoietic signature.

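The gene *kdrl* (ENSDARG00000105215) had a UMI in 18 of the 399 hematopoietic-like cells, or 4.51% (95% interval 2.70 to 7.04), against 58.6% of the other cells (1.75% and 29.0% thinned). Sorting read mCherry protein made under the *kdrl* promoter, whereas these values count RNA of *kdrl* itself. A group of 20 cells that also carry endocardial genes held 14 of the 18 cells. Classing cells one by one, by at least 3 pan-hematopoietic genes, gave 58 cells with *kdrl*. Removing the cells with the highest Scrublet scores, chosen after seeing the data, gave 6. At 72 hpf the level of *kdrl* in hematopoietic-like cells differed from that in the other cells by a log2 ratio of -6.39 (95% interval -6.92 to -5.91). Classing cells one by one by at least 3 general blood genes gave -4.85, and 58 cells with *kdrl*. Removing the cells with the highest Scrublet scores, chosen after seeing the data, gave -8.10, and 6 cells. At 72 hpf, over the 8 endothelial genes, levels in the hematopoietic-like cells were a median 2.16% of those in the other cells. For 8 valve interstitial genes, a measure of RNA from other cells, the median was 1.68% of the level in the same other cells, a reference chosen after seeing the data. Against all cells of the 72 hpf library, the reference set before, it was 2.12%. The gene *itga2b* (ENSDARG00000018687), which encodes CD41, was found in 55 hematopoietic-like cells, or 13.8%, against 0.0469% of the others (8.52% of the hematopoietic-like cells thinned). It was one of the markers used to name the thrombocyte-like cluster, which held 52 of these cells. From the cells with HSPC, erythrocyte and platelet genes, the paper proposes that most of the EHC is HSPC/MEPs. From the cluster as a whole, it concludes that a subgroup of EdCs has a hematopoietic signature. RNA levels at the time of sorting do not tell the origin of a cell. For that question the paper uses photoconversion, hearts cultured ex vivo and light sheet imaging.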

### Hematopoietic cells are stably attached to the endocardium

We sought to visualize the presence of the hematopoietic cells within the endocardium by performing confocal imaging of transgenic lines that label HSPCs (*Tg(cd41*:GFP) and *Tg(Runx1:*mCherry) expression), as well as endothelial cells (*Tg(kdrl:*GFP) and *Tg(kdrl:*nls-mCherry) expression) at 50, 74, 98, and 120 hpf. At 50 hpf, we observed almost no hematopoietic cells attached to the endocardium (Fig. 1D), consistent with our RNA-sequencing dataset that shows almost no hematopoietic cells at 48 hpf (Fig. 1A). Strikingly, at 74 hpf, we observed hematopoietic cells, the majority of which were positive for the HSPC/platelet marker (*Tg(cd41:*GFP)^+^ cells; Fig. 1E, F; Supplementary Movies 1, 3, 4), attached to the endocardium. Many hematopoietic cells were also positive for the erythrocyte marker (*Tg(gata1:*DsRed)^+^; Fig. S3A), but only very few were positive for the neutrophil marker (*Tg(mpx:*GFP)^+^; Fig. S3B), consistent with our single-cell sequencing results (Fig. 1A). Almost all the hematopoietic cells attached to the endocardium exhibited a rounded shape and nucleus, suggestive of undifferentiated HSPCs, instead of mature erythrocyte or myeloid morphologies that are larger and elongated (Fig. 1E, F). Importantly, these hematopoietic cells were not part of the circulating blood as observed through the imaging of beating hearts, which revealed their stable attachment to the endocardium without any movement in the cardiac lumen (Supplementary Movies 1, 2). These hematopoietic cells were never attached to the cardiac valve (Fig. 1E, F), suggesting that valve cells lack the adhesive properties for hematopoietic cells.

As most endocardial-associated hematopoietic cells appeared positive for HSPC/MEP identity (Fig. 1A–C, S1C, S2A–I; Supplementary Movies 1, 3, 4), we focused on the emergence and maintenance of these cells in the heart. We labeled them in the heart over several developmental time points using *Tg(cd41:*GFP) expression (hereafter referred to as *cd41:*GFP^+^ cells), a commonly used and reliable marker where low GFP signal is detected in HSPCs and high GFP signal in platelets. *cd41:*GFP^+^ cells were almost absent at 50 hpf, but started appearing in very low numbers at 56 hpf in 52% (11 out of 21) embryos (Fig. 1D, G; Supplementary Table 2). The numbers of *cd41:*GFP^low+^ and total *cd41:*GFP^+^ cells significantly increased at 74 hpf (Fig. 1E, G; average of 10.1 *cd41:*GFP^low+^ cells and 23.1 *cd41:*GFP^+^ cells per heart) and continued to rise at 98 hpf (Fig. 1F, G; average of 25 *cd41:*GFP^low+^ cells and 33 *cd41:*GFP^+^ cells per heart), and 120 hpf (Fig. 1G; average of 40.2 *cd41:*GFP^low+^ cells per heart). The *cd41:*GFP^low+^ cells persisted at stable numbers until at least 10 days post fertilization (dpf) (Fig. 1G; 32.7 and 27.8 *cd41:*GFP^low+^ cells at 7 and 10 dpf, respectively). By 74 hpf, 96% of the hearts had *cd41:*GFP^+^ cells on their endocardium; from 100 hpf onwards, all hearts contained *cd41:*GFP^+^ cells (Supplementary Table 2). Positional mapping of *cd41:*GFP^low+^ cells revealed the highest frequency of HSPC attachment on the luminal surface of the outer curvature of the ventricle, close to the outflow canal (Fig. 1H; Supplementary Movies 1–4; 66.5% of endocardial-attached HSPCs), uncovering a regional preference for hematopoietic attachment.

To measure the adherence of the HSPCs to the endocardial surface, we quantified the degree of overlap between the HSPCs, as labeled by *Tg(cd41*:GFP) expression, and the endocardium, as labeled by *Tg(kdrl:*BFP-CAAX) expression. We found that over time, there was a progressive increase of the surface of HSPCs that overlapped with the endocardium, indicating that HSPCs gain significantly higher contact area with the endocardium, particularly between 74 and 96 hpf (Fig. 1I, J, S4A–C). The increasing contact areas between these two cell types suggest that the HSPCs become more adherent to the endocardium over time.

To strengthen our findings that the endocardial hematopoietic cells are HSPCs, we imaged and quantified *Tg(Runx1:*mCherry)-positive cells. *Runx1* expression has been consistently used not only in zebrafish^22^, but also in mouse to mark HSPCs and hemogenic endothelial cells^59^. Similar to *cd41:*GFP^+^ cells, we uncovered a progressive increase in the number of *Runx1*:mCherry^*+*^ hematopoietic cells attached to the endocardium starting from 56 hpf (Fig. S5A, B). Imaging of *Tg(cd41:*GFP) and *Tg(Runx1:*mCherry) expression in the same animal revealed that most cardiac-residing hematopoietic cells were positive for both low GFP and mCherry expression (Fig. S5C, D), consistent with previous co-expression studies of these HSPC-marking transgenes^22^. We also performed fluorescence in situ hybridization for *myb*^60^, another HSPC marker that was also enriched in the EHC of our single-cell sequencing dataset (Fig. 1C, S2D), and observed its expression in the EdCs in the outer curvature of the ventricle (Fig. S5E). Based on their gene expression profiles and cell morphology, we conclude that HSPCs/MEPs are stably maintained on the endocardium.

We then assessed whether the heart supports HSPC proliferation, which is an essential function of a hematopoietic niche, by performing an EdU pulse labeling assay. Between 50 and 74 hpf, when we observed the highest growth of endocardial-residing hematopoietic cells, the majority (57%) of *cd41:*GFP^+^ cells associated with the heart were EdU-positive (Fig. 1K, L). Between 74 and 98 hpf, the proportion decreased to 31% of *cd41:*GFP^+^ cells (Fig. 1L). These results suggest that hematopoietic cells can proliferate on the luminal surface of the endocardium.

### Some endocardial cells can undergo EHT

The appearance of endocardial-residing hematopoietic cells raised the question as to whether these cells arise de novo from EdCs or migrate from the DA. A significant limitation we encountered was a lack of EdC- or DA-specific transgenic lines. Thus, we used a photoconversion-based approach for cell lineage tracing. We utilized the Kaede protein that turns from green to red upon excitation with UV wavelength^53^ and when expressed specifically in endothelial cells ((*Tg(fli1a:Gal4); Tg(UAS:Kaede)*, hereafter referred to as *Tg(fli:Kaede)*), enables us to track a spatially confined group of endothelial cells.

We first photoconverted the entire endocardium (Fig. 2A, A’) at 22 hpf, when the heart is not yet fully contractile and the atrium has not yet connected to the cardinal vein. We grew the photoconverted animals for two days and imaged the hearts at 74 hpf, the stage when we observed many endocardial-residing hematopoietic cells. We indeed found photoconverted Kaede-red cells that appear to be budding off from the endocardium at 74 (Fig. 2B, B’), 96 (Fig. S6A), and 120 (Fig. S6B) hpf, suggesting that EdCs give rise to hematopoietic cells that persist in the heart. Interestingly, when we examined other hematopoietic niches, we found photoconverted Kaede-red cells in the CHT (Fig. 2C), the intermediary niche that allows for HSPC population expansion, as well as the thymus (Fig. 2D), where adaptive immune cells reside and proliferate. Based on the Kaede-red/Kaede-green color ratio, we quantified photoconverted cells that reside in non-photoconverted tissues. We observed approximately 16.7 and 0.92 endocardial-derived cells residing in the CHT (Fig. 2E) and the thymus (Fig. 2F), respectively. Endocardial-derived Kaede-red cells were found in all the CHTs we imaged, but only in 57% (8 out of 14) of the thymuses we imaged. The low numbers of endocardial-derived cells in the thymus compared with the CHT suggest that most endocardial-derived hematopoietic cells are not fated to become immune cells. Our data suggest that the endocardium gives rise to cells that not only remain attached to the endocardium, but also circulate and eventually reside in extracardiac hematopoietic niches.

**Fig. 2:**
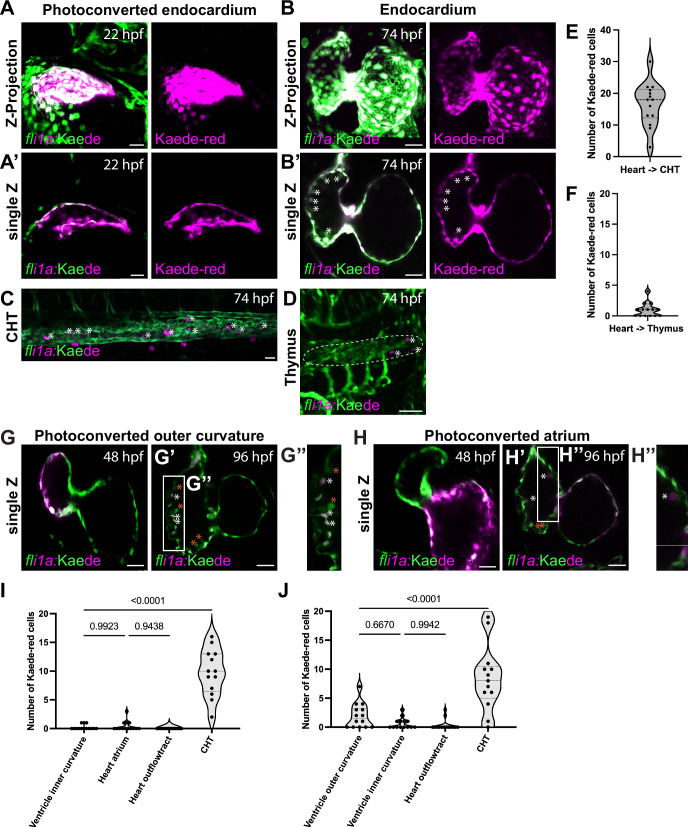
Endocardial cells contribute to cardiac-residing hematopoietic cells. **A–B’** Confocal Z-stack projection (**A**) and single confocal plane (**A’**) of photoconverted endocardium at 22 hpf, and follow-up imaging of the same animals (**B**, confocal Z-stack projection; **B’**, single confocal plane) 52 h post-conversion. Extruding Kaede-red^+^ cells are observed on the endocardium at 74 hpf (white asterisk). **C**, **D** Confocal image of 74 hpf *fli:*Kaede^+^ caudal hematopoietic tissue (CHT; **C**) and thymus (**D**) from larvae with their endocardium photoconverted at 22 hpf. Kaede-red^+^ cells (white asterisk) surrounded by endothelial cells are visible in the CHT (**C**); few Kaede-red^+^ cells visible in the thymus (white asterisks) (**D**). **E**, **F** Quantification of Kaede-red^+^ cells from the photoconverted endocardium (22 hpf) reveals 16.7 and 0.92 endocardial-derived cells in the CHT (74 hpf, **E**) and thymus (74 hpf, **F**), respectively, 52 h post-conversion. *n* = 14 CHT and 14 thymi. **G**–**H’** Single confocal plane of a heart with photoconverted endocardium in the ventricular outer curvature (**G**, **G’**) or the atrium (**H**, **H’**) at 48 hpf and at 48 h post-conversion (**G’**–**H”**). **G”**, **H”** Closeup single plane of the 96 hpf *fli:*Kaede^+^ heart, where EdCs in the ventricular outer curvature (**G”**) or the atrium (**H”**) of the same animals had been photoconverted at 48 hpf. **G”** Kaede-red^+^ cells observed on the ventricular endocardium (white asterisks) near Kaede-green^+^ cells (red asterisks). **H”** Kaede-red^+^ cells derived from the atrium observed close to the atrial and ventricular endocardium (white asterisks). Kaede-green^+^ cells (red asterisks) are also present in the ventricle. **I**, **J** Quantification of Kaede-red^+^ cells derived from the ventricular outer curvature (I) or the atrium (J) found in other regions of the heart and the CHT, 48 h post-conversion. Several Kaede-red^+^ cells from the ventricular outer curvature found in the CHT, but not in other heart regions. Atrial-derived Kaede-red^+^ cells are present in the CHT and ventricular outer curvature. *n* = 14 hearts with photoconverted ventricular outer curvature and 14 hearts with photoconverted atrium, respectively. One-way ANOVA with Tukey’s multiple comparison test (**I**, **J**) was used. Scale bars, 30 µm (**A**–**D**, **G**–**H”**). Source data are provided as a Source Data file.

As our analysis showed that most hematopoietic cells were found in the outer curvature of the cardiac ventricle (Fig. 1H), we investigated whether EdCs possess heterogeneous, region-specific capability to give rise to hematopoietic cells. We photoconverted different regions of 48 hpf hearts, which exhibit spatially distinct regions: the atrium, the ventricular outer curvature (VOC), and ventricular inner curvature (VIC). We then grew the animals for 24 or 48 h and quantified Kaede-red cells in the other regions of the heart as well as in the CHT at 72 and 96 hpf. Interestingly, we observed Kaede-red cells in the VOC not only when cells from the same region were photoconverted (Fig. 2G–G”, S7A, white asterisks), but also when atrial EdCs were photoconverted (Fig. 2H–H”, S7E, white asterisks; average of 1.9 cells). Whereas VOC-derived cells were not frequently found in other cardiac regions (Fig. 2I; 6 out of 14 (43%) hearts at 96 hpf), atrial-derived Kaede-red cells were attached to the VOC (Fig. 2H’, H”, J; 9 out 14 (64%) hearts at 96 hpf). Quantification of endocardial-derived cells revealed that the VOC and the atrium contribute to approximately the same numbers of cells in the CHT (Fig. 2I, J, S7B–D, S7F–H; 3.4 and 2.2 cells at 72 hpf, 9.1 and 7.8 cells at 96 hpf from the VOC and atrium, respectively). The VIC contributed almost no cells to the other regions of the heart (Fig. S8A-C, E), and fewer cells than the other cardiac regions to the CHT particularly at 72 hpf (Fig. S8D, E; average of 0.5 cells at 72 hpf and 6.6 cells at 96 hpf). Thus, our data suggest that the endocardium in the VOC and atrium have the highest propensity to differentiate into hematopoietic cells that remain in the heart or integrate into other niches.

To further test the potential of EdCs to autonomously generate hematopoietic cells in isolation, we dissected and cultured the hearts ex vivo for 24 h. We adopted an established protocol for culturing embryonic hearts^61^, which were extracted from 48 hpf embryos positive for *Tg(cd41:*GFP) and/or *Tg(Runx1:*mCherry*)* expression (Fig. 3A). At this stage, the heart consists of only the endocardium and myocardium^45^. Imaging the hearts immediately post dissection showed that only a minority of them contained hematopoietic cells at 48 hpf (Fig. 3B, C; 2 out of 13 hearts were *cd41:*GFP^+^ (15%); 3 out of 12 hearts were *Runx1*:mCherry^+^ (25%)). We grew the 48 hpf hearts in Dulbecco’s media supplemented with fetal bovine serum for 24 h, and selected the ones that were still contracting in the media for further analysis. Strikingly, the majority of the hearts grown ex vivo for 24 h contained *cd41:*GFP^+^ (16 out of 17 hearts (94%)) or *Runx1*:mCherry^+^ (15 out of 19 hearts (79%)) cells (Fig. 3B, C). These results further indicate that between 48 and 72 hpf, EdCs can give rise to HSPCs without contribution from the DA or other extra-cardiac sources.

**Fig. 3:**
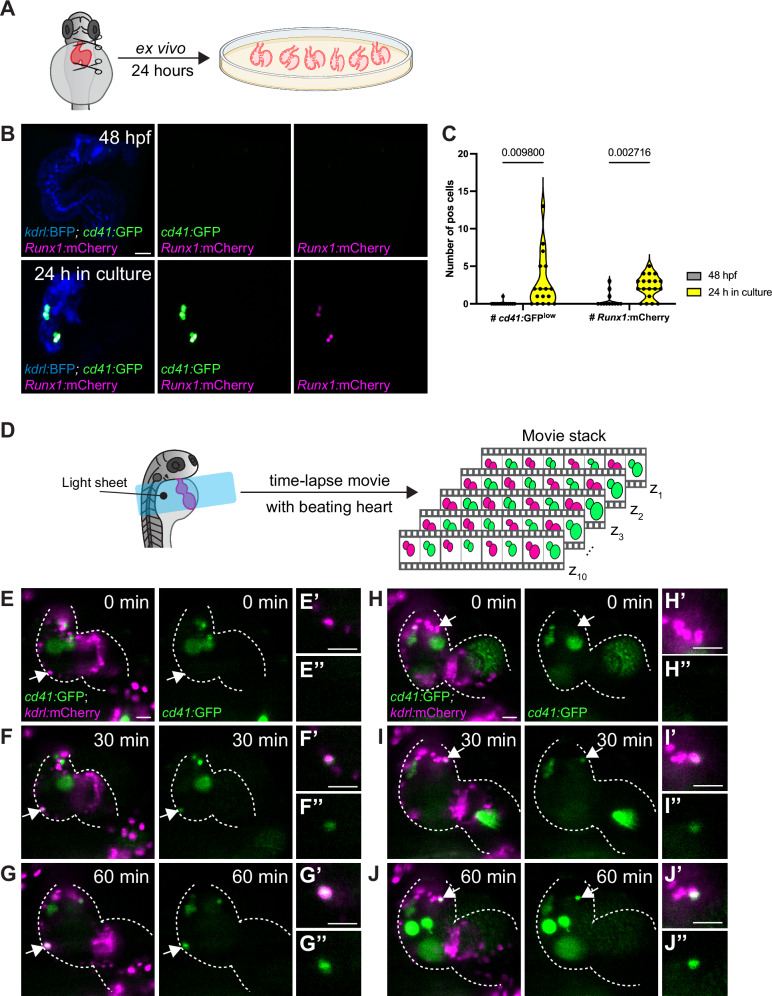
Ex vivo transplants and longitudinal light sheet imaging of the beating heart show endocardial cells activating HSPC markers. **A** Schematics of ex vivo growing of hearts extracted at 48 hpf and cultured for 24 h. **B** Representative confocal images of a 48 hpf extracted *Tg(Runx1:mCherry), Tg(cd41:GFP), Tg(kdrl:BFP-CAAX)* heart, showing no *Runx1*:mCherry^+^ or *cd41:*GFP^+^ cells. After culturing for 24 h, *Runx1*:mCherry^+^ and *cd41:*GFP^+^ cells are present in the heart. **C** Significantly higher numbers of *Runx1*:mCherry^+^ and *cd41:*GFP^+^ cells are observed in hearts at the end of the 24 h culture compared with 48 hpf extracted hearts. *n* = 13, 17, 12, and 19 hearts, from left to right. **D** Schematics of a 72 hpf zebrafish larva at the illumination axes of the light sheet microscope. Movie stack acquisitions (one movie per plane) were used to reconstruct a synchronization of the beating heart every 30 min for 7 h. **E–J** Single plane of an endocardial cell in the ventricular outer curvature (**E**–**G**, magenta, white arrow) or in the ventricular inner curvature (**H**–**J**, magenta, white arrow). At 0 min (**E**, **H**), no *Tg(cd41*:GFP) expression is observed. At 30 min (**F**, **I**), *Tg(cd41*:GFP) expression appears noticeable (**F**); at 60 min (**G**, **J**), strong *Tg(cd41*:GFP) expression is visible in endocardial cells that remain integrated in the heart. The hearts are outlined in dashed lines. **C** Unpaired, two-tailed *t* test was used. Scale bars, 30 µm (**B**, **E**–**J**). Source data are provided as a Source Data file. Figure A, D created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

Furthermore, using a custom-built light sheet microscope, we recorded high-speed movies of the beating heart (Fig. 3D, Supplementary Movie 5). We followed individual EdCs over a 7-hour period starting from 72 hpf in the beating hearts of *Tg(cd41:*GFP)^+^, *Tg(kdrl:*nls-mCherry)^+^ larvae (Fig. 3E–J, Supplementary Movie 5). From the reconstructed images, we identified EdCs that did not initially express *Tg(cd41:*GFP) at the start of imaging but then gradually turned on *Tg(cd41*:GFP) expression (Fig. 3E–J, yellow asterisk in Supplementary Movie 5). These EdCs were found in several regions of the cardiac ventricle and remained integrated within the endocardium by the end of the imaging period. Together, our results suggest that some EdCs can undergo EHT, activate HSPC/MEP markers, and contribute to hematopoietic populations in the heart and other niches.

### Dorsal aorta endothelial cells are a major contributor to endocardial-residing hematopoietic population

We next investigated the contribution of endothelial cells from the DA to cardiac-residing cells by photoconverting them and imaging the hearts 48 h post-conversion. We narrowed down specific DA regions that might contribute cells to the heart and converted the anterior-most DA region (Fig. 4A), the middle DA region above the yolk extension (Fig. 4D), and the posterior-most DA region (Fig. 4G). Interestingly, we found that many cells derived from the DA end up residing in the endocardium. While the yolk extension DA region gave rise to some cells (Fig. 4E, F, M; average of 2.25 cells at 74 hpf and 4.5 cells at 98 hpf), the posterior DA region yielded the most cardiac-residing cells (Fig. 4H, I, M; average of 6 cells at 74 hpf and 8 cells at 98 hpf). In contrast, the anterior DA region contributed almost no cells to the heart (Fig. 4B, C, M; average of <1 cell at 74 and 98 hpf). Photoconverting the middle and posterior DA regions at 22 hpf (Fig. 4J) yielded an average of 9.75 DA-derived cells attached to the endocardium at 74 hpf (Fig. 4K, M), which amounted to 42% of the total *cd41:*GFP^+^ cells in 74 hpf hearts (average of 23.1 cells). At 98 hpf, the number of DA-derived Kaede-red cells attached to the endocardium significantly increased to 21 cells (Fig. 4L, M), which represented 63% of the total *cd41:*GFP^+^ cells (average of 33 cells). These results indicate that DA-derived cells attach and significantly expand in numbers once attached to the endocardium, which could be driven by proliferation or capture of more circulating cells on the endocardium.

**Fig. 4:**
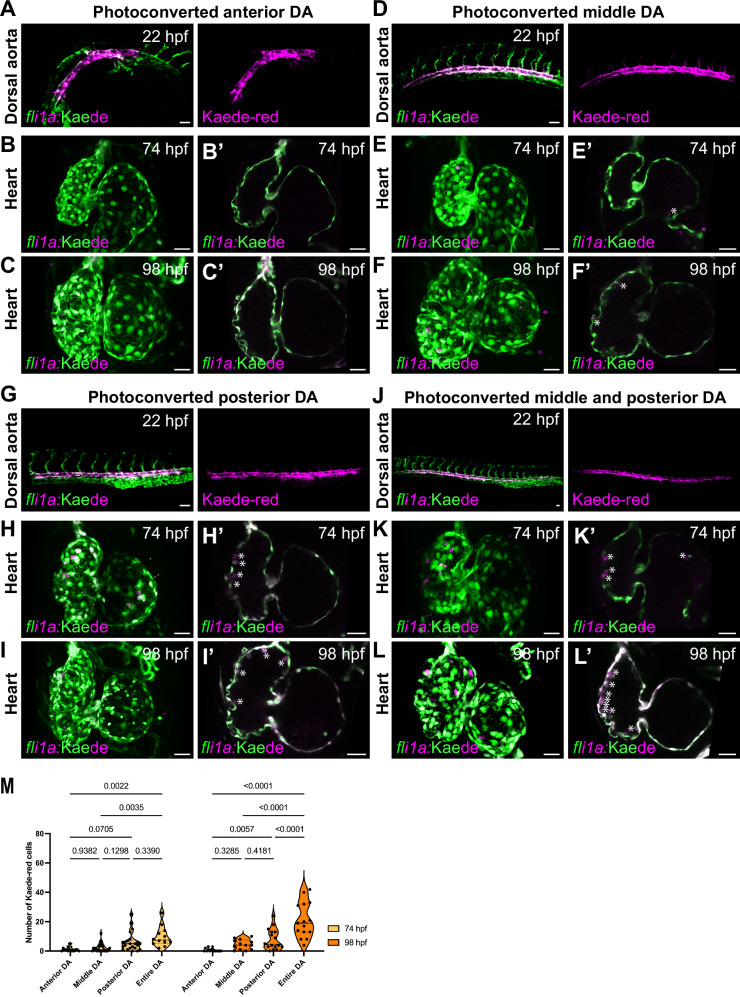
Dorsal aorta endothelial cells are major contributors to cardiac-residing hematopoietic cells. **A**, **D**, **G**, **J** Representative confocal images of Kaede green-to-red photoconversion of *Tg(fli1:*Kaede)^+^ endothelial cells in the anterior-most region (**A**), middle region (**D**), posterior-most region (**G**), or combined middle and posterior regions (**J**) of the dorsal aorta (DA) at 22 hpf. **B–C’** Z-stack projections and single confocal planes of the heart at 74 (**B**, **B’**) and 98 (**C**, **C’**) hpf show minimal to no contribution of anterior DA-derived Kaede-red^+^ cells to cardiac-residing cells. **E–F’** Z-Stack projections and single confocal planes of the heart at 74 (**E**, **E’**) and 98 (**F**, **F’**) hpf show moderate contribution of the middle DA region to the heart (white asterisks). **H**–**I’** Z-Stack projections and single confocal planes of the heart at 74 and 98 hpf demonstrate a significant contribution of posterior DA cells to the heart. **K–L’** Photoconversion of endothelial cells in the middle and the posterior DA (combined) regions at 22 hpf lead to the highest numbers of DA-derived cells attached to the endocardium (white asterisks). **M** Quantification of DA-derived Kaede-red^+^ cells attached to the endocardium at 74 and 98 hpf. The posterior DA subregion contributes the highest numbers of cardiac-residing cells. Photoconverting endothelial cells in both the middle and posterior DA (combined) regions yields the most cardiac-residing cells. *n* = 14 (anterior), 24 (middle), 23 (posterior), and 12 (combined) hearts at 74 hpf, and 14 (anterior), 13 (middle), 16 (posterior), and 15 (combined) hearts at 96 hpf. A one-way ANOVA with Tukey’s multiple comparison test was used. Scale bars, 30 µm (**A**–**L**). Source data are provided as a Source Data file.

We also found that photoconverting the DA at 38 hpf still led to the appearance of photoconverted cells in the heart (Fig. 5G, H), indicating that DA endothelial cells retain their capacity to undergo EHT at these later stages. In 74 hpf hearts, we found similar numbers of Kaede-red cells derived from the DA endothelial cells photoconverted at 38 hpf compared with ones photoconverted at 22 hpf (Fig. 5M; 7.8 cells from 38-hpf DA, 9.75 cells from 22 hpf DA), suggesting that most or all DA endothelial cells retain their EHT capacity and attachment capability to the endocardium at 38 hpf. Altogether, these results show that many cardiac-residing hematopoietic cells derive from the DA, particularly the posterior-most region of the DA.

**Fig. 5:**
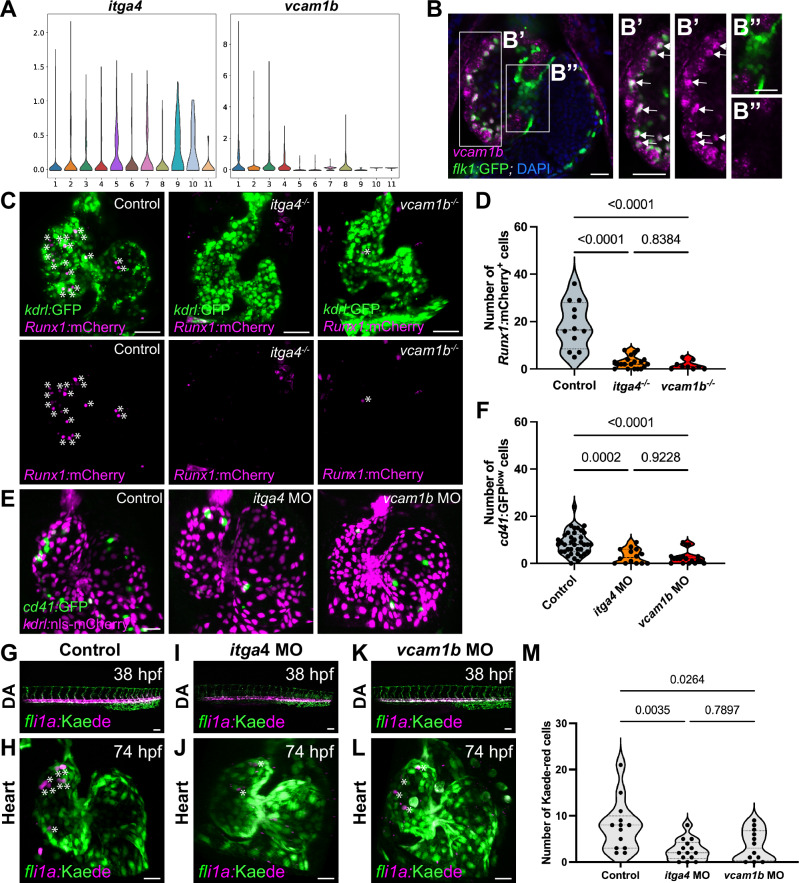
HSPC attachment to the endocardium is dependent on Itga4-Vcam1b ligand-receptor interaction. **A** Violin plots from the endocardial single-cell RNAseq dataset show that *itga4* expression is enriched in the hematopoietic endocardial population (Cluster 5), whereas *vcam1b* expression is elevated in other endocardial cell populations. **B** RNAscope in situ hybridization for *vcam1b* mRNA in the 74 hpf zebrafish heart. *vcam1b* appears to be strongly expressed in the EdCs of the ventricular outer curvature (**B’**, labeled with *Tg(kdrl:*GFP) expression, white arrows), but appears undetectable in the valves (**B”**). **C** Representative confocal images of control*, itga4*^*−/−*^, and *vcam1b*^*−/−*^ *Tg(Runx1:mCherry), Tg(kdrl:GFP)* hearts at 74 hpf. White asterisks indicate *Runx1:*mCherry^+^ cells attached to the endocardium. **D** Significantly fewer *Runx1*:mCherry^+^ cells were found in *itga4*^*−/−*^ and *vcam1b*^*−/−*^ hearts compared with control. *n* = 12 control, 20 *itga4*^*−/−*^, and 9 *vcam1b*^*−/−*^ hearts. **E** Representative confocal images of *Tg(cd41:GFP), Tg(kdrl:nls-mCherry)* hearts in control, *itga4*, and *vcam1b* morphants at 74 hpf. **F** Quantification of *cd41:*GFP^+^ cells on the endocardium reveals a significant reduction in *itga4* or *vcam1b* morphants compared with control. *n* = 38 control, 14 *itga4*, and 18 *vcam1b* morphant hearts. **G**, **I**, **K** Representative confocal images of photoconverted endothelial cells in the middle and the posterior regions of the DA at 38 hpf in control (**G**), *itga4* morphants (**I**), and *vcam1b* morphants (**K**). **H** Photoconverted Kaede-red^+^ cells (white asterisks) are attached to the endocardium in 74 hpf control hearts. **J**, **L** Noticeably lower numbers of Kaede-red^+^ cells from the DA are present in 74 hpf hearts of *itga4* (**J**) or *vcam1b* (**L**) morphants. **M** DA-derived Kaede-red^+^ cell numbers in the heart are significantly reduced in *itga4* and *vcam1b* morphant larvae compared with control. *n* = 13 control, 14 *itga4*, and 12 *vcam1b* morphant hearts. **D**, **F**, **M** One-way ANOVA with Tukey’s multiple comparison test was used. Scale bars, 30 µm (**B**, **C**, **E**, **G**–**L**). Source data are provided as a Source Data file.

### Hematopoietic cells attach to the endocardium via an Integrin α4-Vcam1-dependent adhesion mechanism

We hypothesized that an active mechanism in which adhesion molecules mediate endocardial-hematopoietic attachment was necessary to withstand the high-flow intracardiac environment. One essential ligand-receptor pair that mediates HSPC homing into their niche is the ligand Vcam1 (Vascular cell adhesion molecule 1), which is mainly present on the endothelial cell surface of HSPC niches, and its receptor Itgα4 (Integrin α4), which is present on the surface of HSPCs^62^. In zebrafish, loss of either *itga4* or *vcam1b* does not impact EHT in the DA but does result in the failure of HSPCs to seed the CHT^63^.

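At 72 hpf, *itga4* (ENSDARG00000103056) stood at 33.0 CPM in the hematopoietic-like cells and 13.8 in the other cells. The log2 ratio was 1.26 (95% interval 1.02 to 1.50). Of all settings tried, removing the cells with the highest Scrublet scores, chosen after seeing the data, moved it most, to 1.21. The shares of cells with a UMI were 38.3% and 7.78% (5.99% and 2.35% thinned). Within the hematopoietic-like clusters the level was 40.5 in the erythroid-like cluster, 23.9 in the thrombocyte-like one, 22.4 in the macrophage-like one and 16.0 in the cluster without a lineage name. Clusters outside the blood also reached such levels: 45.5 CPM in unknown 9-like cells and 35.4 in the 411-cell cluster of uncertain name. At 48 hpf the hematopoietic-like cells held 3 UMIs of *itga4*, and the log2 ratio there was -1.47 (95% interval -3.75 to 0.08).

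The level of *vcam1b* (ENSDARG00000062479) at 72 hpf was 5.02 CPM in the hematopoietic-like cells and 87.8 in the other cells, a log2 ratio of -4.13 (95% interval -4.65 to -3.66). The same removal moved this ratio most, to -5.15. Of the 36 UMIs in the hematopoietic-like cells, 30 lay in the group of 20 cells that also carry endocardial genes. Without that group, singled out after seeing the data, the level was 0.884 CPM (95% interval 0.325 to 1.92). The thrombocyte-like cluster had 25.9 CPM from 13 UMIs in 4 cells, and 12 of these UMIs were in that group. The level was highest in the quiescent ventricular endocardial-like cluster (208 CPM), followed by the S-phase (144) and G2/M (114) endocardial-like clusters. In the valve endocardial-like and valve interstitial-like clusters it was 5.12 and 5.58. Against all 3050 other cells outside the blood, the log2 ratio of the valve-like cells was -4.33 (95% interval -4.94 to -3.79). Those cells are not all endocardial, and some of their clusters were as low as the valve: 5.99 CPM in lymphatic endothelial-like cells and 0 (upper limit 4.42) in unknown 9-like cells. At 48 hpf, *vcam1b* was at 1.85 CPM in the cells outside the hematopoietic-like clusters.

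**Figure D3:**
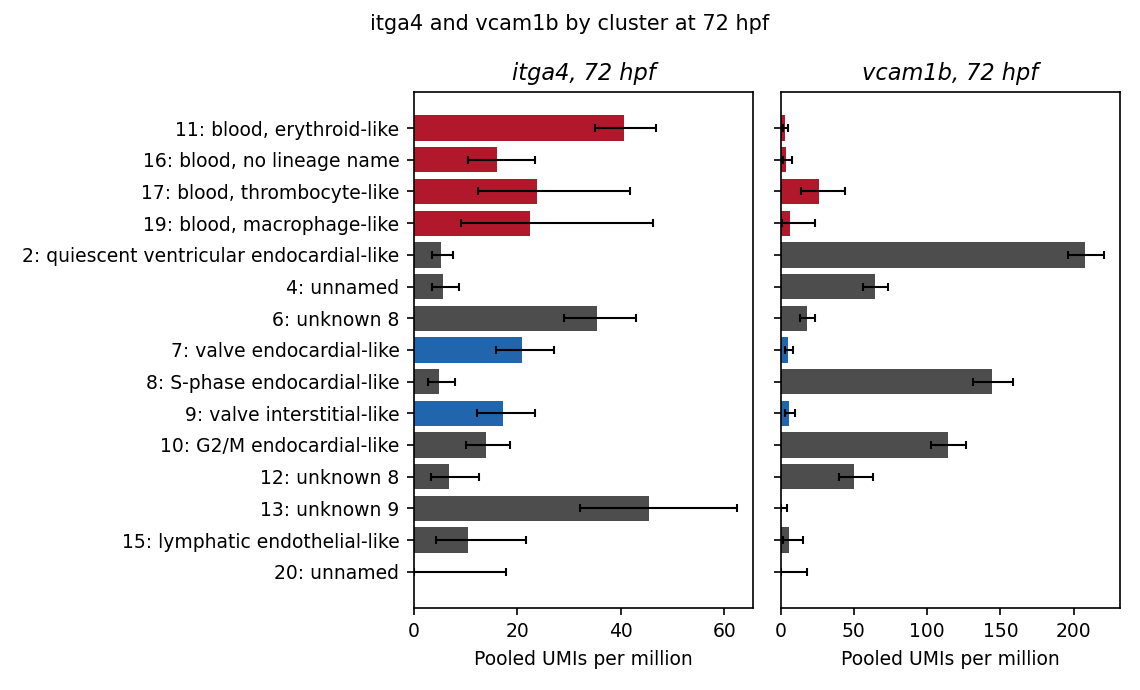
CPM (horizontal axis) of *itga4* and *vcam1b* in each cluster with at least 20 cells at 72 hpf (vertical axis), with exact 95% Poisson intervals; red bars are hematopoietic-like, blue bars valve-like and gray bars other clusters. For *vcam1b* the quiescent ventricular endocardial-like cluster stands highest, at 208 (95% interval 196 to 220.5).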

Our single-cell transcriptome dataset showed that *itga4* expression was present at high levels in the EHC (Fig. 5A; Cluster 5). *vcam1b* expression is high in other EdCs that might be hematopoietic niche cells (Fig. 5A; Cluster 1-4, 8) but not in the EHC itself (Fig. 5A; Cluster 5) or in the valve cell population (Fig. 5A; Cluster 6). Using an RNAscope assay to detect *vcam1b* mRNA in the heart, we found that within the endocardium, *vcam1b* appeared enriched in the EdCs in the VOC (Fig. 5B, B’). In contrast, *vcam1b* did not appear detectable in the valve EdCs (Fig. 5B, B”). The high *vcam1b* expression in ventricular EdCs suggests that the endocardium exhibits similarities in molecular signatures with endothelial cells in HSPC niches and might explain the preferential adhesion of hematopoietic cells to EdCs in the VOC but not in the valve.

We tested the function of Vcam1 and Itgα4 in HSPC-endocardial attachment by quantifying *Runx1:*mCherry^+^ cells in *itga4* and *vcam1b* mutants or *cd41:*GFP^+^ cells in animals with morpholino-mediated knockdown of *itga4* or *vcam1b*. *itga4* and *vcam1b* mutants and morphants do not appear severely defective in development, with wild-type like body lengths and cardiac morphology (Fig. S9A, B), as well as unaffected cardiac valve function (Supplementary Movies 6-8). Quantification of *Runx1:*mCherry^+^ cells in *itga4* and *vcam1b* mutants compared with heterozygous siblings revealed an almost complete loss of *Runx1:*mCherry^+^ cells (Fig. 5C, D; asterisks indicate *Runx1*:mCherry^+^ cells in Fig. 5C). Similarly, significantly lower numbers of *cd41:*GFP^+^ cells were attached to the endocardium of *itga4* and *vcam1b* morphants at 74 hpf (Fig. 5E, F). These results indicate that Itgα4-Vcam1b-based adhesion is necessary to maintain endocardial hematopoietic cells, and that the endocardium may share some niche characteristics with the CHT.

We then determined whether the endocardium fails to mediate attachment of circulating hematopoietic cells from the DA upon loss of *itga4* or *vcam1b* function, similar to what was reported for the CHT vasculature. We photoconverted the DA endothelial cells in control, *itga4*, and *vcam1b* morphants at 38 hpf (Fig. 5G, I, K), and quantified endocardial-residing hematopoietic cells at 74 hpf (Fig. 5H, J, L). We found a substantial reduction of DA-derived hematopoietic cells on the endocardium when *itga4* or *vcam1b* was knocked down (Fig. 5G–M; averages of 2.5 and 3.5 cells in *itga4* and *vcam1b* morphants, respectively, compared with 7.8 cells in control). These results indicate that Itga4 and Vcam1b promote the attachment of circulating hematopoietic cells to the endocardium.

### Hematopoietic cell attachment to the endocardium is at least partly independent of cardiomyocyte trabeculation and reduced shear stress

Our results narrowed the time window when endocardial-residing hematopoietic cells appear in the heart to be between 56 and 72 hpf. During this period, trabecular cardiomyocytes delaminate and form ridges in the cardiac lumen^64^. These ridges are computationally predicted to produce pockets of low shear stress^65^, which led us to hypothesize that they allow the hematopoietic cells to attach to the endocardium. To test this hypothesis, we used two hypotrabeculation models: *nrg2a* mutants, which fail to activate ErbB2^66^, and the ErBB2 pharmacological inhibitor PD168393 (PD)^67^. In both models, the endocardium and myocardium remained single-layered without trabecular ridges (Fig. 6A–C). However, at 74 hpf, *cd41:*GFP^+^ cells remained attached to the endocardium in both hypotrabeculation models (Fig. 6A–C). Quantification of *cd41:*GFP^+^ cells shows no significant reduction in the number of endocardial-attached HSPCs (Fig. 6D, E), and no changes in HSPC position within the heart of *nrg2a* mutants (Fig. S10A, B), indicating that cardiac trabeculation is not necessary for hematopoietic cells to attach to the endocardium.

**Fig. 6:**
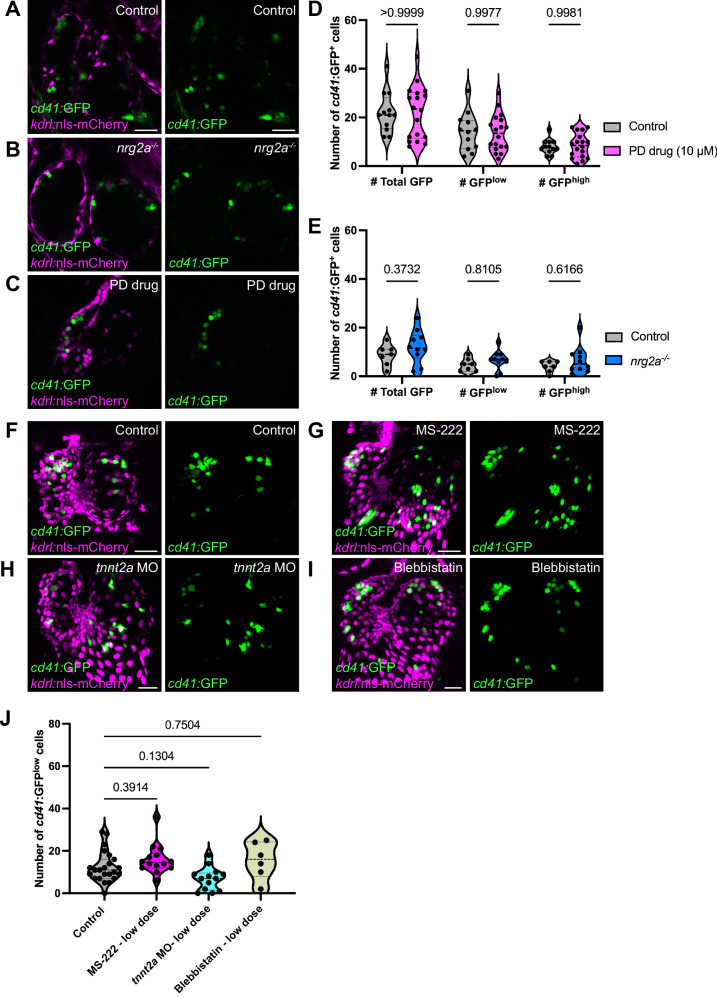
HSPC attachment to the endocardium is at least partly independent of cardiac trabeculation and contraction-induced biomechanical forces. **A**–**C** Representative confocal image of 74 hpf *Tg(cd41:GFP), Tg(kdrl:nls-mCherry)* hearts. In *nrg2a*^*−/−*^ mutants or larvae treated with the ErBB2 inhibitor PD168393 (PD), both leading to hypotrabeculation, *cd41:*GFP^+^ cells remain attached to the endocardium. **D**, **E** Quantitative analysis reveals no significant difference in endocardial-attached *cd41:*GFP^+^ cells in both models of hypotrabeculated hearts, PD drug treatment (**D**) or *nrg2a* mutants (**E**), compared with control. **D** *n* = 12 control, 18 PD-treated hearts; (**E**) 7 control, 10 *nrg2a*^*−/−*^ hearts. **F**–**I** Suboptimal concentrations of MS-222 (**G**), *tnnt2a* morpholino (**H**), or Blebbistatin (**I**) were used to reduce cardiac contractions compared with control (**F**). No noticeable changes in *cd41:*GFP^+^ cell numbers were observed. **J** Quantifications show no significant changes in *cd41:*GFP^low+^/HSPC/MEP numbers upon reduction of cardiac contraction. *n* = 23 control, 13 *tnnt2a* morphant, 6 Blebbistatin-treated, and 14 MS222-treated hearts. Two-way ANOVA with Sidak’s multiple comparison test (**D**, **E**) or One-way ANOVA with Tukey’s multiple comparison test (**J**) was used. Scale bars, 30 µm (**A**–**C**, **F**–**I**). Source data are provided as a Source Data file.

Although the endocardium is similar to the CHT in its dependence on Vcam1-Itgα4 for HSPC lodgment, it exhibits apparent differences in tissue organization. Unlike the fenestrated CHT vasculature^22^, the endocardium is constantly exposed to blood flow. Combined with our observations that cardiac hypotrabeculation did not affect HSPC/MEP numbers in the heart, we hypothesized that hematopoietic cell attachment to the endocardium was at least partly independent of mechanical forces. Stopping the heartbeat in *tnnt2a* loss-of-function morphants, or with high concentrations of the anesthetic Blebbistatin, led to failure of the heart to balloon and grow, which unsurprisingly led to the almost-complete absence of HSPCs in the heart (Fig. S11A, B). To mitigate secondary defects from severe cardiac problems, we used a low concentration of anesthetics from 48 to 74 hpf (MS-222/Tricaine or Blebbistatin) or a low dose of *tnnt2a* morpholino to reduce the heartbeat by around 30% (Fig. S11C). Consistent with our hypothesis, the numbers of endocardial-residing *cd41:*GFP^low+^ cells were not significantly altered upon reduced cardiac contraction and reduced shear stress (Fig. 6F–J). These data suggest that the attachment of hematopoietic cells to the endocardium is at least partly independent of biomechanical forces from the blood flow or heartbeat.

### Abrogation of primitive erythropoiesis leads to increased cardiac-residing HSPCs/MEPs

The emergence of hematopoietic cells on the endocardium after 56 hpf suggests that this process is driven by the definitive and not primitive hematopoiesis. We investigated whether abrogating primitive erythropoiesis affects HSPC/MEP appearance in the heart by knocking down *gata1*, a gene encoding a transcriptional promoter of primitive erythropoiesis^68^. When the *gata1* morpholino is injected at sub-optimal concentrations, *gata1* morphants lack red blood cells for only the first 96 h of development^65^ (own observations). Surprisingly, *gata1* knockdown led to a significantly increased number of endocardial-attached *cd41:*GFP^low+^ cells (Fig. 7A, B). Analysis of *gata1* morphant hearts at 48 and 54 hpf shows that *cd41:*GFP^low+^ cells did not emerge or attach earlier than in control embryos (Fig. S12A-E), but instead significantly increased at 74 hpf when *cd41:*GFP^low+^ cells were consistently found in almost all wild-type hearts (Fig. 7D; Fig. S12E).

**Fig. 7:**
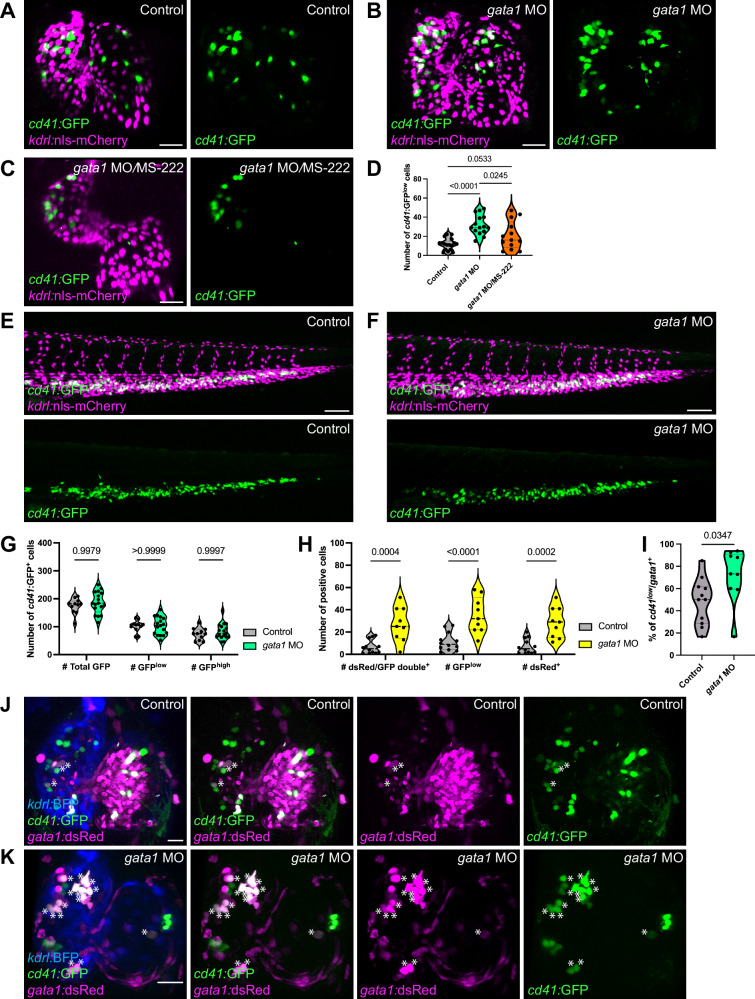
Perturbing primitive erythropoiesis enhances the presence of cardiac-residing hematopoietic cells independently of blood flow. **A**–**C** Representative confocal images of 74 hpf control (**A**) and *gata1* morphant (**B**) *Tg(cd41:GFP), Tg(kdrl:nls-mCherry)* hearts, as well as *gata1* morphant *Tg(cd41:GFP), Tg(kdrl:nls-mCherry)* hearts treated with MS-222 (**C**). Noticeable increase of *cd41:*GFP^+^ cells present in *gata1* morphant hearts treated with DMSO (**B**) or MS-222 (**C**). **D** Quantification of *cd41:*GFP^+^ cells in untreated or MS222-treated control and *gata1* morphants. Untreated *gata1* morphant hearts exhibited significantly increased *cd41:*GFP^low+^ cell numbers compared with control, whereas MS-222 treated *gata1* morphant hearts exhibited a trend towards increased numbers of *cd41:*GFP^low+^ cell numbers. *n* = 17 control, 15 *gata1* morphant, and 13 MS222-treated *gata1* morphant hearts. **E**, **F** Representative confocal images of control and *gata1* morphant *Tg(cd41:GFP), Tg(kdrl:nls-mCherry)* CHTs at 74 hpf. **G** In contrast with the heart, total numbers of *cd41:*GFP^+^ cells did not change in the CHT upon loss of primitive erythrocytes in *gata1* morphants. *n* = 11 control and 17 *gata1* morphant CHTs. **H**, **I** Quantification of *cd41:*GFP^low+^ and *gata1*:DsRed^+^ cell numbers show a significant increase in the total numbers and proportions of double-positive cells upon *gata1* knockdown. (**H**) *n* = 12 control, 9 *gata1* morphant hearts; (**I**) *n* = 11 control, 9 *gata1* morphant hearts. **J**, **K** Representative confocal images of control and *gata1* morphant *Tg(cd41:GFP), Tg(gata1:DsRed), Tg(kdrl:BFP-CAAX)* hearts at 74 hpf. Asterisks indicate cells positive for both *Tg(cd41:*GFP), *Tg(gata1:*DsRed) expression. Noticeably higher numbers of double-positive cells were observed in *gata1* morphant hearts. One-way ANOVA with Tukey’s multiple comparison test (**D**), two-way ANOVA with Sidak’s multiple comparison test (**G**, **H**) or unpaired, two-tailed *t* test (**I**) was used. Scale bars = 30 µm (**A**–**C**, **J**, **K**), 100 µm (**E**, **F**). Source data are provided as a Source Data file.

Erythrocytes constitute a significant source of shear stress in the vascular lumen, which promotes HSPC formation in the zebrafish DA^69^ and the mouse aorta-gonad-mesonephros^70^.Although our results suggest that HSPC/MEP emergence in the heart is partly independent of shear stress, we tested whether the increase of *cd41:*GFP^+^ cells in *gata1* morphants was due to altered biomechanical forces using a low concentration of MS-222. We still observed a trend of increasing numbers of endocardial-residing *cd41:*GFP^+^ cells in *gata1* morphants with reduced heartbeat (Fig. 7C, D), suggesting that the effects of abrogating primitive erythrocytes on HSPC/MEP presence in the heart may be independent of erythrocyte-induced biomechanical forces.

We further tested whether abrogating primitive erythrocytes induced a global response from other vascular tissues to produce or maintain an increased number of HSPCs. We quantified *cd41:*GFP^+^ cells in the CHT at 74 hpf in control (Fig. 7E) and *gata1* morphants (Fig. 7F). Interestingly, we did not observe any significant changes in the numbers of *cd41:*GFP^+^ cells (low or high GFP signal) in the CHT (Fig. 7G). These results show that abrogating primitive erythrocytes does not lead to a non-specific global increase in HSPCs but does influence the numbers of cardiac-residing HSPCs/MEPs.

We then investigated whether the absence of primitive erythrocytes could influence the differentiation state of the increased HSPCs/MEPs in the heart. We combined *Tg(cd41*:GFP) expression to mark HSPCs and *Tg(gata1:*DsRed) expression to mark erythrocytes in the same larvae, imaged them in control and *gata1* morphants, and quantified the proportion of double-positive cells in both conditions (Fig. 7H–K). We only considered *gata1:*DsRed^+^ cells that exhibited a round morphology and not the elongated mature erythrocyte morphology. In control hearts, a significant percentage (~50%; Fig. 7I) of *cd41:*GFP^+^ cells were also positive for *Tg(gata1:*DsRed) (Fig. 7H–J), suggesting that these HSPCs/MEPs are naturally primed to become erythrocytes. This proportion of *cd41:*GFP^+^; *gata1:*DsRed^+^ cells significantly increased in *gata1* morphant hearts (average of 70%; Fig. 7H, I, K), suggesting that the lack of circulating primitive erythrocytes not only increased endocardial-associated HSPCs but also promoted their differentiation state into erythrocytes. Altogether, these data suggest that when circulating primitive erythrocytes are lost in the first few days of development, attachment of more HSPCs/MEPs primed to differentiate into erythrocytes to the endocardium was induced.

## Discussion

Our results provide evidence that the zebrafish endocardium can sustain a population of HSPCs/MEPs for at least the first 10 days of development (Fig. 8). Our data are consistent with the previous report by Nakano et al.^38^ that mouse EdCs in the outflow tract give rise to cells positive for the HSPC marker CD4, suggesting that a spatially confined subset of EdCs undergo EHT. However, important distinctions exist between our findings in zebrafish and the reports on mouse endocardial hematopoietic cells. First, whereas HSPCs/MEPs are only temporarily found in mouse hearts between E8.5 and E10.5, these cells persist and multiply in the zebrafish heart (Fig. 1D–J). Second, in mouse, HSPCs appear in the endocardium even earlier (E8.5) than the AGM (E10.5); we found that in zebrafish, hematopoietic cells appear later in the heart (~72 hpf) compared with the DA (~24 hpf) (Fig. 1D, E, J). Loss of Integrin α4 and Vcam1, which does not affect EHT in the DA but affects HSPC incorporation into the CHT^63^, significantly reduces hematopoietic cell attachment to the endocardium, suggesting that the heart acts more as a secondary niche than a primary hematopoietic production tissue. Finally, other reports note that one of the major cells derived from EdCs is macrophages, which are particularly important for valve remodeling. We did not observe hematopoietic cell attachment to the valves, and only a minor population of macrophages in our transcriptomic dataset. 

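The macrophage-like cluster held 23 cells at 72 hpf and 4 at 48 hpf. It made up 6.77% of the hematopoietic-like cells (95% interval 4.51 to 9.69). By cell cycle scores, 29.6% of these cells were in S or G2/M phase (44.4% thinned), shares based on 27 cells.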

Whether zebrafish EdCs generate macrophages during later development or in adults, and whether the endocardial-derived hematopoietic cells differentiate into macrophages upon valve injury remain interesting questions. In mouse, limitations with Cre lineage tracing have also called the endocardial contribution into hematopoietic lineages into question^43,44^. In contrast, our study utilizes imaging of live animals and clearly showed the persistence of the HSPCs/MEPs in the beating zebrafish heart (Supplementary Movies 1–4).

**Fig. 8:**
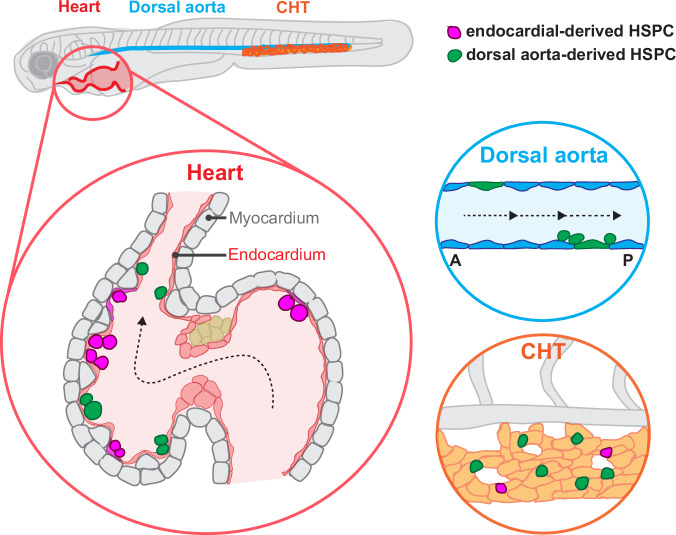
Schematic model showing the heart as a resident tissue for and a contributor of hematopoietic stem and progenitor cells. The endocardium in red and the myocardium in gray. Endocardial cells undergo EHT (flat magenta cells), leading to the formation of HSPCs (round magenta cells in the endocardium). Additional HSPCs originating from the DA, particularly in the posterior DA region, attach to and stably integrate into the endocardium (green round cells). HSPCs originating from the endocardium and the DA contribute to the HSPC population in the CHT. Figure 8 created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

A notable limitation of our study pertains to a lack of endocardial-specific Cre line in zebrafish for definitive lineage tracing of endocardial-derived hematopoietic cells. We utilized the photoconvertible Kaede line to the best of our technical abilities and uncovered the spatiotemporal contribution of endothelial cells in the heart and the posterior DA region to cardiac-residing cells. However, we could not combine other transgenic lines labeling hematopoietic lineages with photoconverted Kaede-red^+^/Kaede-green animals because of color restrictions in fluorescence or perform immunostaining with photoconverted Kaede-red^+^ animals due to strong background fluorescence of fixed samples. Based on the single-cell sequencing data and the low contributions of endocardial-derived cells in the thymus, the resident tissue for immune cells, our results suggest that endocardial-residing/-derived HSPCs might be biased towards the erythrocyte/platelet fate. 

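By lineage markers from general knowledge, the erythroid-like cluster made up 52.1% of the hematopoietic-like cells (95% interval 47.1 to 57.1) and the thrombocyte-like cluster 18.0% (14.4 to 22.2). A further 23.1% (19.0 to 27.5) lay in the cluster that no lineage list named. The erythroid-like name held for fewer cells when the hematopoietic-like cells were clustered alone: only 23 cells took it. Markers were there ranked against the other hematopoietic-like cells, so the 2 numbers rest on different references. The 208 cells of the erythroid-like cluster then fell mainly in unnamed groups of 102 and 65 cells. In these, 98 and 62 cells had *myb*, 62 and 19 had *gata1a*, and 6 and 3 had *hbae3*. The 7 listed globin genes took 2.99% of all UMIs in the erythroid-like cluster, 0.222% in the thrombocyte-like cluster and 0.0355% in the cluster without a lineage name. These shares pool both libraries, and only 2 of the erythroid-like cells lay at 48 hpf. The 15 hematopoietic-like cells at 48 hpf held 11683 UMIs of *hbbe1.3* and 9016 of *hbbe1.1*. The 384 at 72 hpf held 22816 and 25207. The 2.99% therefore leans on few cells. Of 5 lymphoid genes listed from general knowledge, 4 were found in few hematopoietic-like cells: *il7r* in 17, *rag2* in 3, *lck* in 2 and *rag1* in 1. The fifth, *ccr9a*, had a UMI in 63 of them, and 42 of these lay in the cluster without a lineage name. It was among the genes used for clustering and naming.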

With the current limitations, we could not distinguish whether environmental signals from the endocardium result in a lineage bias of any hematopoietic cells residing in the heart, or whether hematopoietic cells derived from the endocardium are intrinsically fated to become erythrocytes or platelets. Future investigations with improved lineage tracing tools are needed to address this question, and to uncover the precise hematopoietic identities of endocardial-derived cells. In addition, the establishment of endocardial-specific lineage tracing tools will help to investigate the capability of the endocardium to support long-term quiescence and proliferation of HSPCs throughout the zebrafish lifetime.

Although the endocardium appears to exhibit some characteristics suggestive of an HSPC niche, such as the prevalence of EdU^+^ HSPCs attached to the endocardium (Fig. 1K, L) and the high *vcam1b* expression in the EdCs that retain HSPCs (Fig. 5B–B”), it is also important to note several significant differences between known HSPC niches, particularly the CHT, and the endocardium. The endocardium is constantly under mechanical pressure from cardiac contraction and blood flow. In contrast, the endothelial cells in the CHT are fenestrated, and form pockets for the HSPCs protected against blood flow. In addition, whereas the CHT contains stromal cells that provide signaling to the HSPCs, the endocardium does not possess stromal cell populations, and is mostly in contact with the myocardium. Whether the myocardial tissue provides signaling cues to maintain the hematopoietic cells is unknown, but the myocardial trabecular network does not appear to provide structural support for the HSPCs (Fig. 6A–E). Lastly, our data indicate that, unlike the heart, the CHT does not respond to the lack of primitive erythrocytes caused by *gata1* knockdown (Fig. 7A–K), suggesting that the endocardium and the CHT play distinct functions under different physiological conditions. Thus, the endocardium provides a unique model to study how hematopoietic cells attach and proliferate under constant pressure. We are currently investigating molecular similarities and differences between the endocardium and the CHT.

Studies of EHT in the DA indicate that HSPC budding depends on blood flow-induced shear stress^69^. Similarly, multiple developmental processes during cardiac development are regulated by proper cardiac contraction/blood flow-induced biomechanical forces^64,71–75^. Interestingly, we found that reducing cardiac contraction did not significantly affect the attachment of hematopoietic cells to the endocardium (Fig. 6F–J), suggesting that hematopoietic cell maintenance in the heart is at least partly independent of shear stress. This feature could provide one of the distinct characteristics between endocardial- and DA-derived HSPC production and might point to the role of the endocardium as a reserve hematopoietic tissue that is not influenced by mechanical forces.

Finally, whether endocardial-derived hematopoietic cells play distinct functions compared with hematopoietic cells from the DA or other vascular sources remains to be investigated. Our results suggest that the endocardium can give rise to a minor population of hematopoietic cells (~10% of *Tg(cd41:*GFP)^+^ cells in the CHT) that might have different cellular characteristics than other endothelial sources. Interestingly, we observed a higher number of endocardial-residing hematopoietic cells when primitive erythropoiesis is abrogated, suggesting that the endocardium might compensate for the loss of red blood cells by producing HSPCs/MEPs or promoting their proliferation to contribute to circulation. In addition, the endocardial-residing hematopoietic cells may play a local function during homeostasis or injury. Consistent with this hypothesis, Shigeta et al.^39^. have reported that the endocardial-derived valve macrophages exhibit higher phagocytic activities, which is important to clear cellular debris in the tissue. In conclusion, we provide evidence that the endocardium contributes to hematopoiesis as both a tissue source and a niche, providing a unique model to study HSPCs under mechanical pressure.

## Methods

### Zebrafish handling and lines

Zebrafish were handled at the University of Münster, where the ethical guidelines outlined by the state of North Rhine-Westphalia were adhered to and the handling was conducted under the supervision of the veterinary authorities of the city of Münster, at the Max Planck Institute for Heart and Lung Research as approved by the Animal Protection Committee of the Regierungspräsidium Darmstadt, or at the University of Wisconsin-Madison in accordance with their Institutional Animal Care and Use Committee guidelines. All procedures performed on animals conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals for scientific purposes.

Embryos were raised in a solution composed of 0.33 Danieau’s medium, containing the following concentrations: 17.4 mM NaCl, 0.21 mM KCl, 0.12 mM MgSO_4_·H2O, and 0.18 mM Ca(NO3)_2_, while being maintained at a stable temperature of 28 °C. The following strains of zebrafish were maintained under standard conditions as previously described^76^: *Tg(kdrl:nls-mCherry)*^*is4Tg*,^^77^, *Tg(kdrl:GFP)*^*s843*,^^56^, *Tg(kdrl:BFP-CAAX)*^*mu293Tg*,^^78^, *Tg(gata1:DsRed)*^*sd2*,^^79^, *Tg(mpx:GFP)*^*i114Tg*,^^80^, *Tg(itga2b/cd41:GFP)*^*la2*,^^79^, *Tg(Runx1:mCherry)*^22^, *Tg(fli1a:Gal4)*^*ubs4*^*; Tg(UAS:Kaede)*^*rk8Tg*,^^81^, and *nrg2a*^*mn0237Gt*,^^66^.

The *itga4* and *vcam1b* mutant lines were established at the University of Wisconsin-Madison via injection of CRISPR-Cas9 ribonucleoprotein complex in single-cell stage embryos. The following sgRNA for *itga4* and *vcam1b*, respectively, was used: 5’-TAAAAGCTGGAATTGGCCAC-3’ and 5’-GCGCGGCAGCTCCAGCGTGT-3’. This created a 13 base-pair deletion in exon 2 of the *itga4* gene resulting in a frameshift mutation, with the deleted sequence as follows: 5’-CCTGTGGCCAATT-3’, and a 7 base-pair deletion in the exon 4 of the *vcam1b* gene resulting in an early stop codon at amino acid 34, with the deleted sequences as follows: 5’-AATTTAA-3’. *itga4* and *vcam1b* mutant carriers were genotyped by PCR amplification and Sanger sequencing. The mutant embryos were raised in a solution composed of 1x E3 medium containing 5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, and 0.33 mM MgSO_4_ and supplemented with methylene blue to prevent fungal growth, while being maintained at a stable temperature of 28 °C.

### Confocal microscopy and image analysis

Confocal microscopes were employed for capturing images of arrested hearts. Embryos and larvae, up to 120 hpf, were embedded in 1% low-melting agarose supplemented with 0.2% Tricaine for immobilization. 7 and 10 dpf larvae were fixed in 4% paraformaldehyde for 2 h at room temperature prior to imaging, and then mounted in 1% low-melting agarose. Except for *itga4* and *vcam1b* mutants, images of stopped hearts and the CHT were acquired using a Zeiss LSM710 or Zeiss LSM880 confocal laser microscope with a 20x or 40x magnification dipping lens. For imaging stopped hearts in *itga4* and *vcam1b* mutant embryos, images were acquired using a Nikon A1 HD25 confocal laser microscope with a 25x magnification dipping lens set at 1.6x zoom. Maximal intensity projections were uniformly generated with identical settings applied to all samples. Image processing and subsequent quantitative analyses were conducted using Fiji (National Institutes of Health, USA) software tools and Imaris (Bitplane, UK). Brightness and contrast were adjusted with Imaris and Fiji. For imaging beating hearts, videos were acquired using a Zeiss Cell Observer spinning disk microscope at 100 frames per second with the 40X water immersion lens.

### Cardiac light sheet imaging and analysis

72 hpf *Tg(cd41:*GFP)^+^, *Tg(kdrl:*nls-mCherry)^+^ zebrafish embryos were mounted in 1.5% low-melting agarose (#A9414; Sigma) in FEP tubes (Pro Liquid). The inner and outer diameters of the FEP tubes were 0.8 mm and 1.2 mm, respectively. To immobilize the embryos while maintaining its physiological heartbeat, tricaine (MS-222) was supplemented to the agarose and the imaging chamber at a final concentration of 133 mg/l. This setup was used for time-lapse imaging in a custom-built light sheet microscope, featuring a Nikon 16×0.8 NA (CFI75 LWD 16X W) detection objective for high-resolution imaging. The system included a Hamamatsu Image Splitter (#A12801-01; W-View GEMINI) for simultaneous dual-channel fluorescence imaging and a pco.edge 4.2 CLHS sCMOS camera configured to capture images at 200 frames per second (fps) with a 5 ms exposure time per frame. Emission filters used were a BP525/25 bandpass filter for the green channel and an LP600 long-pass filter for the red channel. Excitation of fluorescent probes was conducted with a TOPTICA iChrome CLE laser system. Movie stacks of 10 z-planes in the central location of the heart were recorded for 1.5 s in each plane with 1 µm z-spacing. Time-lapse movies with a 30-minute interval were recorded for 7 h. Recorded movie stacks were synchronized as previously described^82^. Subsequently, cells expressing *Tg(cd41*:GFP) were manually visualized and tracked throughout the dataset.

### Localization analysis of *cd41:*GFP^+^ cells in cardiac regions

For the precise determination of *cd41:*GFP^+^ cell localization within cardiac tissues and their respective regions, Fiji software (National Institutes of Health, USA) was employed. A manual inspection of each z-stack derived from confocal images was undertaken. Subsequently, the heart was segmented into eight regions of interest, ensuring consistency across all analyzed samples. GFP-expressing cells with low intensity were enumerated within each predefined area. The resulting data were visually represented as a heatmap, displaying the percentage of cells within each region relative to the total *cd41:*GFP^+^ cell count across all regions.

### Analysis of endocardial and *cd41:*GFP^+^ surface area co-localization

A co-surface analysis was conducted to quantify the extent of co-localized tissue between the endocardium (*Tg(kdrl:*BFP-CAAX) expression) and *cd41:*GFP^+^ cell populations. Imaris software (Bitplane, UK) was utilized for this purpose, facilitating the creation of surface renderings for the endocardial and *cd41:*GFP^+^ cell populations. Subsequently, the shared surface area in µm³ and percentage of the total surface area was determined.

### Cell collection and flow cytometry

To isolate EdCs for the single-cell RNA sequencing experiment, hearts from 48- and 72-hpf *Tg(kdrl:*nls-mCherry)^+^*; Tg(cd41*:GFP)^+^ larvae were manually dissected in DMEM + 10% FBS. Hearts were then centrifuged for 60 s at 3000 rpm, washed with 1 mL Hanks’ Balanced Salt Solution and dissociated into single cells by incubating in 100 μl Enzyme 1 and 5 μl Enzyme 2 (Pierce Cardiomyocyte Dissociation Kit, Thermo Fisher Scientific, Cat#88281) for 20 min at 300 rpm in a 30 °C shaker^83^. The samples were centrifuged for 5 min at 3000 rpm, the supernatant was discarded, and fresh medium was added to the dissociated cells and passed through 40 μM-filter polystyrene 5 ml tubes. Negative controls of non-fluorescent hearts or single-color fluorescent hearts were prepared to define the sorting gates. Cells were sorted using the BD FACSAria™ III (BD Biosciences), equipped with a 100 μM nozzle tip and an instrument pressure setting of 20 psi. Live cells were selected by exclusion of DAPI positive signal using a 30 mW 405 nm excitation paired with 450/50 nm band pass filter. Single positive *Tg(kdrl:*nls-mCherry)^+^ cells and double-positive *Tg(kdrl:*nls-mCherry)^+^*; Tg(cd41:*GFP)^+^ cells were sorted and collected into tubes with DMEM + 10% FBS. Cells from both collected samples were immediately combined and processed for the single-cell RNA sequencing. mCherry fluorescence was measured with 50 mW 561 nm excitation paired with 610/20 nm band pass filter. GFP fluorescence was measured with 50 mW 488 nm excitation paired with 530/30 band pass filter. Sorted cell data was recorded and analyzed on BD FACSDiva v8.0.1 software.

### Single-cell RNA sequencing

For single-cell RNA sequencing, FACS-sorted cell suspensions were counted with Moxi cell counter and diluted according to the manufacturer’s protocol to obtain a total of 2,660 cells at 48 hpf and 4,125 cells at 72 hpf. Each sample was run separately on a lane in Chromium controller with Chromium Next GEM Single Cell 3ʹ Reagent Kits v3,1 (10xGenomics). scRNA-seq library preparation was done using standard protocol, and sequencing was done on Nextseq2000. scRNA-seq analysis was performed as previously described^84^ and final data visualization was done by CellxGene package (doi:10.5281/zenodo.3235020).

The RNA-sequencing data generated in this study have been deposited in the NCBI GEO database under accession code GSE269378.

### Photoconversion of endothelial cells

*Tg(fli:*Gal4)^+^*, Tg(UAS:*Kaede)^+^ larvae with the photoconvertible protein Kaede specifically expressed in endothelial cells were used for photoconversion. Specific vascular regions, which were the endocardium or the DA, were selected for photoconversion using the Zeiss LSM710 confocal microscope. The photoconversion was accomplished through five scans of the 405-nanometer wavelength laser at 100% power. Z-stacks of Kaede-green and Kaede-red channels with the larval hearts before and after photoconversion were obtained to ensure spatially restricted photoconversion. Within the DA, we defined the anterior portion as the anterior-most part of the DA until just before the first intersegmental vessel (ISV) sprout (Fig. 4A), the “middle region” as the DA region adjacent to the first 12 ISV sprouts (Fig. 4D), and the “posterior region” as the posterior-most DA region from the 13th ISV sprout until the tail (Fig. 4G). Subsequently, the photoconverted embryos were retrieved and grown at 28 °C until subsequent imaging.

### Morpholino-mediated knockdown

Knockdown experiments were conducted by injecting specific antisense oligonucleotide morpholinos (MO) acquired from Gene Tools, LLC. The MO solution, comprising a total volume of 1 nl, was injected into one-cell-stage embryos at the designated concentration:

*gata1* MO^68^: 5′-CTGCAAGTGTAGTATTGAAGATGTC-3′, final concentration used was 400 µM.

*itga4* MO^63^: 5′-CTCCAGTGAGTTGTGATGAAATCAT-3′, final concentration used was 100 µM.

*vcam1b* MO^63^: 5′-GTCAGCAAGAAAGCTGTATCCATGT-3′, final concentration used was 400 µM.

*tnnt2a* MO^85^: 5′-CATGTTTGCTCTGATCTGACACGC-3′, final concentration used was 100 µM for high and 10 µM for low concentration injections, respectively.

### EdU labeling

The Click-iT reaction for EdU staining was executed per the manufacturer’s instructions (ThermoFisher #C10337). The samples were fixed in 4% paraformaldehyde, and incubated in Click-iT EdU Alexa Fluor 647 for 30 min. They were also incubated in anti-eGFP primary antibody (1:500 dilution, Thermo Fisher A-11122, polyclonal rabbit) overnight at 4 °C, and then Alexa Fluor-488 secondary antibody (1:500 dilution, Thermo Fisher A32723, goat secondary antibody) for 2 h at room temperature prior to imaging. Imaging was accomplished utilizing a Zeiss 710 confocal laser microscope, employing a 40x water immersion objective. Quantitative analysis of proliferative *Tg(cd41*:GFP)^+^ cells was conducted using the Imaris software (Bitplane, UK). Cells were classified as proliferative when they exhibited dual labeling with *Tg(cd41:*GFP) expression and EdU. The proportion of EdU-positive cells was calculated as the percentage of proliferative cells relative to the total count of *Tg(cd41*:GFP)^+^ cells.

### Fluorescent in-situ hybridization of *myb*

The following primers were used to create the in-situ probes for *myb*:

Forward: GCTGCTAAAGTCAGCCCAAC

Reverse: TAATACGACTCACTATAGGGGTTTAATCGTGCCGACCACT

The PCR template was prepared using these primers and cDNA from 48 hpf embryos. The probe was then prepared by incubating the PCR template with the T7 RNA polymerase (Promega), 10X DIG NTP labeling mixture (Roche), transcription buffer (Promega), and RNase inhibitor (Promega) at 37 °C for 2 h and purified using the Zymo RNA Purification Kit. The purified RNA probe was then diluted in hybridization buffer in a concentration of 1 µg/µL. Fluorescent in situ hybridization was performed on 72 hpf *Tg(kdrl:*GFP)^+^ larvae. Larvae were fixed in 4% paraformaldehyde for 3 h at room temperature, then washed with RNase-free PBS/0.1%Tween for 1 h. They were permeabilized in serial methanol dilutions for 5 min each and incubated overnight in 100% methanol at -20 °C. They were rehydrated in PBS/Tween, incubated in 1 µg/mL Proteinase K for 30 min, and fixed again in 4% paraformaldehyde for 20 min. After washing with PBS/Tween, the larvae were incubated in hybridization buffer (Hyb buffer; 50% formamide, 5X SSC, 0.1% Tween-20, 50 µg/mL heparin, 500 µg/mL tRNA) at 65 °C for ≥2 h, and then in DIG-labeled RNA probe for *myb* (1 µg/mL in Hyb buffer) at 65 °C overnight. After serial dilutions with Hyb buffer/SSC, the larvae were incubated in anti-tyramide-Alexa 568 (Thermo Fisher Scientific) in TSA buffer (100 mM Borate pH 8.5, 0.1% Tween-20, 2% Dextran Sulfate, 0.003% H_2_O_2_, 450 µg/mL 4-iodophenol) for 30 min at room temperature. The larvae were subsequently incubated overnight at 4 °C in anti-eGFP primary antibody (1:500 dilution, Thermo Fisher A-11122, polyclonal rabbit), and then Alexa Fluor-488 secondary antibody (1:500 dilution, Thermo Fisher A32723, goat secondary antibody) for 2 h at room temperature prior to imaging.

### RNAscope assay of *vcam1b*

Zebrafish embryos (*Tg(kdrl:GFP*)) at 73 h post-fertilization (hpf) were fixed overnight at 4 °C in 4% paraformaldehyde (PFA). Following fixation, embryos were rinsed with PBST (0.1% Tween-20 in PBS) and stored in 100% methanol at -20 °C. For rehydration, embryos underwent a series of ten 10-minute washes at room temperature (RT) with decreasing concentrations of methanol (75%, 50%, and 25%) in PBST, followed by a 10-minute wash in PBST. The RNAscope™ Multiplex Fluorescent Reagent Kit v2 (Advanced Cell Diagnostics, Cat. No. 323100) was used according to the manufacturer’s instructions with several modifications. Embryos were incubated in 3% H_2_O_2_ for 10 min at RT, followed by washes with PBST, and then treated with RNAscope Protease III (Cat. No. 322337) for 5 min at RT and subsequently washed three times with 0.01% PBST (0.01% Tween-20 in PBS). A prehybridization step was included by incubating the embryos at 40 °C for 2 h in RNAscope probe diluent (Cat. No. 300041). The *vcam1b-C3* probe (Cat. No. 445681-C3) was then applied, and embryos were incubated overnight at 40 °C. All subsequent wash steps were performed with 0.01% Tween-20 in 0.2X SSCT, three times for 15 min each. Post-probe incubation, a postfix treatment with 4% PFA was conducted for 20 min at RT. All 40 °C incubation steps were performed in a water bath. Following the RNAscope protocol, embryos were washed three times with PBST for 5 min each. Blocking was performed for 1 h in a blocking solution (2% BSA in PBST). Embryos were then incubated overnight at 4 °C with a chicken polyclonal anti-GFP antibody (1:500; Invitrogen, Cat. No. A10262). After primary antibody incubation, embryos were washed six times for 30 min each with PBST. Secondary antibody incubation was carried out overnight at 4 °C using a goat anti-chicken Alexa Fluor 488 antibody (1:1000; Invitrogen, Cat. No. A11039). Post-secondary antibody incubation, embryos were washed six times for 30 min each with PBST. Nuclear staining was performed using DAPI. Before imaging, embryos were washed with 0.01% Tween-20 in PBS and mounted in 1% low melting point agarose (Invitrogen, Cat. No. 16520) in PBS for confocal imaging.

### Ex vivo cardiac culture

Cardiac extraction followed an established large-scale extraction protocol as described^86^. Leibovitz’s L1-5 culture medium was enriched with 10% fetal bovine serum by a previously outlined protocol^61^. All procedural steps were conducted at room temperature, and the culture medium was pre-warmed to 28.5 °C. Subsequently, hearts were flushed from the filtration system into a petri dish coated with agarose and cultured at 28.5 °C for 24 h. Before confocal imaging, hearts were fixed with 4% PFA for 15 min and mounted in 1% low-melting agarose.

### Heartbeat quantification and reduction assay

To reduce heartbeat, we used low concentrations of *tnnt2a* MO, Tricaine (MS-222) or Blebbistatin treatment. For the *tnnt2a* knockdown, one-cell-stage embryos were injected with a low concentration of *tnnt2a* MO (0.1 ng/ul). Tricaine or Blebbistatin was added at a final concentration of 0.04% (w/v) or 1 µM, respectively, to the egg water from 48 to 74 hpf. To quantify their heart rates, live zebrafish embryos were observed under a stereomicroscope, and the heart rate was counted as the number of ventricular contractions per minute. Each condition was analyzed in triplicate with a minimum of 9 embryos per replicate.

### Treatment with PD drug (ErbB2 inhibitor)

*Tg(cd41:GFP), Tg(kdrl:nls-mCherry)* embryos were dechorionated and incubated in egg water supplemented with 10 µM PD168393 (dissolved in DMSO) from 50 to 72 hpf at 28 °C, and then immediately imaged. Control embryos were incubated in egg water containing an equal amount of the respective solvent (DMSO).

### Statistics and reproducibility

Unless otherwise specified, all experiments in this research study were conducted using a minimum of three independent biological replicates. Statistical analyses were conducted employing Graph Pad PRISM software. To compare two groups with normally distributed data, an unpaired two-tailed Student’s t-test was employed. For comparisons involving more than two groups, we utilized a one-way ANOVA with Tukey’s multiple comparison test; in the presence of two categorical independent variables, a two-way ANOVA with Sidak’s multiple comparison test was applied. A significance level of ≤ 0.05 was employed for all experiments (*p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001).

Data from all experiments listed in Figs. 2–7, Figs. S2–8, S10–12 were obtained from at least three independent biological replicates. One exception is the *vcam1b* RNAscope assay in Fig. 5B, which was performed in two independent biological replicates using two different genotypes.

### Schematic model illustration

The model in Fig. 8 was drawn by free hand in Adobe Illustrator, from a template of Biorender images (licensed to D.B.).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-sequencing data generated in this study have been deposited in the NCBI GEO database under accession code GSE269378. Source data are provided with this paper.

# Supplementary material for: The heart is a resident tissue for hematopoietic stem and progenitor cells in zebrafish
**Source:** Nat Commun. 2024 Aug 31;15:7589. doi: 10.1038/s41467-024-51920-7
**Supplement:** Supplementary file 1 — Supplementary Information

# **The heart is a resident tissue for hematopoietic stem and progenitor cells in zebrafish**

Dorothee Bornhorst, Amulya V. Hejjaji, Lena Steuter, Nicole M. Woodhead, Paul Maier, Alessandra Gentile, Alice Alhajkadour, Octavia Santis Larrain, Michael Weber, Khrievono Kikhi, Stefan Guenther, Jan Huiskens, Owen J. Tamplin, Didier Y. R. Stainier, Felix Gunawan

## **Table of contents**

|                              |    |
|------------------------------|----|
| Supplemental Figure 1 .....  | 2  |
| Supplemental Figure 2 .....  | 4  |
| Supplemental Figure 3 .....  | 5  |
| Supplemental Figure 4 .....  | 6  |
| Supplemental Figure 5 .....  | 7  |
| Supplemental Figure 6 .....  | 9  |
| Supplemental Figure 7 .....  | 10 |
| Supplemental Figure 8 .....  | 12 |
| Supplemental Figure 9 .....  | 13 |
| Supplemental Figure 10 ..... | 14 |
| Supplemental Figure 11 ..... | 15 |
| Supplemental Figure 12 ..... | 17 |
| Supplemental Table 1 .....   | 18 |
| Supplemental Table 2 .....   | 20 |

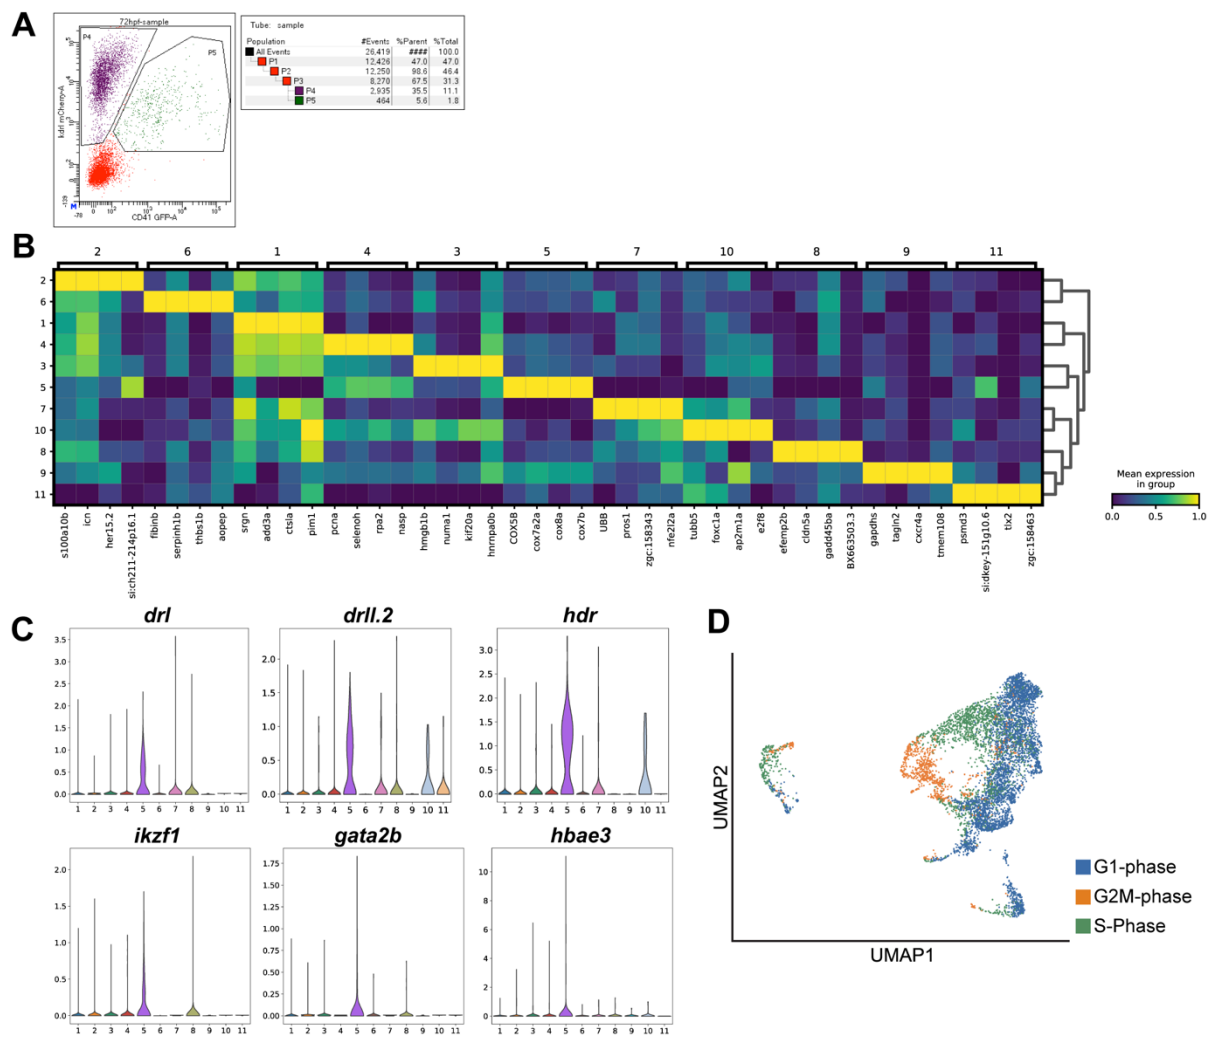

**Supplemental Figure 1. Single-cell RNA sequencing analysis reveals diverse endocardial cell clusters.** **(A)** Representative flow cytometry gating strategy to prepare endocardial samples from extracted hearts. Dissociated hearts of *Tg(cd41:GFP)*, *Tg(kdrl:nls-mCherry)* zebrafish were isolated and the gating strategy includes isolation of single cells identified via FSC-A and FSC-H and then by SSC-W and SSC-H. Two gates are separated with cells expressing only *Tg(kdrl:nls-mCherry)* or both *Tg(kdrl:nls-mCherry)* and *Tg(cd41:GFP)*. 35.5% and 5.6% of live cells extracted from the hearts showed mCherry expression alone or both GFP and mCherry, respectively. Both samples were combined and immediately processed for the single-cell RNA sequencing run. FSC-A, Forward Scatter Area; FSC-H, Forward Scatter Height; SSC-A, Side Scatter Area; SSC-H, Side Scatter Height; Side SSC-W, Side Scatter Width. **(B)** Heatmap showing blocks of the Top 4 genes in each defined cluster, totaling 11 distinct endocardial clusters. **(C)** Violin plots of genes associated with HSPCs (*drl*, *drl.2*, *hdr*, *ikzf1*, and *gata2b*) and differentiated erythrocytes (*hbae3*). **(D)** UMAP indicating the cell cycle phase of each cell. Most are in the quiescent G1 phase (4098 out of 6785 cells), with others undergoing active cell cycle in the S phase (1802 out of 6785 cells) or the G2/M phase (885 out of 6785 cells).

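The sample labels give 10497 endothelial and 1569 hematopoietic cells sorted for the 72 hpf library, so that 13.0% were hematopoietic. In the sorting plot of the paper's Fig. S1A, the gates hold the paper's 2935 mCherry-only and 464 double-positive cells, which makes 13.7% double-positive. For the 48 hpf library the sample title names endothelial cells alone. In contrast, the paper's Methods and the protocol text of both samples describe combining single-positive and double-positive cells. That protocol text marks the 48 hpf library as 2d-HC, a label with no explanation. Which of these holds for that library is not settled, and no number of double-positive cells at 48 hpf was used here. The share of hematopoietic-like cells in the 48 hpf library therefore cannot be read as a share in the heart. At 72 hpf the 13.0% of the labels is close to the 13.7% of the gates. Sorting kept mCherry-positive cells alone, so the share in that library is not one of all heart cells either.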

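By the Tirosh gene lists in zebrafish names, 3492 of the 6790 cells scored as G1 (51.4%), 1615 as S (23.8%) and 1683 as G2/M (24.8%). Together, S and G2/M made up 48.6% (95% interval 47.4 to 49.8). The lists from Supplementary Table 1 for the S and G2/M clusters moved this share most, to 95.9%, and thinning gave 58.0%. The share was 64.5% at 48 hpf and 38.3% at 72 hpf (70.8% and 49.8% thinned). At 72 hpf it was 75.8% in the hematopoietic-like cells and 34.4% in the others (77.1% and 47.0% thinned). Within the blood it was 83.7% in the erythroid-like cluster, 82.6% in the cluster without a lineage name and 58.3% in the thrombocyte-like cluster. In the 27 macrophage-like cells it was 29.6% (95% interval 13.8 to 50.2). Thinned, these shares were in turn 81.25%, 84.8%, 66.7% and 44.4%.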

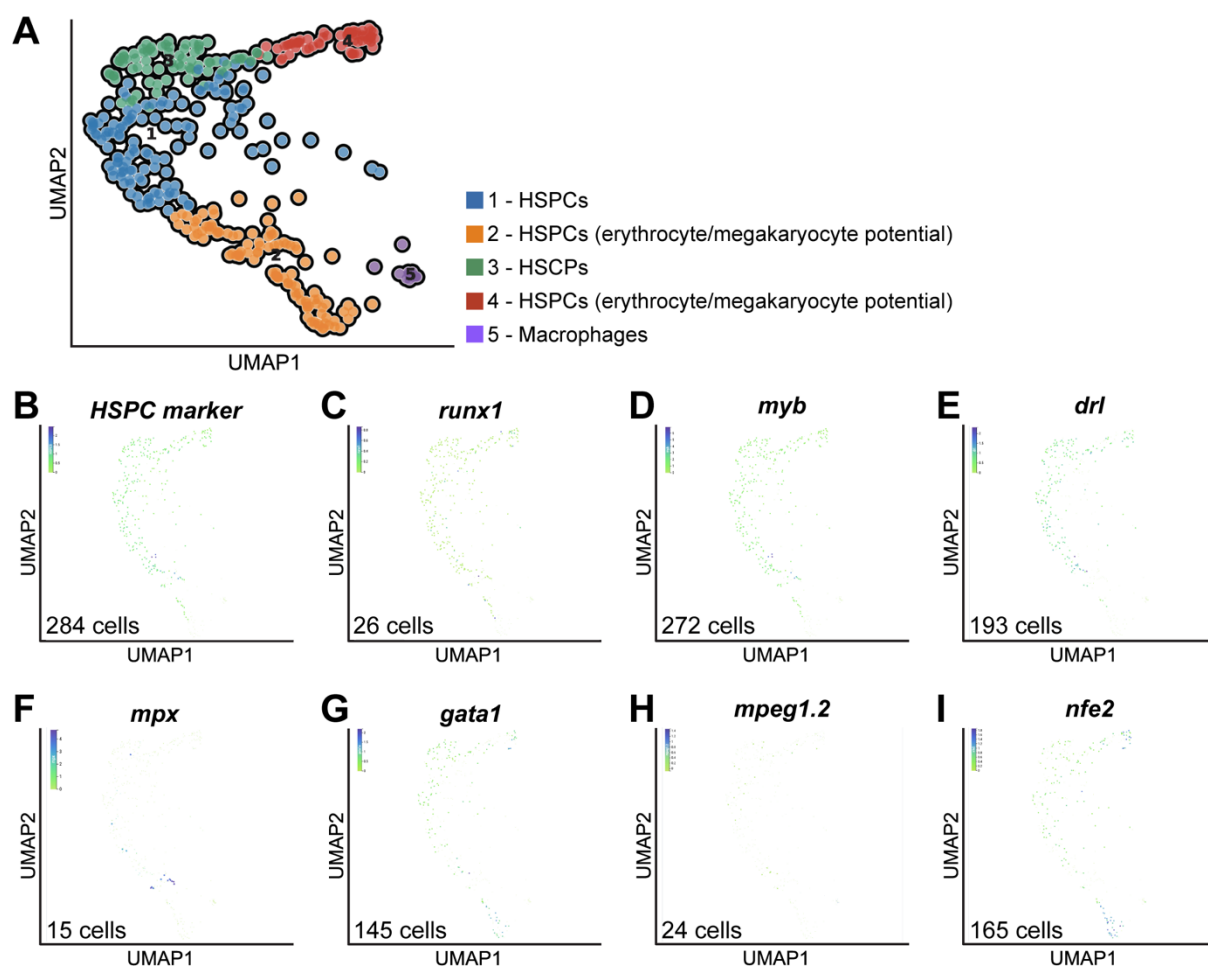

**Supplemental Figure 2. Analysis of the hematopoietic endocardial cell cluster (Cluster 5) uncovers 5 sub-clusters.** (A) UMAP of the endocardial hematopoietic cell cluster (Cluster 5) can be divided into 5 subclusters, including 2 HSPC clusters (Subclusters 1 and 3), 2 HPSC clusters with an erythrocyte/megakaryocyte potential (Subclusters 2 and 4), and a macrophage-like cluster (Subcluster 5). (B-E) UMAP of the endocardial hematopoietic cell subclusters show combined expression of key HSPC markers *myb*, *dnl*, and *runx1* (B, 284/390 cells), as well as individual expression profiles of *runx1* (C, 26/390 cells), *myb* (D, 272/390 cells), and *dnl* (E, 193/390 cells). (F-I) UMAP of the endocardial hematopoietic cell subcluster showing the expression of *mpx* (F, neutrophils, 15/390 cells), *gata1a* (G, erythrocytes, 145/390 cells), *mpeg1.2* (H, macrophages, 24/390 cells), and *nfe2* (I, platelets, 165/390 cells).

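Clustering the hematopoietic-like cells alone gave 8 groups. At a resolution of 0.3 it gave 6, the lowest number among the alternatives. Naming used the same thresholds, but with the lineage lists alone and the other hematopoietic-like cells as the reference. It named 3 of the 8: a thrombocyte-like group of 69 cells, a macrophage-like group of 27 and an erythroid-like group of 23. Of the unnamed groups, the largest had 102 cells and was led by *slc25a1a*, *tph1a*, *rasl11b* and *TCIM*. A group of 65 cells was led by *col5a3a*, *bcl11ba*, *nrarpb* and *fscn1a*, and one of 63 cells, 9 of them at 48 hpf, by *ighv1-4*, *prkcda*, *lsp1b* and *cox6a2*. A group of 30 cells was led by *zgc:194627*, *parpbp*, *pif1* and *si:dkey-60d5.3*. The last, of 20 cells, was led by *cyp26b1*, *cyp1a*, *si:dkey-85k7.7* and *id2b*, and 17 of its cells had both endothelial and hematopoietic genes. A doublet of a blood cell and an endocardial cell would have the same pair of programmes.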

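Cells with *myb* were spread over the groups of hematopoietic-like cells: 98 of the 102 cells of the largest group, 62 of the 65 of the third and 38 of the 63 of the fourth. In the thrombocyte-like group it was 21 of 69, and in the macrophage-like group 0 of 27. The gene *drl* was found in 90 cells of the largest group and in 49 of the third, and in 6 of the fourth. Altogether 194 cells had *drl* and 27 had *runx1*. Those with *runx1* were all at 72 hpf, with at most 7 in any group. Among the other cells, 0.125% had *runx1*.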

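Of the cells with *mpx*, 29 lay in the third group of hematopoietic-like cells, 17 in the largest and 8 in the fourth, which also held 7 of the cells with *lyz*. Those with *gata1a* lay mainly in the largest group (62) and the thrombocyte-like group (38), with 19 in the third group and 18 in the erythroid-like group. The macrophage-like group held 15 of the cells with *mpeg1.2*, a gene that cells outside the blood also carry. Cells with *nfe2* were most frequent in the thrombocyte-like group (56 of 69).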

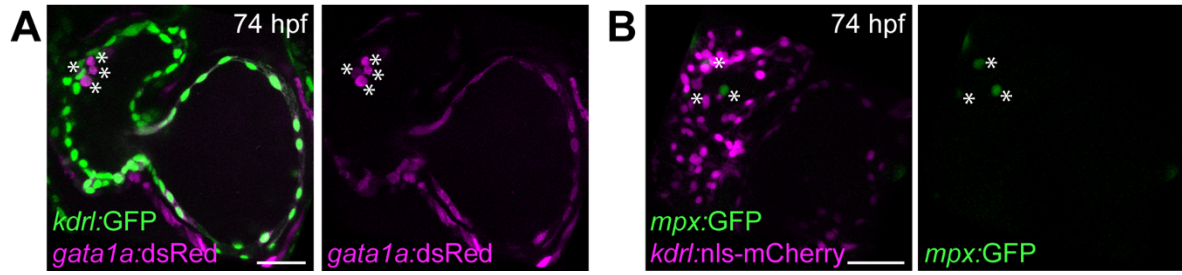

**Supplemental Figure 3. Erythrocytes and neutrophils are present in the endocardial layer.**

Representative maximal Z projections of 74 hpf hearts with the erythrocyte-specific marker *Tg(gata1:DsRed)* (A) or the neutrophil-specific marker *Tg(mpx:GFP)* (B) expression show a population of erythrocytes and a small number of neutrophils attached to the endocardium. In all hearts examined, the hematopoietic cells appear round and undifferentiated, in contrast with mature erythrocytes and neutrophils. Scale bars = 30  $\mu$ m.

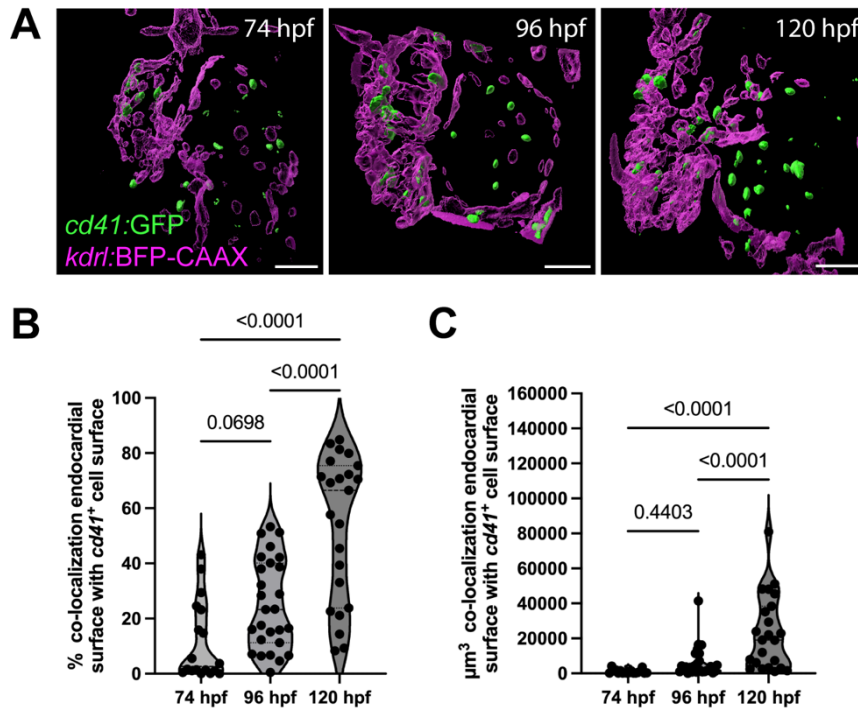

**Supplemental Figure 4. Regional preferences of *cd41:GFP*<sup>+</sup> cells to attach to the ventricular outer curvature area.** (A) Surface rendering of *Tg(cd41:GFP)*<sup>+</sup>, *Tg(kdrl:BFP-CAAX)*<sup>+</sup> hearts at 74, 96, and 120 hpf. Hematopoietic cells are noticeably present in higher numbers in the outer curvature of the ventricle. Scale bars = 30  $\mu\text{m}$ . (B, C) Quantitative analysis of the hematopoietic and endocardial surface co-localization in the whole heart at 74, 96, and 120 hpf demonstrates that approximately 11% (856  $\mu\text{m}^3$ ), 25% (5896  $\mu\text{m}^3$ ), and 53% (23067  $\mu\text{m}^3$ ) of the cell surface is shared between the two cell populations, respectively. One-way ANOVA with Tukey's multiple comparison test was used for statistical analysis.  $n=18$  (74 hpf), 27 (96 hpf), and 23 (120 hpf) hearts. Source data are provided as a Source Data file.

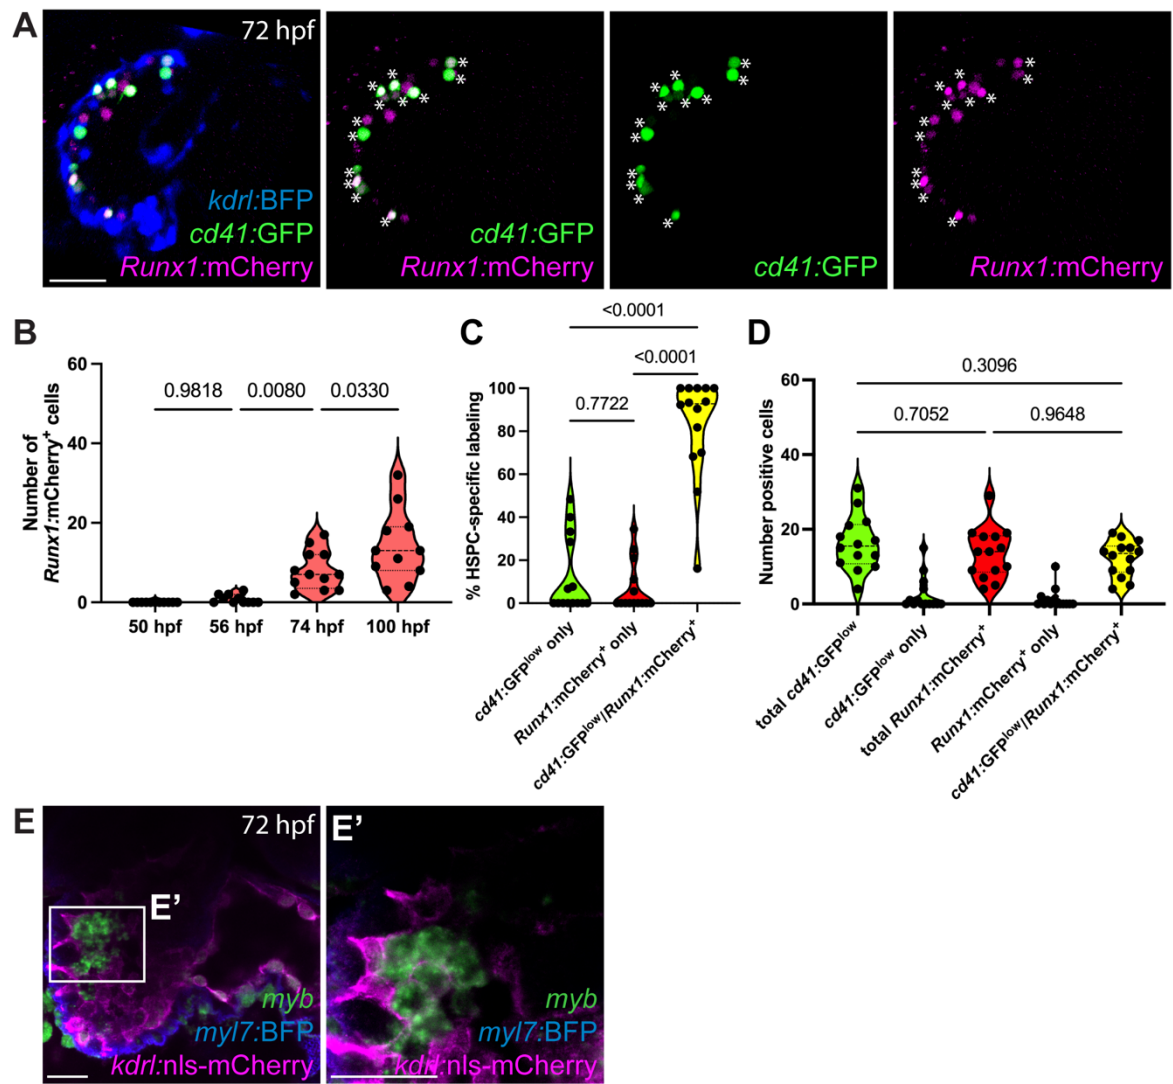

**Supplemental Figure 5. HSPC markers *Tg(Runx1:mCherry)* and *myb* are expressed in the cardiac-residing hematopoietic cells.** (A) Confocal images of *Tg(cd41:GFP)*, *Tg(Runx1:mCherry)*, *Tg(kdrl:BFP-CAAX)* hearts at 72 hpf reveal that most cardiac-residing HSPCs exhibit *Tg(cd41:GFP)* and *Tg(Runx1:mCherry)* co-expression (white asterisks). (B) Quantification of *Tg(Runx1:mCherry)*<sup>+</sup> cells shows progressively increased numbers of cardiac-residing HSPCs, consistent with *Tg(cd41:GFP)*<sup>+</sup> cells. *n*=11 (50 hpf), 11 (56 hpf), 12 (74 hpf), and 11 (100 hpf) hearts. (C) Almost 100% of endocardial-residing hematopoietic cells are co-labeled with both *cd41:GFP*<sup>low+</sup> and *Runx1:mCherry* expression. (D) Quantifications of single or double-positive cells for *Tg(cd41:GFP)* and *Tg(Runx1:mCherry)* expression show no significant differences between *cd41:GFP*<sup>low+</sup> or *Runx1:mCherry* expression to mark HSPCs. (C-D) *n*=14 hearts. (E, E') Fluorescence in situ hybridization shows *myb* expression in the endocardial hematopoietic cells. One-way ANOVA with Tukey's multiple comparison test was used (B-D). Scale bars = 30 μm. Source data are provided as a Source Data file.

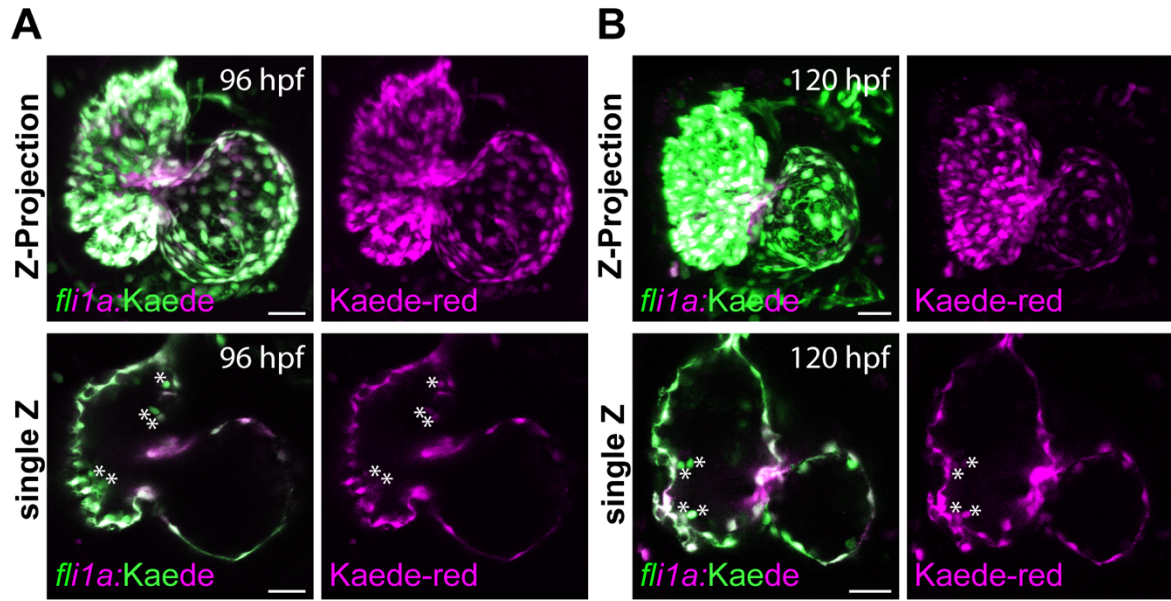

**Supplemental Figure 6. Some cardiac-residing hematopoietic cells originate from and remain attached to the endocardium. (A)** Representative confocal Z projection of a *Tg(fli:Kaede)*<sup>+</sup> photoconverted endocardium and a single confocal plane at 96 hpf from a larvae that had its endocardium photoconverted at 22 hpf. Kaede-red<sup>+</sup> cells were present in the luminal side of the endocardium and stayed attached during development (white asterisk). **(B)** Confocal image of 120 hpf *Tg(fli:Kaede)*<sup>+</sup> larval heart, which had its endocardium photoconverted at 22 hpf. Kaede-red<sup>+</sup> cells are observed in the luminal side of the endocardium (white asterisk). Scale bars = 30 μm.

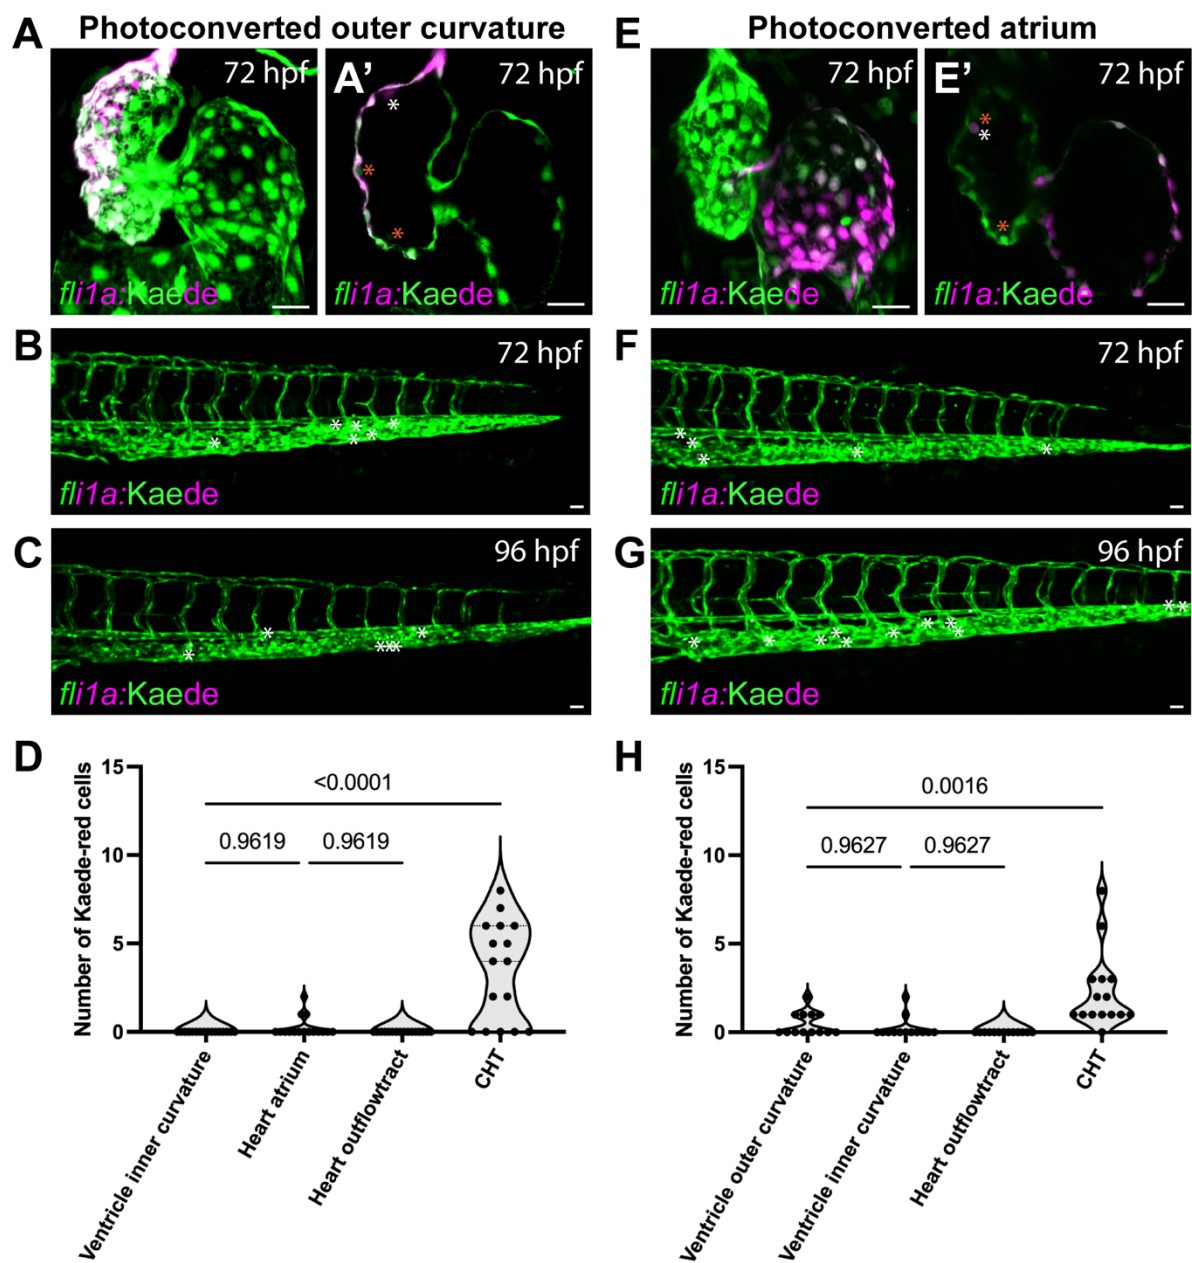

**Supplemental Figure 7. Endocardial cells from the ventricular outer curvature and the atrium contribute to cardiac-residing hematopoietic cells. (A, A')** Representative confocal Z-stack projection and single plane of a 72 hpf heart, where the ventricular outer curvature EdCs had been photoconverted at 48 hpf. **(B, C)** Confocal Z-stack projection of the CHT at 72 (B) and 96 (C) hpf of larvae, which had its EdCs in the ventricular outer curvature region photoconverted. Kaede-red<sup>+</sup> cells (white asterisks) from the ventricular outer curvature endocardium are found in the CHT. **(D)** Quantification of ventricular outer curvature-derived Kaede-red<sup>+</sup> cells in other regions of the heart and the CHT at 72 hpf indicates a significant contribution to the CHT, but no contribution to other cardiac regions. *n*=16 hearts. **(E, E')** Representative confocal Z-stack projection (A) and single confocal plane of a 72 hpf heart, which had its atrial EdCs photoconverted at 48 hpf. Kaede-red<sup>+</sup> (white asterisk) and Kaede-green<sup>+</sup> (orange asterisks) cells are found on the ventricular outer curvature endocardium, indicating that atrial EdCs budded off and attached to the ventricle. **(F, G)** Confocal Z-stack projection of the CHT at 72 (F) and 96 (G) hpf of larvae with photoconverted atrial EdCs. Kaede-red<sup>+</sup> cells (white asterisks) from the atrial endocardium can be found in the CHT. **(H)** Quantification of atrial-derived Kaede-red<sup>+</sup> cells in other regions of the heart and the CHT at 72 hpf indicates mostly contribution to the CHT. *n*=15 hearts. One-way ANOVA with Tukey's multiple comparison test was used (D, H). Scale bars = 30  $\mu$ m. Source data are provided as a Source Data file.

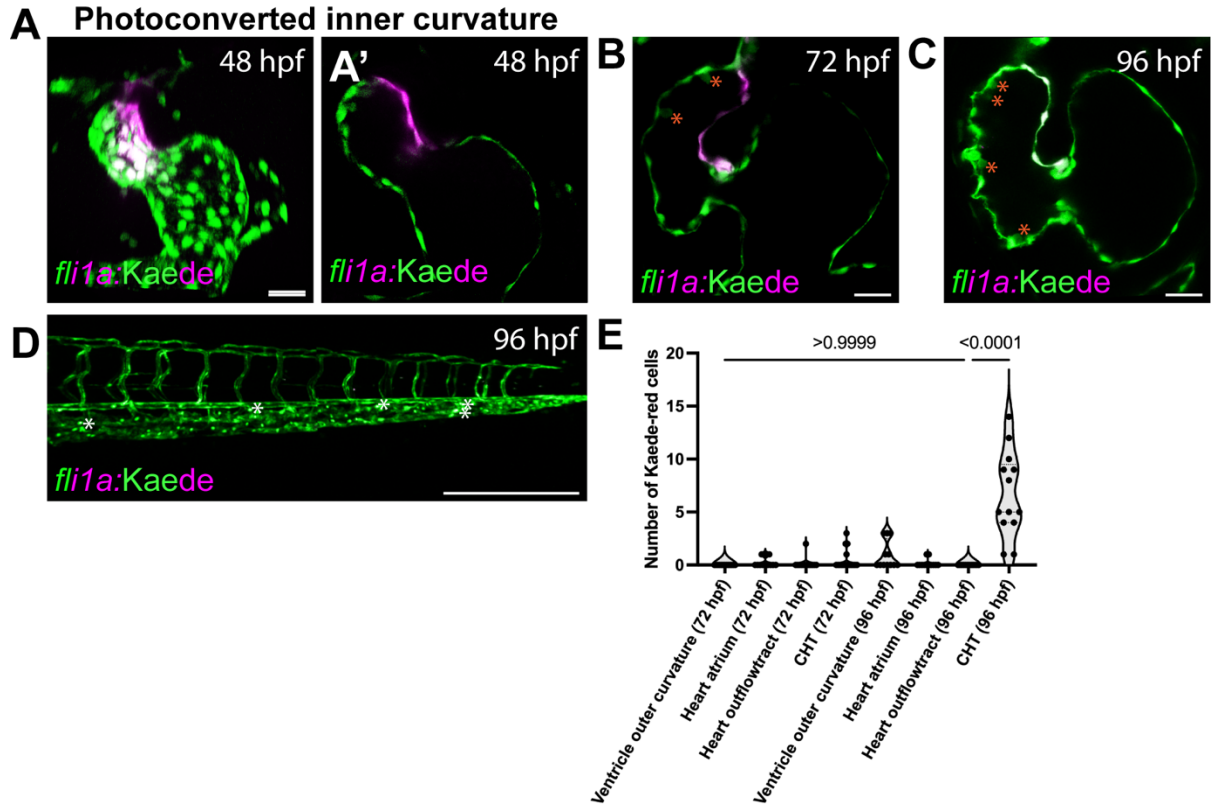

**Supplemental Figure 8. The ventricular inner curvature of the endocardium only contributes a minor portion of the cardiac- or CHT-residing hematopoietic cells. (A, A')** Representative confocal Z-stack projection and single plane of a 48 hpf heart, where the ventricular inner curvature EdCs had been photoconverted. **(B, C)** Single confocal plane of a *fli:Kaede*<sup>+</sup> heart at 72 (B) and 96 (C) hpf, where the ventricular inner curvature endocardium had been photoconverted at 48 hpf. Only Kaede-green<sup>+</sup> cells (orange asterisks) are present in the ventricular outer curvature. **(D)** Confocal Z-stack projection of the CHT at 96 hpf of larvae with photoconverted EdCs in the ventricular inner curvature. **(E)** Quantification of Kaede-red<sup>+</sup> cells originating from the ventricular inner curvature of the endocardium in other regions of the heart and CHT at 72 and 96 hpf indicates only a minor contribution to hematopoietic cells present in the heart and CHT region. *n*=13, 13, 13, 16, 12, 12, 12, and 13 hearts from left to right in the violin plot graph. One-way ANOVA with Tukey's multiple comparison test was used. Scale bars = 30  $\mu$ m. Source data are provided as a Source Data file.

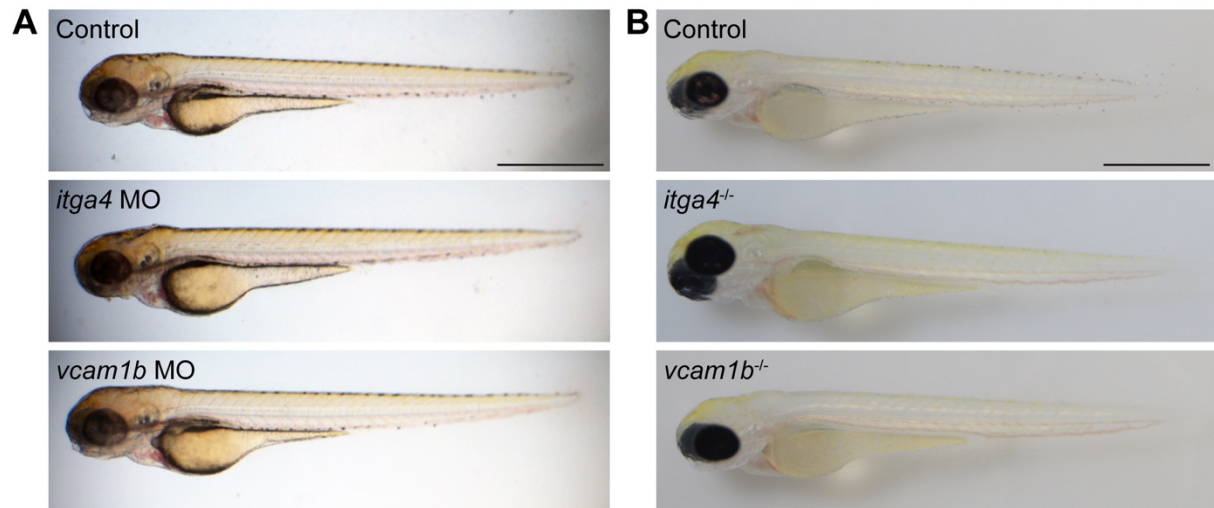

**Supplemental Figure 9. *itga4* or *vcam1b* morphants and mutants do not exhibit gross morphological defects.** (A, B) Whole bright-field images of *itga4* and *vcam1b* morphant (A) or mutant (B) larvae at 74 hpf do not reveal any morphological abnormalities. Scale bars = 1000  $\mu$ m.

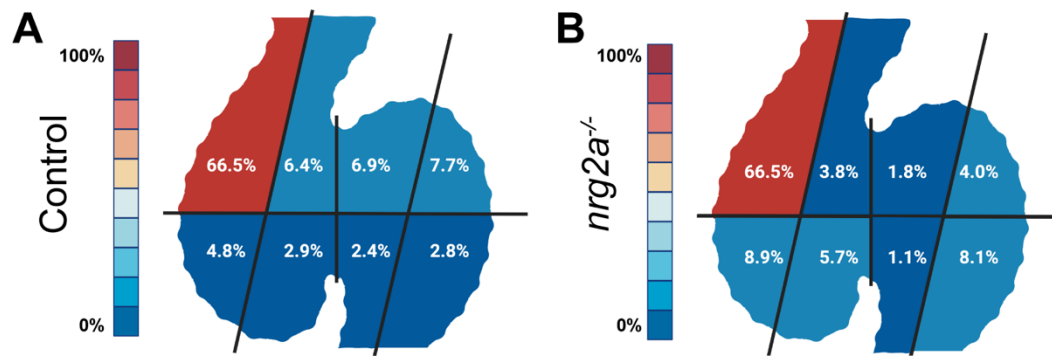

**Supplemental Figure 10. Regional distribution of *cd41:GFP*<sup>+</sup> cells in *nrg2a* mutant hearts is unaltered. (A, B) No significant differences in HSPC distributions are observed between control and *nrg2a*<sup>-/-</sup> hearts. *n*=9 hearts. Source data are provided as a Source Data file.**

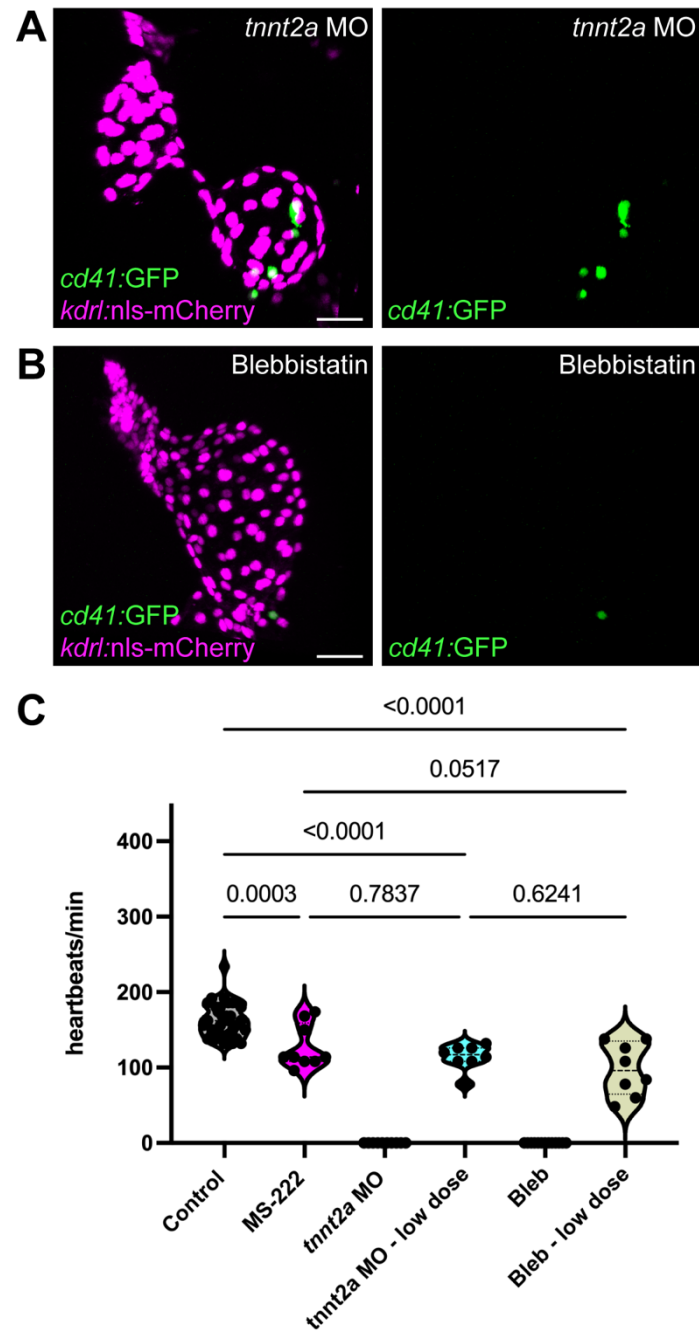

**Supplemental Figure 11. Severe cardiac defects observed when contraction is completely blocked. (A, B)** Hearts injected with a high concentration of *tnnt2a* morpholino **(A)** or incubated in high concentration of Blebbistatin **(B)** fail to grow and exhibit defective morphologies due to lack of cardiac contraction. No or very few *cd41*:GFP<sup>+</sup> cells were found in these hearts. **(C)** Heartbeat frequency in 72 hpf control, high and low dose *tnnt2a* morpholino injections, and with 24 hour treatments of low dose MS-222/Tricaine or of high and low doses of Blebbistatin. This approach allows us to investigate reduced shear stress on endocardial hematopoietic cells while mitigating severe cardiac morphogenetic defects. *n*=7, 14, 8, 14, 33, and 36 for control (48 hpf), *gata1* morphant (48 hpf), control (54 hpf), *gata1* morphant (54 hpf), control (72 hpf), and *gata1* morphant (72 hpf) hearts, respectively. *n*=34, 10, 8, 13, 8, and 9 hearts from left to right in the violin plot graph. One-way ANOVA with Tukey's multiple comparison test was used. Scale bars = 30  $\mu$ m. Source data are provided as a Source Data file.

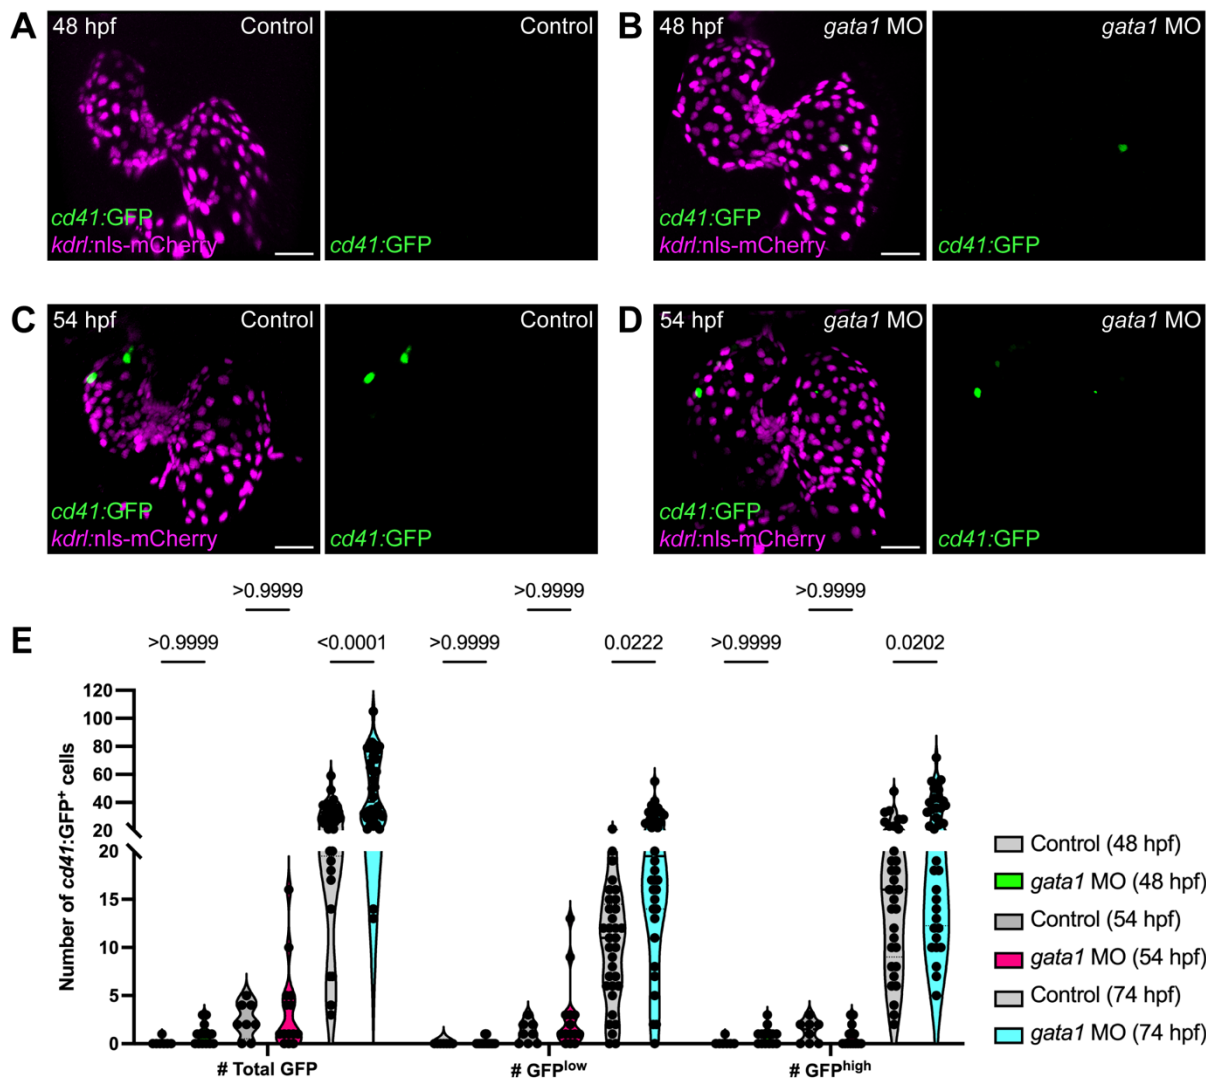

**Supplemental Figure 12. Emergence of *cd41:GFP*<sup>+</sup> cells in *gata1* morphants does not prematurely occur.** (A-D) Representative confocal images at 48 and 54 hpf of a wild-type (A, C) or *gata1* morphant (B, D) hearts. HSPCs (GFP<sup>low</sup>) and platelets (GFP<sup>high</sup>) are labeled in green (*Tg(cd41:GFP)* expression) and endocardium in magenta (*Tg(kdrl:nls-mCherry)* expression). (E) Quantification of HSPCs and platelets at 48 and 54 hpf demonstrate no significant difference in GFP-positive cell numbers between wild-type and *gata1* morphant hearts. In contrast, at 74 hpf, there is a significant increase in HSPCs and platelets in *gata1* morphant hearts.  $n=7, 14, 8, 14, 33$ , and  $36$  for control (48 hpf), *gata1* morphant (48 hpf), control (54 hpf), *gata1* morphant (54 hpf), control (74 hpf), and *gata1* morphant (74 hpf) hearts, respectively. Two-way ANOVA with Sidak's multiple comparison test was used for statistical analysis. Scale bars = 30  $\mu$ m. Source data are provided as a Source Data file.

|    | CLUSTER 1<br>(QUIESCENT<br>VENTRICULAR<br>ENDOCARDIAL) | CLUSTER 2<br>(VALVE<br>ENDOCARDIAL) | CLUSTER 3<br>(MITOTIC/DIVIDING<br>VENTRICULAR<br>ENDOCARDIAL) | CLUSTER 4<br>(VENTRICULAR<br>ENDOCARDIAL CELL<br>CLUSTER IN<br>SYNTHESIS<br>PHASE) | CLUSTER 5<br>(HEMATOPOIETIC<br>ENDOCARDIAL) | CLUSTER 6<br>(VALVE<br>INTERSTITIAL) | CLUSTER 7<br>(LYMPHATIC<br>ENDOTHELIAL) | CLUSTER 8<br>(UNKNOWN<br>CLUSTER) | CLUSTER 9<br>(UNKNOWN<br>CLUSTER) | CLUSTER 10<br>(UNKNOWN<br>CLUSTER) | CLUSTER 11<br>(UNKNOWN<br>CLUSTER) |
|----|--------------------------------------------------------|-------------------------------------|---------------------------------------------------------------|------------------------------------------------------------------------------------|---------------------------------------------|--------------------------------------|-----------------------------------------|-----------------------------------|-----------------------------------|------------------------------------|------------------------------------|
| 1  | marcks1b                                               | s100a10b                            | hmgb2a                                                        | pcna                                                                               | pfn1                                        | sparc                                | gpm6ab                                  | efemp2b                           | si:ch211-156j16.1                 | hmga1a                             | id1                                |
| 2  | tmem88b                                                | crip2                               | hmga1a                                                        | selenoh                                                                            | prdx2                                       | col1a2                               | dab2                                    | jam2a                             | pecam1                            | tubb2b                             | etv2                               |
| 3  | tmem88a                                                | alcama                              | hmgb2b                                                        | rpa2                                                                               | TXN                                         | col5a1                               | marcks1a                                | pecam1                            | myl9a                             | marcks1a                           | id2a                               |
| 4  | marcks1a                                               | icn                                 | h3f3b.1-1                                                     | naspl                                                                              | COX5B                                       | col5a2a                              | cpn1-1                                  | cldn5a                            | gapdhs                            | h3f3b.1-1                          | jam2a                              |
| 5  | igf2b                                                  | col5a1                              | mki67                                                         | fen1                                                                               | atp5mc1                                     | fibinb                               | krt18a.1                                | krt8                              | ehd2b                             | etv2                               | cpn1-1                             |
| 6  | sdcl                                                   | CABZ01030107.1                      | h2az2b                                                        | cbx5                                                                               | cox7a2a                                     | serpinh1b                            | krt8                                    | myl9a                             | cldn5b                            | hmgb2a                             | psmd3                              |
| 7  | zgc:64106                                              | ptmaa                               | si:ch211-288g17.3                                             | rpa3                                                                               | cox8a                                       | col1a1b                              | etv2                                    | kdr1                              | jam2a                             | tuba8l4                            | her6                               |
| 8  | cnn3a                                                  | si:ch211-222l21.1                   | tubb4b                                                        | mcm5                                                                               | cox7b                                       | col1a1a                              | cldn5b                                  | clec14a                           | dlc                               | ccna2                              | lmo2                               |
| 9  | ccdc187                                                | phlda2                              | lbr                                                           | chaf1a                                                                             | cox5aa                                      | her6                                 | gpr182                                  | vwf                               | fbln2                             | si:ch211-114n24.6                  | sox7                               |
| 10 | CR318588.3                                             | podxl                               | hmgn2                                                         | dnajc9                                                                             | atp5pf                                      | id3                                  | rab11bb                                 | gadd45ba                          | fabp3                             | hmgb2b                             | pecam1                             |
| 11 | akap12b                                                | col5a2a                             | aurkb                                                         | tubb2b                                                                             | atp5pd                                      | angptl4                              | tgm2b                                   | fhl1b                             | id2a                              | anp32a                             | sgk1                               |
| 12 | fabp11a                                                | btbd6b                              | top2a                                                         | mcm6                                                                               | atp5f1e                                     | thbs1b                               | gas6                                    | si:dkey-19b23.8                   | mcamb                             | plk1                               | rab11bb                            |
| 13 | grb10a                                                 | her15.2                             | tubb2b                                                        | tuba8l4                                                                            | ppifb                                       | fhl1b                                | kdr1                                    | appa                              | acvrl1                            | tubb4b                             | si:ch211-248e11.2                  |
| 14 | CR318588.4                                             | anxa2a                              | si:ch73-281n10.2                                              | rbbp4                                                                              | atp5mf                                      | aopep                                | spns2                                   | junbb                             | robo4                             | cpn1-1                             | si:dkey-151g10.6                   |
| 15 | 45537                                                  | si:ch211-214p16.1                   | cks1b                                                         | mcm4                                                                               | cox5ab                                      | abi3bpb                              | pde4ba                                  | BX663503.3                        | tmsb4x                            | mki67                              | prdx2                              |
| 16 | srgn                                                   | si:dkey-42i9.6                      | tuba8l4                                                       | rpa1                                                                               | ldhba                                       | f3b                                  | si:dkey-28n18.9                         | adcy2b                            | tagln2                            | aurkb                              | dusp1                              |
| 17 | add3a                                                  | col1a2                              | smc2                                                          | mcm2                                                                               | atp5f1b                                     | aif1l                                | jun                                     | quo                               | notchl                            | lbr                                | bcl6b                              |
| 18 | hapln1b                                                | anxa1a                              | mad2l1                                                        | anp32b                                                                             | atp5f1c                                     | mfap2                                | lmo4a                                   | ptmaa                             | kdr1                              | dab2                               | hey1                               |
| 19 | id2b                                                   | si:rp71-1h20.9                      | cdk1                                                          | sumo3b                                                                             | cox7a2l                                     | entpd1                               | bmp6                                    | efnb2a                            | rgs5b                             | si:ch73-281n10.2                   | fabp3                              |
| 20 | ctsla                                                  | dapk1                               | ptmab                                                         | si:ch211-156b7.4                                                                   | ndufa4l                                     | mxra8b                               | jdp2b                                   | jdp2b                             | cxcr4a                            | gpm6ab                             | rgs5b                              |
| 21 | rpz5                                                   | rhoab                               | seta                                                          | tmem88b                                                                            | atp5mc3b                                    | foxc1b                               | lyve1b                                  | wnt11                             | etv2                              | lmnb2                              | id3                                |
| 22 | ppdpfb                                                 | calm1a                              | plk1                                                          | igf2b                                                                              | atp5f1d                                     | pcolcea                              | sox7                                    | fosb                              | si:ch73-335l21.4                  | dek                                | smad7                              |
| 23 | gpr182                                                 | anxa5b                              | ube2c                                                         | sub1a                                                                              | ahcy                                        | cpz                                  | calcr1a                                 | fkbp1aa                           | clec14a                           | smc2                               | tlx2                               |

|    |          |                   |                |           |            |                  |                   |                   |            |                   |            |
|----|----------|-------------------|----------------|-----------|------------|------------------|-------------------|-------------------|------------|-------------------|------------|
| 24 | krt94    | has2              | tpx2           | seta      | idh2       | crip2            | lmo2              | krt18a.1          | ldb2a      | cks1b             | mex3b      |
| 25 | pim1     | col1a1a           | ncapg          | ubr7      | cox6c      | tnfaip6          | sox4a-1           | cldn5b            | hopx       | stmn1a            | cx43       |
| 26 | sept9a   | hey2              | kif23          | cbx1a     | uqcrq      | ptmaa            | zfp36l1b          | LO018188.1        | mylk5      | gpr182            | stab2      |
| 27 | cltc2    | akap13            | ccna2          | lig1      | atp5md     | phlda2           | pecam1            | ehd2b             | hey1       | rab11bb           | zgc:158463 |
| 28 | insra    | si:ch211-214p16.2 | anp32a         | hmgb2b    | miibp2     | smad9            | rab8b             | cavin1b           | cxcr4b     | tuba8l            | fli1b      |
| 29 | rcan1a   | anxa4             | spc25          | rfa4      | blf        | hand2            | nrp2b             | ca16b             | cfl1       | top2a             | gata2a     |
| 30 | krt8     | mb                | ncapd2         | mcm3      | cox17      | matn4            | junbb             | sik1              | nova2      | rab8b             | fosab      |
| 31 | palm1b   | tmtc1             | kif22          | cbx3a     | cycsb      | tbx20            | plk2b             | krt94             | tbx1       | CABZ01058261.1    | tcima      |
| 32 | zfp36l1b | cd151             | CABZ01058261.1 | uhrf1     | fabp3      | fn1a             | CR751602.2        | FP102018.1        | tie1       | dut               | her9       |
| 33 | btg2     | efna1b            | dlgap5         | marcksl1a | atp5if1b   | tmem119b         | nr2f1a            | sox7              | tmem108    | si:dkey-28n18.9   | cxcl18b    |
| 34 | krt18a.1 | si:ch211-1a19.3   | arpp19b        | cnbpa     | hdr        | hspa5            | adc2b             | foxp4             | oaz2b      | kif23             | plvapb     |
| 35 | tpm4a    | flt1              | tuba8l         | dut       | atp5l      | ppib             | id2a              | dap1b             | lhx8a      | kif22             | gamt       |
| 36 | mmrn2a   | aldh1a2           | lsm7           | marcksl1b | vdac2      | id2a             | cyp1a             | sele              | ca16b      | kdr1              | tek        |
| 37 | kctd12.2 | tnnt2a            | hmgbl1b        | hmg7      | atp5meb    | sd2              | tie1              | emid1             | jam3b      | pecam1            | ldb2a      |
| 38 | ramp2    | grb10b            | stmn1a         | ranbp1    | tomm7      | twist1b          | tspan18b          | spock3            | ponzr1     | zgc:153867        | bahcc1b    |
| 39 | jun      | arl4ab            | dek            | orc4      | ppiab      | ckap4            | akap12b           | edn2              | hlx1       | h2az2b            | ppib       |
| 40 | dusp6    | grapa             | cks2           | rrm1      | pa2g4a     | ctnnb1           | sesn1             | atf3              | jupa       | ncapg             | dab2       |
| 41 | rap1b    | rspo2             | cenpf          | snrpf     | c1qbp      | mmel1            | UBB               | ptn               | krt18a.1   | si:ch211-288g17.3 | nrp2b      |
| 42 | wnk1b    | hbegfa            | kpna2          | fabp11a   | sod1       | si:ch211-117c9.5 | pros1             | tie1              | zgc:153311 | cdk1              | rasip1     |
| 43 | errf1a   | wasf3b            | calm3a         | rnaseh2a  | atp5if1a   | angptl7          | igfbp1a           | si:ch211-222l21.1 | ppiab      | anp32b            | ybx1       |
| 44 | dap1b    | rbpms2a           | cdca8          | prim2     | npm3       | postnb           | sele              | limch1b           | fli1a      | spns2             | ier2a      |
| 45 | cnn2     | elf3ea            | aspm           | stmn1a    | cct2-1     | arpc1b           | CU570769.1        | her9              | sult2st1   | akap12b           | prcp       |
| 46 | junbb    | jam2a             | kifc1          | mcm7      | nop2       | angpt1           | fosab             | cdh5              | spns2      | nrp2b             | jun        |
| 47 | gpc4     | aqp1a.1           | cenpx          | dnmt1     | cct7       | nanos1           | si:ch211-145b13.6 | s1pr5a            | shroom4    | mafb1b            | eno3       |
| 48 | ABR      | tspan7            | ttk            | dhfr      | naa10      | svild            | cyp26b1           | adgrl4            | sema7a     | actb1             | atoh8      |
| 49 | h3f3c    | cd9b              | cenpe          | banf1     | ndufab1a   | cdh11            | atf3              | bmp16             | fkbp1aa    | sele              | mef2cb     |
| 50 | junba    | net1              | banf1          | npm1a     | zgc:193541 | fsl1b            | zgc:158343        | id2a              | cav1       | rrm1              | aldh9a1a.1 |

**Supplemental Table 1.** Top 50 most upregulated genes in each cluster of the single-cell RNA sequencing of purified endocardial cells.

| <b>Developmental<br/>time point</b> | <b>% of hearts with<br/><i>Tg(cd41:GFP)</i><sup>+</sup> cells</b> | <b><i>Tg(cd41:GFP)</i><sup>+</sup> hearts/<br/>total hearts</b> |
|-------------------------------------|-------------------------------------------------------------------|-----------------------------------------------------------------|
| 50 hpf                              | 12%                                                               | 2/17                                                            |
| 56 hpf                              | 52%                                                               | 11/21                                                           |
| 74 hpf                              | 96%                                                               | 102/106                                                         |
| 98 hpf                              | 100%                                                              | 43/43                                                           |
| 120 hpf                             | 100%                                                              | 34/34                                                           |
| 7 dpf                               | 100%                                                              | 33/33                                                           |
| 10 dpf                              | 100%                                                              | 19/19                                                           |

**Supplemental Table 2.** Percentage of hearts containing *Tg(cd41:GFP)*<sup>+</sup> cells at the indicated developmental time point.

# Supplementary material for: The heart is a resident tissue for hematopoietic stem and progenitor cells in zebrafish
**Source:** Nat Commun. 2024 Aug 31;15:7589. doi: 10.1038/s41467-024-51920-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: **Visualization of beating *Tg(cd41:GFP)*<sup>+</sup>, *Tg(kdrl:nls-mCherry)*<sup>+</sup> heart reveals endocardial attachment of HSPCs.** Dynamic representation of a zebrafish heart displaying rhythmic contractions in a single z-slice. The heartbeat is captured in real-time, showcasing the cardiac activity. *cd41:GFP*-labeled HSPCs (green) are stably attached to the endocardial cells in the ventricle (left side of video).

File Name: Supplementary Movie 2

Description: **Visualization of beating *Tg(kdrl:GFP)*<sup>+</sup>, *Tg(gata1:DsRed)*<sup>+</sup> heart reveals endocardial attachment of erythrocyte progenitors.** Dynamic representation of a zebrafish heart displaying rhythmic contractions in a single z-slice. *gata1:DsRed*-labeled erythrocytes show circulating mature erythrocytes in the heart, and rounded, immature erythrocyte progenitors attached to the endocardial cells in the ventricle (right side of video).

File Name: Supplementary Movie 3

Description: **3D view of *Tg(cd41:GFP)*<sup>+</sup>, *Tg(kdrl:nls-mCherry)*<sup>+</sup> heart, with *cd41:GFP*-labeled HSPCs attached to the inner lining of the endocardium.** Z-stack and -plane movie through the surface rendering of *cd41* and *kdrl* expression in a 72 hpf heart highlighting the location and shared surface areas of the two cell populations.

File Name: Supplementary Movie 4

Description: **Light sheet high-speed heartbeat recording of a *Tg(cd41:GFP)*<sup>+</sup>, *Tg(kdrl:nls-mCherry)*<sup>+</sup> heart shows the activation of *cd41:GFP* expression.** A single section plane focusing on a representative endocardial cell within the inner curvature of the ventricle. Initially, at the start of imaging (0 minutes), no expression of *cd41:GFP* is observed. At 30 minutes, *cd41* expression begins to appear, and by 60 minutes, strong expression of *cd41:GFP* is evident, marked by a yellow asterisk indicating the specific location within the inner curvature of the ventricle.

File Name: Supplementary Movie 5

Description: **Brightfield recording of a zebrafish heartbeat in control embryos.** The image was captured using a 20x objective lens, illustrating the rhythmic contractions of the zebrafish heart.

File Name: Supplementary Movie 6

Description: **Brightfield recording of a zebrafish heartbeat in *itga4*<sup>-/-</sup> embryos.** The heartbeat shows no differences comparing control and *itga4*<sup>-/-</sup> mutant embryos.

File Name: Supplementary Movie 7

Description: **Brightfield recording of a zebrafish heartbeat in *vcam1b*<sup>-/-</sup> embryos.** No heartbeat alterations are visible compared to control and *vcam1b*<sup>-/-</sup> mutant embryos.

File Name: Supplementary Movie 8

Description: **Brightfield recording of a zebrafish heartbeat in *vcam1b*<sup>-/-</sup> embryos.** No heartbeat alterations are visible compared to control and *vcam1b*<sup>-/-</sup> mutant embryos.

# Supplementary material for: The heart is a resident tissue for hematopoietic stem and progenitor cells in zebrafish
**Source:** Nat Commun. 2024 Aug 31;15:7589. doi: 10.1038/s41467-024-51920-7
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------|
| Data collection | Zen 2.3 SP1 FP3 black, Zen 2011 SP3 black, Zen 2.6 Blue were used for imaging.                                     |
| Data analysis   | Bitplane Imaris Version 9.9.1 and 10.01 (UK), GraphPad PRISM Version 10 (USA), ImageJ (Fiji package set; NIH, USA) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files. Source data are provided with this paper. The single cell sequencing dataset is available in the Gene Expression Omnibus database under accession number GSE269378, which is now already public.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

To ensure the reproducibility and statistical power, all experiments were performed in at least 3 biological replicates with minimum sample sizes of 8 embryos/larvae.

### Data exclusions

No data were excluded from the study.

### Replication

A minimum of 3 biological replicates were performed for each experiment to ensure reproducibility of our experiments.

### Randomization

Randomization was achieved in this study due to random selection of transgenic and/or mutant embryos for cardiac analysis. Hence, group assignment could not be predicted and no additional kinds of randomization were needed, since all experiments were repeated at least 3 times on different days.

### Blinding

A blinding of experiments was not possible due to the genetic validation of zebrafish strains and obvious phenotypes of pharmaceutical treatments on cardiac morphology or blood flow. The potential for observer bias of our data sets was minimized by repetition of experiments, imaging and quantitative analysis by multiple authors (Dorothee Bornhorst, Amulya Hejjaji, Lena Steuter, Nicole Woodhouse, Felix Gunawan).

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used Anti-eGFP antibody (Thermo Fisher A-11122, polyclonal rabbit) and Alexa Fluor 488 (Thermo Fisher A32723, goat secondary antibody) were used in the study.

Validation The antibody has been validated by the supplier and our previous publication:

Gunawan, F. et al. Focal adhesions are essential to drive zebrafish heart valve morphogenesis. J Cell Biol 218, 1039-1054, doi:10.1083/jcb.201807175 (2019).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals Zebrafish (Danio rerio), strain: Tüb/AB, adult fish (both males and females) were used in the study. Experiments were performed up until 120 hpf. 7 and 10 dpf larva were first fixed in paraformaldehyde prior to imaging. Specific lines (transgenic lines and mutants) are listed in the Methods section of the paper.

Wild animals *Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.*

Reporting on sex Sex was not a factor in this study.

Field-collected samples *For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.*

Ethics oversight Zebrafish were handled at the University of Münster, where the ethical guidelines outlined by the state of North Rhine-Westphalia were adhered to and the handling was conducted under the supervision of the veterinary authorities of the city of Münster, at the Max Planck Institute for Heart and Lung Research as approved by the Animal Protection Committee of the Regierungspräsidium Darmstadt, or at the University of Wisconsin-Madison in accordance with their Institutional Animal Care and Use Committee guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks *Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

Novel plant genotypes *Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

Authentication *Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Hearts from 48- and 72-hpf Tg(kdrl:nls-mCherry); Tg(cd41:GFP) larvae were manually dissected in DMEM + 10% FBS. Hearts were centrifuged for 60 seconds at 3000 rpm, washed with 1 mL Hanks' Balanced Salt Solution and dissociated into single cells by incubating in 100  $\mu$ l Enzyme 1 and 5  $\mu$ l Enzyme 2 (Pierce Cardiomyocyte Dissociation Kit, Thermo Fisher Scientific, Cat#88281) for 20 minutes at 300 rpm in a 30°C shaker. The samples were centrifuged for 5 minutes at 3000 rpm, the supernatant was discarded, and fresh medium was added to the dissociated cells and passed through 40  $\mu$ M-filter polystyrene 5ml tubes.

Instrument

Cells were sorted using the BD FACSAria™ III (BD Biosciences) instrument.

Software

The software used for sorting and analysis is BD FACSDiva v8.0.1

Cell population abundance

35.5% were positive for only the mCherry marker (P4), and 5.6% cells were positive for both GFP and mCherry markers (P5). The population hierarchy to visualize the gating strategy is included in Figure Supplement 1A.

Gating strategy

Out of 26,419 events, 12,426 events were gated as cells (P1). After doublet exclusion with FSC-H vs FSC-A parameters (P2), the remainder 98.6% events (12,250 cells) were gated for live cells (P3) 67.5% (8,270 cells), using DAPI as a marker for dead cells. From the live cells, 35.5% (2,935 cells) were positive for the mCherry marker (P4), and 5.6% (464) cells were positive for both GFP and mCherry markers (P5).  
Negative controls of non-fluorescent hearts or single-color fluorescent hearts were prepared to define the sorting gates. The population hierarchy to visualize the gating strategy is included in Figure Supplement 1A.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

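Single-cell RNA sequencing measured cells sorted from dissected hearts of zebrafish embryos that carry the *cd41*:GFP and *kdrl*:nls-mCherry transgenes. There was 1 library at 48 hpf and 1 at 72 hpf, each from 1 lane of a Chromium 3′ run. For both libraries the authors deposited raw UMI counts per gene and cell, made with no normalization by alignment and cell calling steps that the text does not describe. All values were checked to be whole numbers. The paper's text names no aligner, genome build or annotation and refers to ref. 84. Of the 32057 genes listed, 22024 had a UMI at 48 hpf and 22995 at 72 hpf. The 48 hpf library held 2665 cells with 30735426 UMIs, from 2751 to 79992 per cell, and the 72 hpf library 4125 cells with 33721297 UMIs, from 3293 to 46806 per cell. Cells had a median of 2401 genes at 48 hpf and 1831 at 72 hpf, and a median mitochondrial share of 0.936% and 0.526% of UMIs.

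All cells were analysed together in Python 3.11 with scanpy 1.11.5. Counts were scaled to 10000 per cell and log-transformed, and 2000 highly variable genes were chosen without the 32 genes the paper names for its single-cell data. These were scaled and reduced to 30 principal components, and a graph of 15 neighbours was clustered with leidenalg 0.10.2 and igraph 0.11.9 at resolution 0.6 with seed 0. No batch correction was applied, because library and age coincide. The hematopoietic-like cells were clustered again in the same way. Other tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19 and matplotlib 3.10.9.

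A cluster took the name of the marker list with most genes among its 50 leading genes, with at least 3 genes at a log2 ratio of 1.5 or more. Ties stayed unnamed, and the thresholds were set after the data were seen. Leading genes were ranked by CPM over that of the other cells in the library with most of the cluster, with 1 added to each, among genes with a UMI in at least 25% of its cells. Groups of the hematopoietic-like cells clustered alone were instead ranked against the other hematopoietic-like cells of both libraries, with the lineage lists alone. Marker lists came from Supplementary Table 1 without the genes the paper names. The hematopoietic list took 4 genes from that table and the rest from general knowledge. The lists for macrophage, neutrophil, erythroid, thrombocyte and lymphoid cells came from general knowledge. No cluster was named neutrophil or lymphoid. Lists of endothelial, pan-hematopoietic, valve interstitial, cardiomyocyte, embryonic globin and niche genes were also written from general knowledge, before any value was seen. So were the zebrafish names of the Tirosh cell cycle lists, with 41 S-phase and 45 G2/M genes found. Of all listed genes, *vmhc*, *cenpu*, *clspn*, *hjurp*, *cdca3*, *cdca2*, *psrc1* and *cenpa* were not found by name.

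The genes named in the text are those the paper names, the 4 leading genes of each cluster and the listed genes. For 72 against 48 hpf outside the hematopoietic-like clusters, they are also the 5 genes with the largest CPM ratio in each direction, among genes at a CPM of 50 or more in either library. The leading genes printed for a cluster were ranked against all other cells of both libraries. Other genes and groups of cells were singled out after their values were seen: *tal1* and the other listed blood genes named for the cells with both programmes, the 20-cell group with endocardial genes, and the S-phase markers of the unnamed cluster at 48 hpf.

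A cell counted as positive for a gene with at least 1 UMI. Shares carry exact Clopper-Pearson 95% intervals, CPM exact Poisson intervals, and ratios of pooled CPM exact conditional intervals. With 1 library per time point, no comparison between ages or cell groups has replicates, so no test was run and intervals cover counting alone. A gene missing from all 15 hematopoietic-like cells at 48 hpf can be present in up to 21.8% of such cells. A count of 0 has a limit of 3 counts or the upper end of its interval. Since the groups differ in depth, each cell was also thinned to 2000 UMIs, and no cell had fewer. Cell cycle phases were scored by the scanpy function for that purpose.

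Expected doublets were drawn as 20000 random pairs of cells per library, at an assumed rate of 0.8% per 1000 cells. Scrublet called 0.263% of the cells at 48 hpf and 0.0485% at 72 hpf, so its threshold has not worked here. RNA from other cells was judged from valve interstitial genes in blood cells. The clustering and naming were tested on 6790 simulated cells, where all 399 simulated hematopoietic cells were recovered with 0 others. Each simulated cell was drawn from the mean profile of its own cluster and library. Recovery was therefore nearly fixed in advance and checks the code alone. In simulated counts of 2162 genes, 95.5% of the intervals for the 200 changed genes and 94.9% of those for the unchanged genes held the true ratio. These counts were Poisson draws, as the intervals assume, so the coverage does not include spread between cells.

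Each result was recomputed with 1 choice changed at a time. The choices were a cell filter (1000 UMIs, 500 genes, 10% mitochondrial UMIs), removal of Scrublet calls, the paper's genes kept in, resolutions of 0.3 and 1.0, a larger set of variable genes and 15 components. Others were seed 1, each library clustered alone, classing cells by at least 3 pan-hematopoietic genes, positivity at 2 UMIs, thinning and the mean of each cell's own CPM. For phases and for cells with both programmes, the lists of Supplementary Table 1 and a minimum of 4 genes were tried. After seeing the data, scaling within each library and removal of the highest Scrublet scores were added. Matching the paper's guide RNA and morpholino sequences to their target sites needs a genome sequence and was not analysed here. Imaging and mutant experiments were not analysed here either.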

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

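All tests in this part were chosen only after the result was seen.

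The gene *irf8* stands out because its ratio between hematopoietic-like and other cells has opposite signs at the 2 ages. The log2 ratio was 4.33 (95% interval 3.23 to 5.32) at 48 hpf, from 27.3 against 1.35 CPM, and -0.58 (-1.13 to -0.07) at 72 hpf, from 5.16 against 7.72 CPM. The difference between the ages was not tested. Of the 20 genes named by the paper with a ratio in both libraries, 2 had opposite signs. Free *irf8* RNA is argued against, since 0 of the 372 blood cells outside the macrophage-like cluster had a UMI. Valve interstitial-like cells, nearly all at 72 hpf, held it in 23.9% of cells, at 54.6 CPM. Without them the log2 ratio at 72 hpf was 0.68 (0.07 to 1.26), which is consistent with these cells turning the sign. Macrophage-like cells made up 4 of 15 hematopoietic-like cells at 48 hpf and 23 of 384 at 72 hpf. A change with age stays open and was not tested.

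The gene *itga4* was picked out for the same reason. At 48 hpf its log2 ratio of hematopoietic-like to other cells was -1.47, opposite in sign to 1.26 at 72 hpf, and the difference was not tested. The 48 hpf value rests on 3 UMIs in 15 cells, and its upper counting limit was 0.081, so few cells may account for the sign. The blood cells differed between the 2 ages: 7 of 15 had both *mpx* and *lyz* at 48 hpf, against 0 of 384 at 72 hpf. This difference is a further candidate explanation of the sign. At 48 hpf, 9 of the 15 cells lay in the cluster without a lineage name, and at 72 hpf *itga4* was lower there than in the erythroid-like cluster, by a log2 ratio of -1.34 (upper limit -0.74). That level at 72 hpf need not hold for the 9 cells at 48 hpf. A change with age stays open, untested.

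The gene *mpeg1.2* had a UMI in 51.8% of the cells outside the hematopoietic-like clusters at 48 hpf and in 23.8% at 72 hpf, a signal that the paper does not report. Free RNA is argued against: at 48 hpf the level was 3.99 CPM in lymphatic-like cells and 121 in the remaining cells outside the blood, while blood cells other than macrophage-like ones held 0.874 CPM at 72 hpf. Reads shared with *mpeg1.1* are argued against too, since only 0.0755% of the cells outside the blood had *mpeg1.1* at 48 hpf, against 54.3% with *mpeg1.2* among those that are not lymphatic-like. It may be that endocardial cells transcribe the locus. Reads from another gene that the annotation assigns to *mpeg1.2* were not tested, so this remains a hypothesis. The level was lower at 72 hpf (47.8 against 116 CPM), and an effect of age was not tested.

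The chemokine receptor gene *ccr9a*, which the paper does not discuss, had a UMI in 15.8% (95% interval 12.4 to 19.7) of the hematopoietic-like cells. Free RNA is argued against, since 0.0939% of the other cells had one. In the cluster without a lineage name it reached 207 CPM and 45.7% of cells. The gene was among those used to cluster and name the cells, so that its concentration in 1 cluster partly follows from the method. Cells at 48 hpf held it more often (8 of 15) than at 72 hpf (55 of 384), with no test and few cells. Its meaning for a lineage stays open, and no biological explanation was tested.

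The level of *vcam1b* outside the hematopoietic-like clusters rose from 1.85 CPM at 48 hpf to 87.8 at 72 hpf, a log2 ratio of 5.57, in a comparison the paper does not make. Sequencing depth is argued against: after thinning, 12.8% of these cells had a UMI at 72 hpf and 0.151% at 48 hpf. A different mix of cell classes as the whole cause is argued against by the G2/M endocardial-like cells, present at both ages, with a log2 ratio of 4.93 (95% interval 4.37 to 5.54). In valve endocardial-like cells it was 3.26 (1.59 to 5.33). Among 2423 genes ranked by this ratio, *vcam1b* had rank 10. A difference between the library preparations and a change with age cannot be told apart, since each age has 1 library.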

How the results depend on the processing

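Alternatives were set before the data were examined, except for removing the cells with the highest Scrublet scores and scaling genes within each library, which were chosen after seeing the data. Across 17 settings, main comparisons stayed within their counting interval or count limit 115 times and moved beyond it 23 times, and none reversed. Of the other values, 239 stayed, 53 moved and 0 reversed. Only log2 ratios could reverse, by a change of sign, so the absence of reversals says nothing about counts and shares. The number of hematopoietic-like cells at 72 hpf stayed between 368 and 388, and the log2 ratio of *itga4* between 1.21 and 1.29.

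Classing cells by at least 3 pan-hematopoietic genes gave 49 hematopoietic-like cells at 48 hpf, 67.5% with *myb*, *drl* or *runx1*, 77.8% with *gata1a* or *nfe2* added, 42 cells with *mpeg1.2* and a log2 ratio of -3.39 for *vcam1b* in hematopoietic-like against other cells. The rule also takes in cells outside the hematopoietic-like clusters. Requiring 2 UMIs gave 63.4% and 74.4% for these shares and 8 cells with *mpeg1.2*, since fewer cells can pass. Thinning to 2000 UMIs leaves fewer UMIs per cell and gave 38.1% and 50.1%, 35 cells with *mpx* and 5 with *mpeg1.2*, and 6 cells with both programmes. It also gave 58.0% of cells in S or G2/M phase. The mean of each cell's own CPM gave log2 ratios for *vcam1b* of -3.39 for hematopoietic-like cells and -4.95 for valve-like cells against the others outside the blood. A lower resolution makes fewer clusters, and 0.3 gave 12. The Supplementary Table 1 lists gave 95.9% of cells in S or G2/M phase, and at least 4 genes of each list gave 27 cells with both programmes. Removing the highest Scrublet scores gave -5.15 and -5.49 for the *vcam1b* ratios, 46.3% of cells in S or G2/M phase and 56 cells with both programmes. Where no reason is given, the cause was not tested.

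Few cells limit the 48 hpf values, which rest on 15 hematopoietic-like cells, and depth limits counts of rarely detected genes: cells with *runx1* numbered 27, 2 at 2 UMIs and 4 after thinning. Class sizes depended on the clustering. Valve endocardial-like cells ranged from 683 to 1172 across the alternatives set in advance, and S-phase endocardial-like cells from 0 to 693. Each library clustered alone gave 383 hematopoietic-like cells at 72 hpf and 14 at 48 hpf.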

Differences from the paper's values

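Values in this part that rest on a choice made only after the result was seen are marked so. The paper's 11 clusters compare with 20 here. With a resolution of 0.3, set before the data were examined, the number was 12. The other alternatives set before the data were examined gave 20 to 27 and left the gap. For sub-clusters of the hematopoietic-like cells, the paper's value is 5 and the value here 8. Again a resolution of 0.3 closed the gap, with 6, and the other alternatives gave 8 or 9.

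The paper counts 15 cells with *mpx* in its cluster, against 65 here with at least 1 UMI. None of the alternatives set before the data were examined closed the gap: most gave 65, each library alone 64, a minimum of 2 UMIs 52 and thinning 35. With at least 10 UMIs, a minimum chosen after seeing the values, there were 24 cells, 17 of them at 72 hpf, and the latter number is within 1.5 times the paper's value.

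Valve endocardial cells number the paper's 1830 and 1128 here, and none of the alternatives set before the data were examined, from 683 to 1172, closed the gap. For quiescent cells the paper's 2274 compare with 993. A resolution of 0.3 gave 1969 and closed the gap, and the other alternatives gave 939 to 1348. For the S-phase cluster the paper's 620 cells compare with 379. A resolution of 1.0 (645) and each library clustered on its own (693) closed the gap. The other alternatives gave 0 to 398. For cells in the G2/M phase the paper's value is 885 and the value here 1683. The alternatives gave 1482 to 3702, and none closed the gap.

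Some statements differ as well. The paper places its cells with high *mpx* and *lyz* at 72 hpf. Here all 7 hematopoietic-like cells with UMIs of both genes lay at 48 hpf, and 0 of 384 at 72 hpf had both. The paper describes a pair of platelet subclusters, and 1 thrombocyte-like cluster was named here.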

Other observations

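The medians of the endothelial and valve interstitial lists, the number of cells with both programmes against random doublets and the share of sorted cells were chosen before the result was seen. All other tests in this part were chosen only after it was seen.

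Cells with at least 3 endothelial and 3 pan-hematopoietic genes numbered 75, above the 95% range of 17 to 35 from random doublets at the assumed rate. At 48 hpf, 34 of the 35 lay outside the hematopoietic-like clusters, and 0 of these 34 had blood genes at the level of simulated pairs of 1 blood and 1 other cell. Their median over the 50 leading blood genes was 0 per 10000 UMIs, against 885 in the blood cells. Doublets with a blood cell are therefore argued against for them. Pairs of cells outside the blood were not part of this test. At 48 hpf, 5.455% of random pairs met the rule and 1.265% joined a blood and another cell, so such pairs can meet it. Random doublets of all kinds gave up to 7 such cells at 48 hpf (upper end of the 95% range). Outside the clusters at 72 hpf, 5 of 17 cells reached that level, so doublets with a blood cell are argued against as the cause of all of them and stay open for the 5. Inside the clusters at 72 hpf, 16 of 23 had endocardial genes at the level of such pairs, which is consistent with doublets. Independent expression of the listed blood genes in endocardial cells is a candidate explanation outside the clusters. Shuffling each gene among cells of the same cluster and depth quartile gave up to 37 such cells (upper end of the 95% range over 1000 shuffles) at 48 hpf against 34 observed, and up to 18 at 72 hpf against 17. Shuffling within clusters alone gave 33 and 13, and depth was added after that result. Of the 34 and 17 cells, 32 and 15 had *tal1*, which many endocardial cells express, followed by *rac2* in 21 and 9. These tests set no group of cells apart as cells in transition, and no biological explanation was tested.

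Over 8 endothelial genes, the level in hematopoietic-like cells at 72 hpf was a median 2.16% of that in the other cells, with a range of 1.19 to 17.4. For 8 valve interstitial genes, as a measure of RNA from other cells, the median was 1.68% (0.999 to 3.53) of the level in the same other cells, a reference chosen after seeing the data. Against all cells of the library, the reference set before, it was 2.12% (1.27 to 4.44). These medians do not tell the sources of the RNA apart. Free RNA, which reaches all cells, is argued against as the source of most of it. The 20-cell group that carries endocardial genes held 494 of the 646 UMIs of the endothelial genes other than *fli1a*, with 5.43% of all UMIs of the 384 cells. That group was singled out for its endocardial genes, so its number partly follows from the choice. The 20 blood cells with the largest valve interstitial share were picked without endothelial genes and held 349 of the 646 UMIs. In them the endothelial genes stood above the other blood cells by a log2 ratio of 4.70 (95% interval 4.48 to 4.93). Of these 20 cells, 14 also belonged to the 20-cell group, and endocardial-like cells carry some valve interstitial genes as well. The 2 picks are therefore not independent. Doublets are a candidate explanation, with the 16 of 23 cells given above, and cells of a mixed state stay open. Without the 20-cell group, the medians against the other cells were 0.489% and 0.333%. For this rest, free RNA and low expression in blood cells cannot be told apart. The 6 cardiomyocyte genes found had 0 to 13 UMIs in the hematopoietic-like cells, too few for a median. The one with 13, *tnnt2a*, stood at 1.12% of its level in the other cells (95% interval 0.597 to 1.92). The gene *fli1a* stood apart at 17.4% (95% interval 15.8 to 19.1), beyond the range of the valve interstitial list, so free RNA is argued against as its main source. Blood cells may express it, which is a hypothesis from these data alone.

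Hematopoietic-like cells made up 9.31% of the 72 hpf library, against 13.0% hematopoietic cells among those sorted for it by the labels. The title of the 48 hpf sample names endothelial cells alone, whereas the paper's Methods and the protocol text of both samples describe combining single-positive and double-positive cells. Whether GFP-positive cells were loaded at 48 hpf is therefore not settled. A different share of sorted GFP-positive cells and a growth in number with age cannot be told apart, because the share loaded was set by sorting.

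In 18 of the 20 clusters, at least 90% of the cells came from 1 library. A difference between library preparations and one between ages cannot be told apart, because each age has 1 library. Outside the hematopoietic-like clusters the genes with the largest ratio toward 72 hpf were *lyve1a* (92.3 CPM against 0), *angptl7* (351 against 3.1), *tfa* (174 against 1.25), *krt91* (63.2 against 0) and *pcolcea* (99.0 against 0.758). Toward 48 hpf they were *cabp5a* (51.9 CPM against 0.151 at 72 hpf), *her15.1* (433 against 9.72), *fstl1a* (75.0 against 1.47), *si:ch211-114n24.6* (511 against 24.5) and *f13a1b* (145 against 14.2). A different mix of cell classes can contribute to these ratios. The genes *angptl7*, *tfa* and *pcolcea* also led the valve interstitial-like cluster, which held 306 cells at 72 hpf and 2 at 48 hpf. Of the 2423 genes ranked, 56 were at least 4-fold higher at 72 hpf and 15 at 48 hpf, with a median log2 ratio of -0.12.

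UMIs of *lyz* in the cells outside the hematopoietic-like clusters at 48 hpf ranged from 2.75 to 8.77 CPM across the clusters of that library. The like low level in all of them is consistent with free RNA from neutrophils. No biological explanation was tested.

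Of the niche and adhesion genes listed from general knowledge, the highest outside the hematopoietic-like clusters were *klf2a* (775 CPM at 48 hpf and 649 at 72 hpf), *sele* (563 and 580.3) and *dll4* (466 and 307). The integrin genes *itgb1b* (35.9 and 56.2 CPM) and *itgb1a* (13.5 and 33.6) were lower. Next came *thpo* (8.64 and 12.0), *kitlga* (7.71 and 6.97), *jag1b* (7.09 and 10.2), *jag1a* (4.75 and 3.31) and *cxcl12a* (3.99 and 10.1). The paralog *cxcl12b* fell from 5.08 to 0.0377 CPM. In the hematopoietic-like cells of both libraries pooled, *cxcl8a* reached 87.8 CPM in 20 cells, *csf3b* 7.92 in 16 and *itgb7* 2.38 in 14. These levels lean on the 15 cells at 48 hpf, which held 276 UMIs of *cxcl8a*, 26 of *csf3b* and 3 of *itgb7*. The 384 cells at 72 hpf held 389, 34 and 15. The other listed genes lay at or below 0.165 CPM outside the blood: *vcam1a*, *kitlgb*, *ccl25b* and *osm*. The levels of *itga4* outside the blood had a log2 ratio of -0.58 between 72 and 48 hpf.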
